# Strigolactones optimise plant water usage by modulating vessel formation

**DOI:** 10.1038/s41467-025-59072-y

**Published:** 2025-04-28

**Authors:** Jiao Zhao, Dongbo Shi, Kiara Kaeufer, Changzheng Song, Dominik Both, Anna Lea Thier, Hui Cao, Linus Lassen, Xiaocai Xu, Yuki Hamamura, Laura Luzzietti, Tom Bennett, Kerstin Kaufmann, Thomas Greb

**Keywords:** Plant stem cell, Strigolactone, Drought

## Abstract

Wood formation is crucial for plant growth, enabling water and nutrient transport through vessel elements, derived from cambium stem cells (CSCs). CSCs produce vascular cell types in a bidirectional manner, but their regulation and cell fate trajectories remain unclear. Here, using single-cell transcriptome analysis in *Arabidopsis thaliana*, we reveal that the strigolactone (SL) signalling pathway negatively regulates vessel element formation, impacting plant water usage. While SL signalling is generally active in differentiating vascular tissues, it is low in developing vessels and CSCs, where it modulates cell fate decisions and drought response. SL-dependent changes in vessel element formation directly affect transpiration rates via stomata, underscoring the importance of vascular tissue composition in water balance. Our findings demonstrate the role of structural alignment in water-transport tissues under unstable water conditions, offering insights for enhancing drought resistance in plants through long-term modulation of vascular development.

## Abstract (web summary)

Vessel elements arise from cambium stem cells and support plant growth by supplying water and nutrients. This study reveals that strigolactone signalling inhibits vessel formation in response to drought, affecting transpiration and drought resistance.

## Introduction

Continuous growth and tissue formation are characteristic of plant development and important for aligning distinct body structures with changing environmental conditions. Cambium-driven radial growth of shoots and roots of dicotyledonous species is an important feature of this growth mode, and key for biomass production and for the long-term sequestration of CO_2_^1^. CSCs proliferate, usually providing wood (i.e. xylem) cells inwards and bast (i.e. phloem) cells outwards. Within xylem and phloem tissues, various cell types fulfil highly specialised functions like water transport by xylem vessel elements or sugar transport by phloem sieve elements^2^. However, mechanisms regulating CSC-associated cell fate decisions to cope with stressful environmental conditions are largely unknown.

Driven by transpiration at leaves and the resulting negative pressure in vessel elements, xylem-associated water transport is crucial for delivering water and dissolved minerals from the roots to the leaves, where photosynthesis occurs. Thus, disruptions in water transport, such as drought or embolism, can severely impair plant performance, reducing photosynthetic efficiency and metabolic rates, ultimately boosting drought-induced mortality^3^. The efficiency of water transport is a central parameter to ensure constant water supply under fluctuating water availability and, to a large extent, depends on the morphology and size of vessel elements. In fact, functions describing transpiration-based water loss indicate that the xylem is limiting for water transport when water is readily available^4^. Therefore, pathways actively modulating vessel element formation in response to alternating water availability are expected but have not been identified in the context of cambium-driven xylem formation.

Here, we provide cell-resolved transcriptomes of CSCs and all CSC-derived cell types generated by single-nucleus RNA-sequencing (snRNA-seq). Based on our droplet- and plate-based high-resolution transcriptome analysis, we identify SL signalling as a modulator of vessel formation and, thereby, as a module mediating structural adaptations to fluctuating water availability and drought stress.

## Results

### snRNA-seq analysis of radial growth

To comprehensively reveal cell states during radial plant growth, we established an snRNA-seq-based atlas of the Arabidopsis hypocotyl, the organ connecting shoot and root systems and being a hotspot for cambium-based organ growth^5^. To this end, nuclei were extracted, filtered, and purified via a cell sorter and processed by droplet-based single nucleus transcriptome analysis^6^ (Fig. 1a, Supplementary Fig. 1a). Demonstrating the success of our approach, at least 400 transcribed genes were detected in 4722 out of 6780 processed nuclei. From those, we kept 2061 high-quality nuclei in which at least 1200 unique molecular identifier (UMI) counts were identified for further analysis. Within these high-quality nuclei, we detected 26,613 genes as being transcribed, covering nearly 70% of the annotated genes for Arabidopsis^7^. On the median level, our analysis detected 1224 transcribed genes and 1854 UMIs for each nucleus (Supplementary Data 1).

**Fig. 1:**
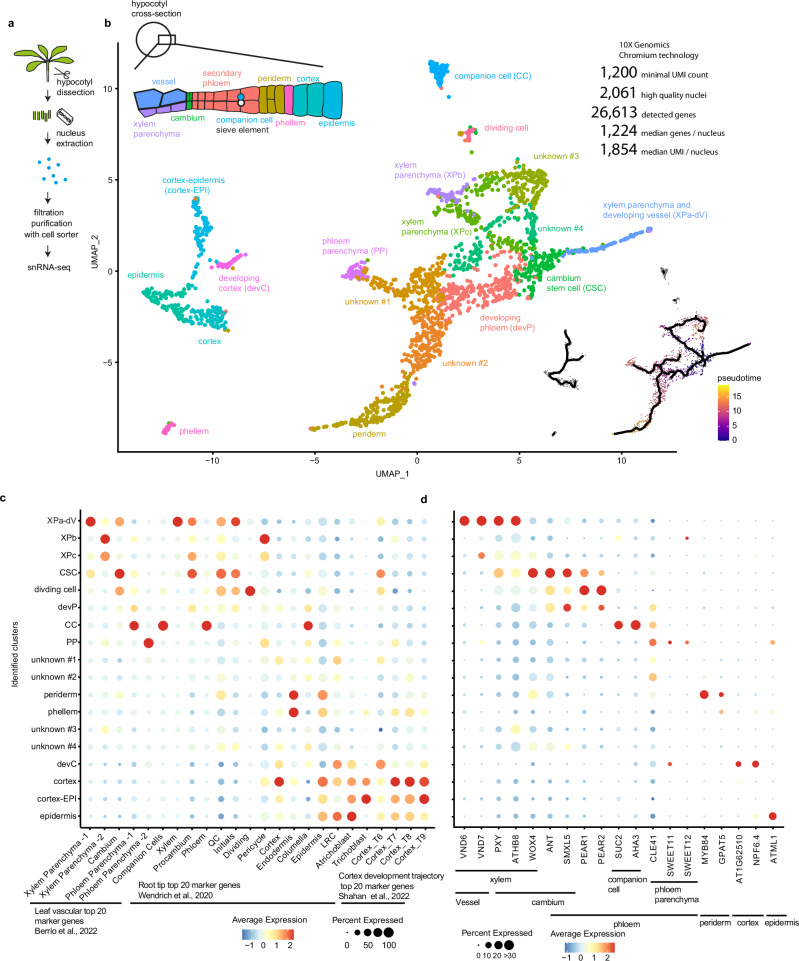
Identification of Arabidopsis hypocotyl cell types using 10x Chromium snRNA-seq. **a** Sample collection pipeline. **b** UMAP plot of 10x Chromium snRNA-seq analysis using 2,061 Arabidopsis hypocotyl nuclei organised in 18 clusters obtained through unsupervised clustering analysis. Differentiation trajectory based on pseudo-time analysis originating from CSCs is shown by black lines in the right-bottom. A scheme of major hypocotyl cell types is shown in the top left corner. **c**, **d** Dot plot showing the expression of tissue-specific and stage-specific marker genes identified in previous scRNA-seq analyses^8,9,71^ (**c**) and previously characterised tissue-specific marker genes (**d**) in the identified clusters (y-axis, shared between **c** and **d**). The size of the circles represents the percentage of cells with expression (percent expressed), whereas the colour indicates the scaled average expression (average expression). XPa-dV xylem parenchyma and developing vessels, XP xylem parenchyma, CSC cambium stem cells, devP developing phloem, CC companion cells, PP phloem parenchyma, devC developing cortex, cortex-EPI cortex-epidermis. Source data are provided as a Source Data file.

By unsupervised clustering of the high-quality nuclei, we obtained 18 clusters, as visualised in a ‘uniform manifold approximation and projection’ (UMAP, Fig. 1b, Supplementary Data 2). Based on publicly available cell type-specific marker genes^8,9^, we annotated cluster identities representing all major cell types reported for the hypocotyl (Fig. 1c, d, Supplementary Data 3). These cell types included the cambium (see below) and the periderm, which is a secondary protective tissue characterised by *MYB84*, *GLYCEROL-3-PHOSPHATE SN-2-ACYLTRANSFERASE5* (*GPAT5*), and *WUSCHEL RELATED HOMEOBOX4* (*WOX4*) expression^10^. As an exception, phloem sieve elements were not detected, presumably due to the absence of nuclei in those cells. Annotations were verified by promoter reporter analyses of selected genes marking vascular clusters (Supplementary Fig. 2). Importantly, we identified a CSC-associated cluster containing 139 nuclei specifically expressing 151 genes including the known CSC markers *WOX4*^11–13^, *PHLOEM INTERCALATED WITH XYLEM* (*PXY*)^11,14,15^, *SUPPRESSOR OF MAX2 1-LIKE5* (*SMXL5*)^11,16^, *AINTEGUMENTA* (*ANT*)^17,18^, and *ARABIDOPSIS THALIANA HOMEOBOX8* (*ATHB8*)^19^ (p-value adjusted based on Bonferroni correction (p_adj) <0.01, Fig. 1d, Supplementary Data 2)^20^. Pseudotime analyses reconstructing developmental trajectories of vascular clusters revealed that vascular-related trajectories were linked to the CSC cluster (Fig. 1b). This was in remarkable contrast to previous analyses of procambium cells, the precursors of cambium cells during apical growth, which usually localise at the end of developmental trajectories^9^. Our trajectory analyses moreover allowed a more detailed clusterization along the differentiation path, resulting in several clusters specifically representing small sections of the path (Supplementary Fig. 3, Supplementary Data 2). Collectively, our results revealed that CSCs hold a specific transcriptome and reflected the central role of CSCs as the developmental origin of cells driving radial plant growth.

To increase the analytic depth of our CSC characterisation, we next applied the plate-based ‘vast transcriptome analysis of single cells by dA-tailing’ (VASA-seq) method^21^ capturing both polyadenylated RNA and non-polyadenylated RNA, and used fluorescence intensity of the cambium domain reporters *PXY*_*pro*_*:H4-GFP* and *SMXL5*_*pro*_*:H2B-RFP*^11^ during fluorescence-activated sorting to isolate 1134 cambium nuclei (Supplementary Fig. 1b, c). In addition, we isolated the same number of nuclei from the whole hypocotyl without *PXY*_*pro*_*:H4-GFP/SMXL5*_*pro*_*:H2B-RFP*-based sorting. In total, we processed 2,268 nuclei, resulting in 1559 high-quality nuclei showing at least 1,200 unique fragment identifier (UFI) counts/nucleus (Supplementary Fig. 4a, Supplementary Data 1). Overall, we detected transcripts of 33,195 genes, including the two reporter transgenes, covering more than 85% of the annotated genes in Arabidopsis. On the median level, our VASA-seq approach detected 2688 genes/nucleus and 5210 UFI/nucleus, which matched previous high-quality datasets for Arabidopsis nuclei^22^.

Unsupervised clustering of the VASA-seq processed nuclei resulted in 19 clusters, which we associated with distinct cell states using marker genes identified previously and during our droplet-based approach (Supplementary Fig. 4b, c). Again, most hypocotyl cell types were represented by a cluster in the VASA-seq dataset with a lower relative size of ‘periderm’ or ‘developing vessel’ clusters than obtained by our droplet-based approach, presumably due to the depletion of those nuclei during the cambium-centred nucleus selection (Supplementary Data 2). Moreover, CSC marker genes were expressed this time in two clusters representing CSCs (‘VASA_CSC’ cluster, 94 nuclei) and dividing CSCs (‘VASA_dividing’ cluster, 66 nuclei) (Supplementary Fig. 4c) based on transcript abundance of genes previously associated with dividing root cells^9^. Supporting the conclusion that these were CSC nuclei, both clusters showed high GFP (*PXY*_*pro*_*:H4-GFP*) and RFP (*SMXL5*_*pro*_*:H2B-RFP*) fluorescence intensities^11^ (Supplementary Fig. 5a). We furthermore identified 226 and 405 marker genes for each CSC cluster, respectively (p_adj <0.01, Supplementary Data 2) demonstrating that the VASA-seq analysis substantially increased analytical depth. Moreover, 119 of 151 (72%) CSC marker genes identified by our droplet-based approach were included in the groups of CSC and/or dividing CSC marker genes (Supplementary Fig. 5b) and could be confirmed by expression analyses in plants (Supplementary Fig. 6), suggesting that results from both approaches were robust.

### SL signalling activity within radial growth

Demonstrating their relevance, our cell-resolved transcriptome data recapitulated xylem-associated auxin signalling and phloem-associated cytokinin signalling^23^ when we monitored transcript abundance of respective hormone-responsive genes^24^ within identified clusters (Supplementary Fig. 7, Supplementary Data 3). Interestingly, when we mapped the activity of 94 genes induced by the synthetic SL analogue GR24^4DO^^25^, we found that the expression of these genes was particularly low in the cluster representing dividing CSCs and in a subset of the xylem cell clusters, presumably representing differentiating vessel elements (‘VASA_XPa’, Fig. 2a, b). Indeed, when analysing SL signalling levels by the genetically encoded SL signalling sensor Strigo-D2^26^, we found that SL-signalling activity was lower in CSCs and in developing vessel elements compared to phloem and xylem parenchyma cells (Fig. 2c–e). 

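Transcriptional profiling of plants carrying the *SMXL7*_*pro*_*:SMXL7* d53*-GR* transgene was performed on hypocotyls of 4-week-old plants. GR is the glucocorticoid receptor, whose fusion makes the activity of a protein depend on dexamethasone (DEX). Plants were watered with 15 µM DEX or with an equal volume of the solvent DMSO (mock), and hypocotyls were harvested 5 h later, with 4 libraries for each treatment. The authors mapped the reads with STAR, kept those with 1 place in the genome, and counted them on genes regardless of strand with summarizeOverlaps in union mode, which leaves out reads that overlap more than 1 gene. The deposited table holds these raw counts, without normalisation, for 37573 genes, of which 9500 had 0 counts in all 8 libraries. Between 49220724 and 85953231 reads were counted per mock library, with a median of 66675793. The DEX libraries held between 47976811 and 63996960 counted reads, with a median of 51774720. From these counts, library sizes were normalised by edgeR's TMM method, genes with few counts were left out by its filterByExpr function, and DEX was compared with mock by its quasi-likelihood test, robust to outlying genes, without a term for the replicate number. The p-values were adjusted by the Benjamini-Hochberg method, and standard errors (SE) were derived from the test's F statistic. The first principal component of the normalised log2 counts held 67.5% of the variance and separated all DEX from all mock libraries.

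The oligo for the *d53* mutation in Supplementary Data 5, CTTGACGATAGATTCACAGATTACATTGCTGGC, was matched to *SMXL7* (AT2G29970) in the TAIR10.1 assembly. Its ends enclose positions 12778915 to 12778962 of chromosome 2, on the + strand in the coding part of exon 3 of 3, where the reference reads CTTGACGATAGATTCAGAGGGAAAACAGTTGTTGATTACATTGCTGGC. The oligo is 15 bases shorter, a difference of 5 codons, and encodes LDDRFTDYIAG in place of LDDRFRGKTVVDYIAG, residues 714 to 729 of the 1002 residues of SMXL7. Reads of the transgene and of the endogenous gene are combined in a single value for *SMXL7* in the count table. This value was 33487 ± 1913 normalised counts in mock libraries and 24703 ± 257 in DEX libraries (mean ± SD, n = 4), and every DEX library lay below every mock library. The log2 fold change was -0.44 (SE 0.05, adjusted p = 1.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).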

To find further support for this conclusions and to map the activity of SL-dependent genes in radially growing organs, we expressed an SL-resistant version of the proteolytic target of the SL-signalling pathway SMXL7 (SMXL7^d53^)^27^ fused to the dexamethasone (DEX)-inducible GLUCOCORTICOID RECEPTOR (GR) under the control of the endogenous *SMXL7* promoter (*SMXL7*_*pro*_*:SMXL7*^*d53*^*-GR*). 

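The comparison of DEX- with mock-treated hypocotyls covered 21289 genes, of which 19157 had a mean normalised count over 50. Genes were called when this mean, an adjusted p under 0.01 and a log2 fold change past 0.585 in either direction were all reached, the thresholds of the paper's methods. In total, 987 genes were DEX-induced and 386 were DEX-suppressed, so that 71.9% of the calls were induced. The median log2 fold change was 1.08 among induced and -0.78 among suppressed genes, and 537 induced and 101 suppressed genes changed more than 2-fold. The normalised counts of all 4 DEX libraries lay above those of all 4 mock libraries for 986 of the induced genes, and below them for 379 of the suppressed genes. Such a separation in either direction is given by chance for 2.86% of genes and was seen for 6662 of the tested genes, or 31.3%. Of the called genes, 970 induced and 377 suppressed ones are protein-coding in the RefSeq annotation of TAIR10.1. Exons of 192 induced and 75 suppressed genes overlap another gene, and reads on the shared bases are left out of the counts. With the paper's DESeq2 test in place of edgeR's and the same thresholds, 1022 genes were induced and 409 were suppressed. Of the alternatives, leaving out the fold change threshold added most genes, for 2204 induced and 1766 suppressed, and a test against that threshold (edgeR's glmTreat) left fewest, 531 and 72. The overlap with GR24 4DO-responsive genes was not analysed here.

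**Figure D1:**
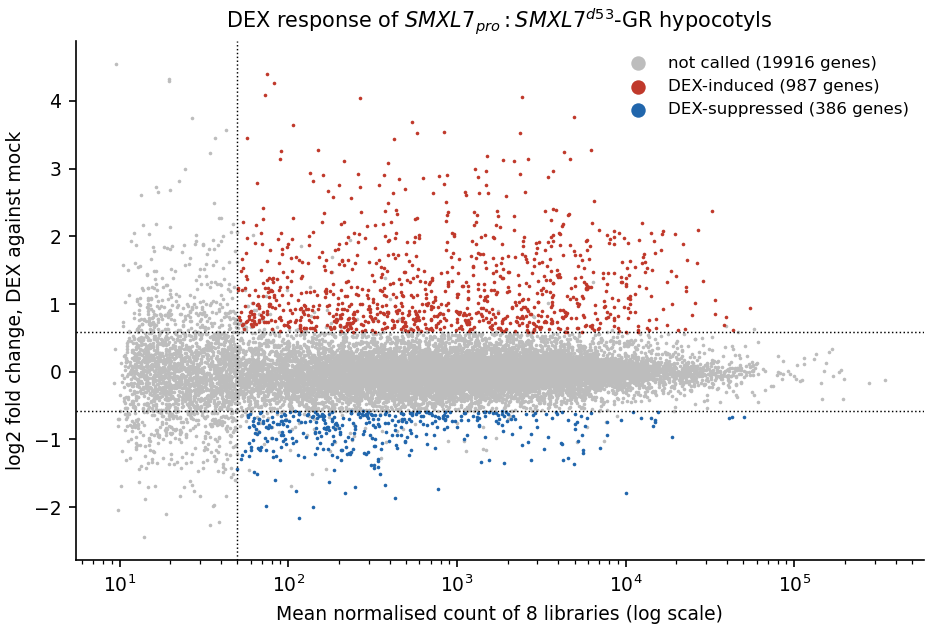
Log2 fold change of each tested gene (DEX against mock) against its mean normalised count over 8 libraries on a log scale, with dotted lines at the thresholds of 0.585 and 50. The 987 DEX-induced genes (red) reach a log2 fold change of 4.40, and the 386 DEX-suppressed genes (blue) reach -2.16.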

When performing transcriptional profiling of hypocotyls five hours after DEX application, we identified 1,022 DEX-induced and 409 DEX-suppressed genes (Supplementary Data 4) significantly overlapping with previously-reported GR24^4DO^-suppressed and GR24^4DO^-induced genes^25^, respectively (Fig. 2f). This suggested that our analysis successfully identified genes downstream of SL signalling in the Arabidopsis hypocotyl. 

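Among DEX-induced genes without overlap between treatments, the 10 largest log2 fold changes ranged from 3.53 to 4.40. The largest was that of AT1G68250, which rose from 6.76 ± 2.33 to 143 ± 44.5 normalised counts (mean ± SD, n = 4; SE 0.30, adjusted p = 5.7e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CYP94B3* (AT3G48520) rose from 281 ± 87.2 to 4555 ± 788 normalised counts, a log2 fold change of 4.05 (SE 0.23, adjusted p = 1.2e-05 from the same test). The log2 fold change of *BHLH92* (AT5G43650) was 4.08 (SE 0.73, adjusted p = 0.00383), and the call was lost without mock replicate 1, 3 or 4, with adjusted p-values of 0.0154, 0.0198 and 0.0165. Without DEX replicate 3 its log2 fold change was 3.36. AT3G01830, at 4.04, shares 58.1% of its exon bases with other genes, so its value is uncertain. The 10 suppressed genes with the largest changes, chosen in the same way, ranged from -1.68 to -2.16. AT3G45700 fell from 189 ± 32.1 to 41.9 ± 15.9 normalised counts, with exons 86.2% identical to AT3G45710, and *TMM* (AT1G80080) fell from 569 ± 90.7 to 178 ± 46.2. *TMM* belongs to a set of 13 tested genes of leaf, stomatal and meristem tissue, of which 10 were lower in DEX libraries. Less attached shoot tissue in the DEX libraries was not excluded as a source of its fall.

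Genes of the SMXL family, of SL signalling and of SL biosynthesis were among the DEX-responsive genes. Of the SMXL family, the paper names SMXL6, SMXL7 and SMXL8 as the proteins degraded in SL signalling. It assigns *KAI2* to karrikin signalling. *SMXL2* (AT4G30350) rose from 2029 ± 196 to 7397 ± 478 normalised counts, a log2 fold change of 1.87 (SE 0.07, adjusted p = 2.3e-08). *SMXL6* (AT1G07200) fell from 4508 ± 234 to 2801 ± 148 (log2 fold change -0.69, SE 0.05, adjusted p = 6.2e-07), and *BRC1* (AT3G18550) fell from 263 ± 18.1 to 85.9 ± 12.9 (log2 fold change -1.63, SE 0.11, adjusted p = 5.5e-07, both from edgeR's quasi-likelihood test). Whether less attached shoot tissue in the DEX libraries lowered *SMXL6* and *BRC1* was not tested. Of the SL biosynthetic genes shown in Supplementary Fig. 10, *D27*, *MAX3*, *MAX4* and *LBO* were induced, with log2 fold changes of 1.12, 1.85, 1.38 and 0.98 and a largest adjusted p of 1.3e-05, that of *MAX3*. *MAX4* shares 15.7% and *D27* 2.13% of their exon bases with another gene. *MAX1* and *CLAMT* changed by 0.47 and 0.17 and were not called. *SMAX1*, *SMXL3*, *SMXL4* and *SMXL8* changed by less than the fold change threshold, at 0.47, -0.50, -0.21 and 0.18, and so did *MAX2* at -0.44. The changes of *SMXL5*, *KAI2* and *D14*, at 0.02, 0.01 and -0.14, did not exceed the spread between replicates, with adjusted p-values of 0.813, 0.952 and 0.12, and those of *SMXL5* and *KAI2* turned negative when libraries were scaled by total counts only.

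**Figure D2:**
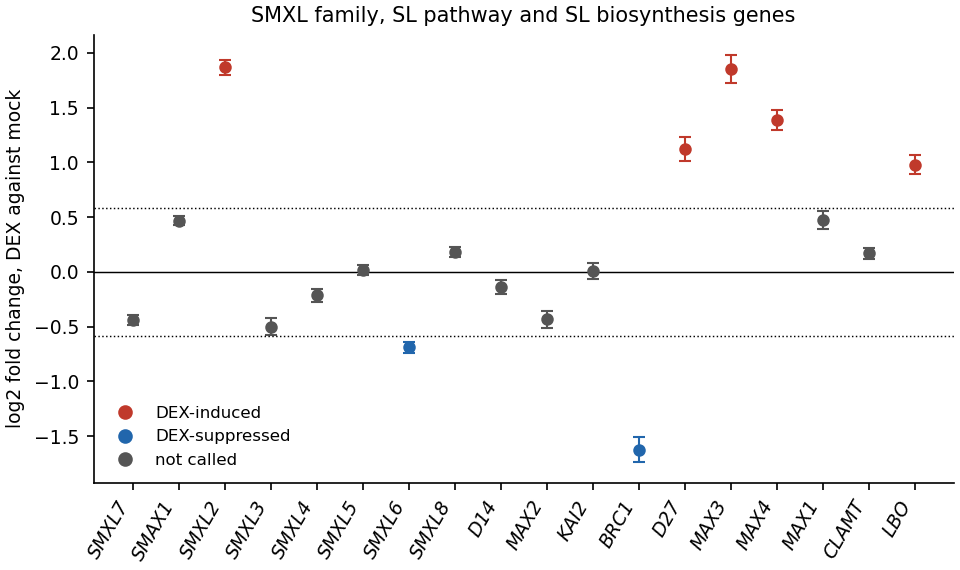
Log2 fold change (DEX against mock) with its standard error for *SMXL7*, the other SMXL genes, *KAI2* of karrikin signalling, and genes of SL signalling and biosynthesis. Values come from 4 libraries per treatment, and dotted lines mark the threshold of 0.585. *SMXL2*, *D27*, *MAX3*, *MAX4* and *LBO* lie above the upper line, and *SMXL6* and *BRC1* lie below the lower line.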

In line with results obtained using the Strigo-D2 sensor, in both VASA and 10x snRNA-seq datasets, DEX-suppressed genes showed significantly lower expression in clusters representing developing vessels and cambium stem cells when compared to xylem parenchyma and phloem clusters (Fig. 2g, h, Supplementary Fig. 8). Taken together, these results indicated that SL signalling levels are relatively low in developing vessels and in CSCs.

**Fig. 2:**
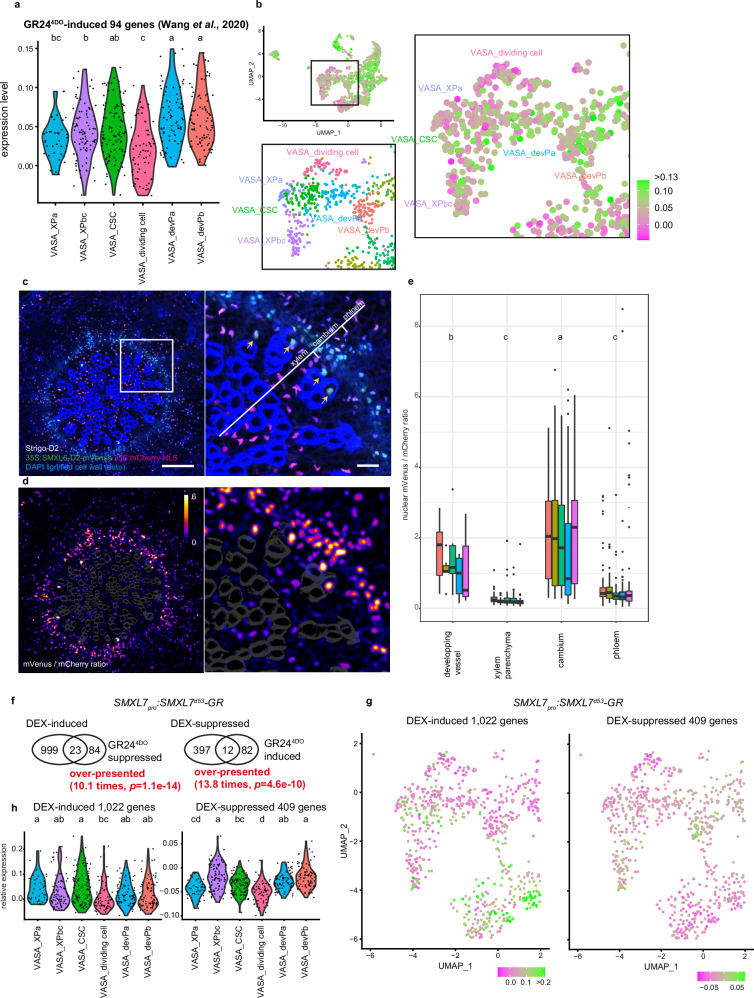
Strigolactone (SL) signalling in the radially expanding hypocotyl. **a**, **b** Violin plot (**a**) and UMAP visualisation (**b**) of expression profiles of 94 GR24^4DO^-induced genes^25^ in cambium-related cell clusters identified by VASA-seq. Statistical groups determined by the Steel-Dwass test for multiple comparisons are indicated by letters (*p* < 0.05). Gene lists used in this analysis can be found in Supplementary Data 3. A close-up of the UMAP originated from the VASA-seq cluster identification (Supplementary Fig. 4) is shown as a reference. **c** Maximum intensity projection of confocal microscopy images of 5-week-old hypocotyl cross-sections expressing Strigo-D2 (*35S*_*pro*_*:SMXL6-D2-mVenus_35S*_*pro*_*:mCherry-NLS*) as an indicator of SL signalling. mVenus and mCherry signals are shown in green and magenta, respectively. Hoechst33342 was used to stain nuclei, shown in blue, together with the autofluorescence of lignified cell walls in vessel elements. Yellow arrowheads indicate the nuclei of developing vessel elements. Size bars represent 100 µm and 20 µm on the left and right, respectively. **d** Ratiometric images of mVenus / mCherry signals after image processing (see “Methods” section). The colour bar indicates the scale of ratio values from 0 to 6. A higher ratio indicates lower SL signalling levels. **e** Box plot showing nuclear fluorescence intensity ratio of mVenus and mCherry in different vascular tissues. Data from one individual plant are shown in the same colour (*n* = 5). The total number of nuclei analysed for each tissue type of the five plants was 42 (developing vessels), 389 (xylem parenchyma), 903 (cambium), and 411 (phloem). Statistical groups are indicated by letters and assessed by a one-way ANOVA with post-hoc Tukey-HSD (95% CI) on the mean ratio value of each tissue type in each individual plant. **f** Venn diagram showing the overlap of *SMXL7*_*pro*_*:SMXL7*^*d53*^*-GR* DEX-induced genes and GR24^4DO^-suppressed genes, and of *SMXL7*_*pro*_*:SMXL7*^*d53*^*-GR* DEX-suppressed genes and GR24^4DO^-induced genes. Results of Fisher’s exact test are shown. **g**, **h** UMAP visualisation (**g**) and violin plot (**h**) of expression profiles of DEX-induced and DEX-suppressed genes in the cambium-related cell clusters identified by VASA-seq. Statistical groups determined by the Steel-Dwass test for multiple comparisons are indicated by letters (*p* < 0.05). Source data are provided as a Source Data file. For box plot definition, please see “Statistics and reproducibility” section.

SLs are a class of carotenoid-derived phytohormones, modulating various processes including shoot branching and drought resistance^28,29^. SL molecules are perceived by the α/β hydrolase DWARF14 (D14), inducing interaction with the F-box protein MORE AXILLARY GROWTH2 (MAX2) and thereby promoting degradation of the transcriptional regulators SMXL6, SMXL7, and SMXL8^25,30,31^. Using fluorescent promoter reporters, we found that the genes encoding these signalling components were widely active in the hypocotyl with a particular focus on the xylem (Supplementary Fig. 9): The activity of the *MAX2* reporter was detected in developing xylem vessels, xylem parenchyma cells, cambium cells and phloem parenchyma cells, whereas *D14* reporter activity was only detected in xylem parenchyma cells and phloem parenchyma cells. *SMXL6*, *SMXL7*, and *SMXL8* reporter activities were all detected in xylem parenchyma cells, with *SMXL7* also being detected in developing vessels (Supplementary Fig. 9). The transcripts of several SL biosynthetic genes were also widely detected both in xylem parenchyma cells and developing vessels (Supplementary Fig. 10). Our analyses thus associated SL signalling components with differentiating and differentiated vascular tissues and were in line with a regulatory role of the pathway in their formation.

### SL-signalling suppresses vessel formation

To reveal a possible function of the SL-signalling pathway in vascular tissue formation, we next compared hypocotyls from *d14* mutants and wild type by again applying droplet-based snRNA-seq. After clustering and cluster annotation based on our initially identified genes marking the different hypocotyl cell types (Supplementary Fig. 11, Supplementary Data 1), we found that cell composition and transcriptional states were highly similar between the two genotypes (Fig. 3a). Interestingly, as the most prominent difference, we detected a three-fold increase in the abundance of nuclei from developing vessel elements (WTd14_devV) in *d14* mutants (Fig. 3b, Supplementary Fig. 11). Those were identified based on the expression of the *VASCULAR-RELATED NAC-DOMAIN6* (*VND6*), *VND7*^32,33^ and *IRREGULAR XYLEM3* (*IRX3)*^34^ and other xylem marker genes (Fig. 3c, Supplementary Fig. 11d–i). In line with an increased number of vessel elements, transcripts of *VND6*, *VND7* and *IRX3* were more abundant in *d14* mutants (Fig. 3d). Indeed, histological analyses revealed a higher density and increased size of vessel elements in both the SL signalling mutants *d14* and *max2* (Fig. 3e–i) and the SL biosynthesis mutant *max1* (Supplementary Fig. 12a–c). This alteration was not observed in *BRANCHED1* (*BRC1*)-defective plants (Supplementary Fig. 12d–f), which, similar to *d14*, *max1*, and *max2* mutants, show increased branching^35^, arguing against the possibility that increased shoot formation causes enhanced vessel formation as a secondary effect. Moreover, *KAI2*-deficient plants impaired in KARRIKIN signalling, which, like SL signalling, involves the F-box protein MAX2^36^, did not show enhanced vessel formation (Supplementary Fig. 12g–i), demonstrating that altered vessel formation specifically depends on altered SL signalling.

**Fig. 3:**
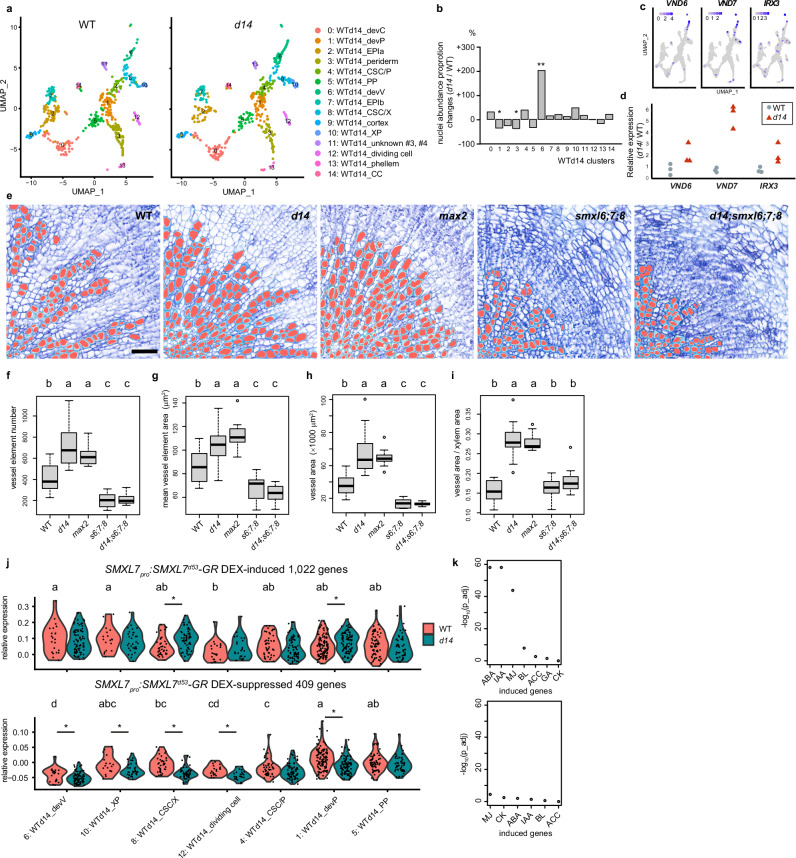
Effect of SL signalling on vessel development. **a** UMAP plot of 10x Chromium snRNA-seq analysis using 500 hypocotyl nuclei organised in 15 clusters obtained through unsupervised clustering. 500 nuclei were randomly resampled from 684 (WT) and 684 (*d14*) nuclei, respectively. Abbreviations for annotated clusters are devV developing vessel, XP xylem parenchyma, CSC/X cambium stem cell/xylem, CSC/P cambium stem cell/phloem, devP developing phloem, CC companion cell, PP phloem parenchyma, devC developing cortex, EPI epidermis. **b** Changes in relative nuclei abundance for each cluster in *d14* mutants compared to wild type. Fisher’s exact test was used to determine statistical differences in each cluster between genotypes. *p < 0.05, **p < 0.01. *p* = 1.0e-03 (cluster 1:WTd14_devP), *p* = 3.1e-03 (cluster 3:WTd14_periderm), *p* = 2.9e-07 (cluster 6:WTd14_devV). **c** Expression of the developing vessel marker genes *VND6*, *VND7* and *IRX3* in the UMAP plot shown in a. **d** Relative transcript abundance of *VND6*, *VND7* and *IRX3* in *d14* mutants compared to wild type, normalised to the *EF-1a* reference gene in qRT-PCR experiments. *n* = 3 biological replicates. **e** Toluidine-blue stained hypocotyl cross-sections from five week-old wild type, *d14*, *max2*, *smxl6;7;8* and *d14;smxl6;7;8* plants. Vessels were automatically identified using ImageJ and subsequent manual correction (marked in red). Scale bar represents 50 μm. **f**–**i** Quantification of the vessel element numbers per section (**f**), the average area of individual vessel elements (**g**), the total vessel area per section (**h**) and the ratio between the vessel element area and the total xylem area (**i**) in different genotypes. *n* = 15 (WT), 15 (*d14*), 13 (*max2*), 10 (*smxl6;7;8*), 14 (*d14;smxl6;7;8*) plants for each genotype. Statistical groups are indicated by letters and determined by a one-way ANOVA with post-hoc Tukey-HSD (95% CI). **j** Violin plot of expression profiles of DEX-induced and DEX-suppressed genes (SMXL7^d53^-GR) in the cambium-related cell clusters identified by the WT-d14 10x snRNA-seq dataset. Statistical groups for wild-type expression patterns determined by the Steel-Dwass test for multiple comparisons are indicated by letters (*p* < 0.05). Asterisks indicate significant difference of transcript abundance between wild type and *d14* mutants in each cluster, respectively (Steel-Dwass test, *p* < 0.05). *p* = 1.6e-03 (cluster 8, induced), 2.2e-02 (cluster 1, induced), 4.1e-02 (cluster 6, suppressed), 3.1e-02 (cluster 10, suppressed), 4.3e-07 (cluster 8, suppressed), 2.4e-03 (cluster 12, suppressed), 5.4e-07 (cluster 1, suppressed). *p*-values are also shown in the Source Data file. **k** Enrichment of DEX-induced (top) or DEX-suppressed (bottom) genes in phytohormone responsive gene lists curated from Nemhauser et al., 2006^24^. Bonferroni corrected *p-*value of Fisher’s one-tailed test is shown in a negative log_10_ format. IAA indole 3 acetic acid (auxin), CK zeatin (cytokinin), ABA abscisic acid, ACC 1-amino-cyclopropane-1-carboxylic acid (ethylene precursor), BL brassinosteroid, MJ methyl jasmonate (jasmonate), GA gibberellic acid (gibberellin). Source data are provided as a Source Data file. For box plot definition, please see “Statistics and reproducibility” section.

In contrast to the SL signalling and biosynthesis mutants, the number and size of vessel elements was decreased in *smxl6;smxl7;smxl8* (*smxl6;7;8*), *d14*;*smxl6;7;8* (Fig. 3e–i) and *max2;smxl6;7;8* mutants (Supplementary Fig. 12j, k) demonstrating that increased vessel formation in SL-related mutants depends on the proteolytic targets of the SL signalling pathway. To this effect, mostly *SMXL7* and *SMXL8* contributed in a redundant fashion, as no other *max2;smxl* double or triple mutant combination than *max2;smxl7;8* showed a mild reduction in vessel density in comparison to *max2* (Supplementary Fig. 12j, k). Further supporting a positive role of the proteolytic targets of SL-signalling in vessel formation, expressing SMXL7^d53^, the SL-resistant version of SMXL7^27^, under the control of the *SMXL7* promoter (*SMXL7*_*pro*_*:SMXL7*^*d53*^*-mVenus*) was sufficient to promote cambium-associated vessel formation (Fig. 4a, b, e, f). Moreover, SMXL7^d53^-GR-inducible genes were significantly upregulated and SMXL7^d53^-GR-repressible genes were significantly downregulated in *d14* mutants in several vascular-related clusters (Fig. 3j), indicating that SL signalling indeed regulates gene expression in vascular cells. 

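The inducible gene lists for auxin (IAA), cytokinin (CK), ABA, the ethylene precursor ACC, brassinosteroid (BL) and MJ were compared with the called genes by Fisher's one-tailed exact test with Bonferroni correction over these 6 lists. As background served the genes that were tested and passed the minimum mean count, in which the size of each list was counted. Of 163 IAA-inducible genes, 70 (42.9%) were DEX-induced, 8.34 times the 8.40 expected, with an adjusted p of 6.0e-46. For ABA, 103 of 437 genes (23.6%) were DEX-induced, 4.57 times the expected number (adjusted p = 1.8e-39). For MJ, 89 of 476 genes (18.7%) were DEX-induced, 3.63 times the expected number (adjusted p = 4.4e-26). The shorter BL and ACC lists held 10 and 6 DEX-induced genes, 7.19 and 4.02 times the expected numbers, with adjusted p-values of 2.9e-06 and 0.0189. The ACC result did not pass the threshold without mock replicate 2 or 3 or DEX replicate 1 or 3, with adjusted p-values of 0.283, 0.0786, 0.0929 and 0.0630. CK-inducible genes were not enriched among DEX-induced genes, with 3 of 54 (adjusted p = 1). Among DEX-suppressed genes, CK-inducible genes were enriched 4.60-fold with 5 of 54 (adjusted p = 0.0273), and this result passed the threshold only without mock replicate 2 or DEX replicate 4 among the 8 fits that each left out 1 library, with an adjusted p of up to 0.736 without DEX replicate 1. The other lists held between 0 and 15 DEX-suppressed genes each, and none passed the threshold in this test. The MJ list passed with DESeq2 in place of edgeR (1.87-fold, adjusted p = 0.0431). It also passed without mock replicate 1 (2.21-fold, adjusted p = 0.00490), but in none of the other fits that left out 1 library. Taking all genes of the count table as background moved the IAA result most, to 13.5-fold. With this background, IAA-, ABA- and MJ-inducible genes were also enriched among DEX-suppressed genes, 3.44-, 2.67- and 2.82-fold, with adjusted p-values of 0.0274, 0.00549 and 0.00210. The gibberellin list was not analysed here.

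Among the IAA-inducible genes, those with the smallest p-values were *IAA1* (AT4G14560), AT1G59740 and AT1G02660, with log2 fold changes of 1.48, 1.48 and 2.31. AT1G02660 is also on the ABA list. *HSFA6B* (AT3G22830) and *BAM1* (AT3G23920), both on the ABA list, changed by 2.36 and 1.04, and *CML38* (AT1G76650) and *ERF4* (AT3G15210), both on the MJ list and the latter also on the ABA list, by 1.91 and 1.47. AT5G14120, also on the MJ list, fell by 1.15. The largest adjusted p of these 8 genes was 1.9e-07 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

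**Figure D3:**
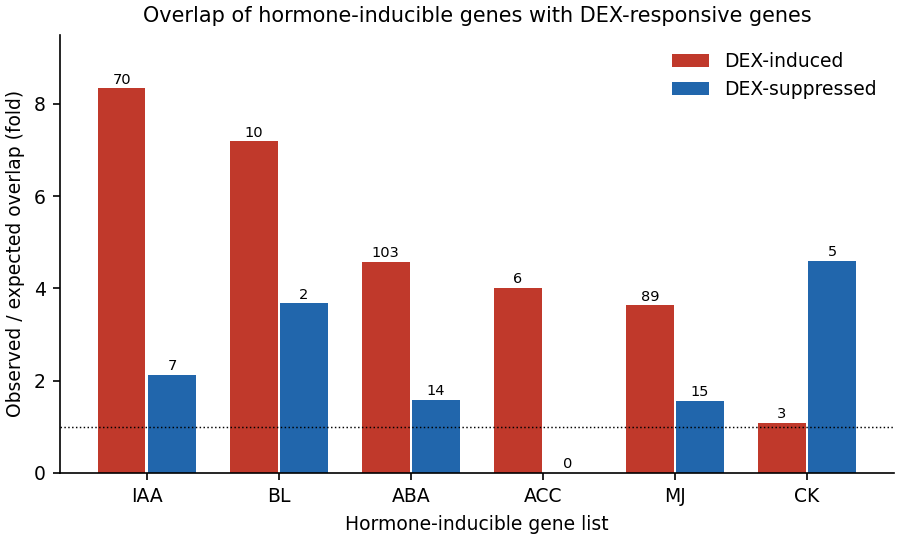
Observed over expected number of genes of each hormone-inducible list among DEX-induced (red) and DEX-suppressed (blue) genes, with the observed number above each bar and a dotted line at 1. The IAA list stands highest among DEX-induced genes at 8.34, and the CK list among DEX-suppressed genes at 4.60.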

In accordance with previous reports that SL signalling negatively regulates the expression of auxin-dependent genes^25^, we also found that auxin-inducible genes were significantly enriched in the group of SMXL7^d53^-GR-inducible genes together with abscisic acid (ABA) and methyl jasmonate (MJ)-inducible genes (Fig. 3k, Supplementary Data 3). This result suggested a systematic negative effect of SL signalling on auxin, ABA and jasmonate signalling. 

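Each list was also compared as a whole, over all its tested genes whether called or not, with limma's camera at a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 6 lists. The IAA list had a median log2 fold change of 0.42, with 136 of 180 tested genes higher in DEX libraries (adjusted p = 2.9e-14). In the ABA list the median was 0.11 and 284 of 462 genes were higher (adjusted p = 5.7e-05). The MJ list had a median of -0.01, with 245 genes higher and 250 lower, and did not pass the threshold (adjusted p = 0.0901). Of its genes, 123 rose and 50 fell at an adjusted p under 0.01 over all genes tested, and 126 rose and 54 fell when p-values were adjusted over the list alone. For the IAA list these counts were 97 and 14 over all genes and 102 and 21 adjusted over the list alone, and for the ABA list 155 and 54, and 163 and 65. The BL and ACC lists had medians of 0.14 and 0.17 (adjusted p = 9.4e-04 and 0.0150), and the CK list a median of -0.07 (adjusted p = 0.171). All 6 lists passed the threshold of 0.05 under limma's fry, which tests each list without comparing it with other genes, CK towards lower and the other 5, MJ included, towards higher values. With the correlation between genes estimated from the libraries, none of the lists passed camera's threshold, and the smallest adjusted p was 0.0728, that of the IAA list. The MJ median was above 0 without mock replicate 2, 3 or 4 or DEX replicate 1 or 4, and the list passed the threshold without mock replicate 2 or 3, with adjusted p-values of 0.0384 and 0.0230. From the enrichment among SMXL7 d53-GR-inducible genes, the paper proposes that SL signalling acts negatively on the signalling of all 3 hormones.

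**Figure D4:**
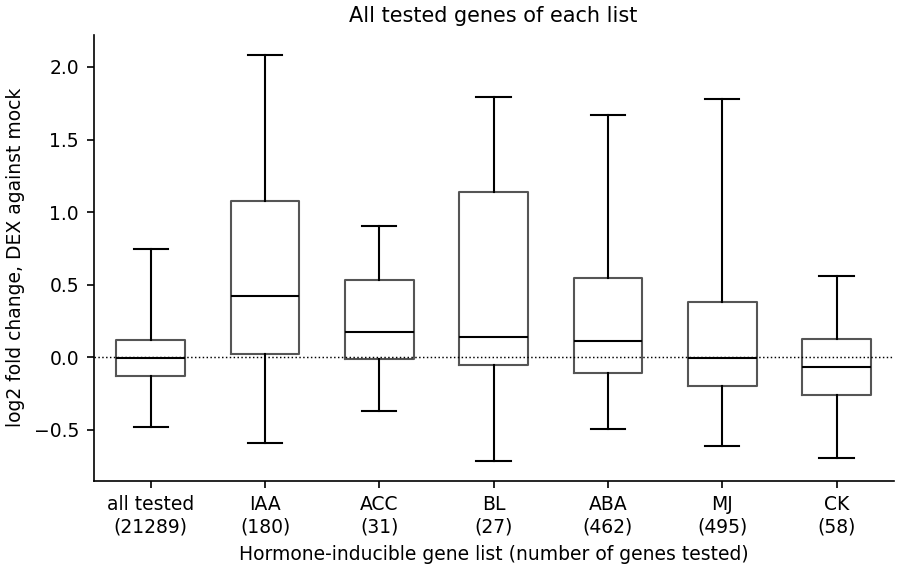
Log2 fold change (DEX against mock) of all tested genes and of the tested genes of each hormone-inducible list, with the number of genes in brackets, as the median (line), the quartiles (box) and the range that leaves out the outer 5% on each side (whiskers). The median of the IAA list lies at 0.42 and that of the MJ list at -0.01.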

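The auxin transporter genes *PIN-FORMED 3* (*PIN3*, AT1G70940) and *LIKE AUXIN RESISTANT 2* (*LAX2*, AT2G21050) were both DEX-induced, and both are on the list of IAA-inducible genes. *PIN3* rose from 7984 ± 186 normalised counts in mock libraries to 12042 ± 598 in DEX libraries (mean ± SD, n = 4). Its log2 fold change was 0.59 (SE 0.04, adjusted p = 8.4e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), close to the threshold of 0.585. With each library left out in turn it ranged from 0.58 to 0.63. It lay below the fold change threshold without mock replicate 2 or DEX replicate 2, 3 or 4, with values of 0.58 in each, and also with libraries scaled by total counts only (0.55). *LAX2* rose from 6485 ± 200 to 11485 ± 342 normalised counts, with a log2 fold change of 0.82 (SE 0.04, adjusted p = 3.8e-08 from the same test) and a range from 0.81 to 0.85 with each library left out in turn. For both genes, every DEX library lay above every mock library, a difference larger than the spread between replicates. Neither gene overlaps another gene. The match of highest identity to the exons of another gene was 83.1% over 89 bases for *PIN3* and 77.1% over 1305 bases for *LAX2*. Longer matches of lower identity were not examined. Which called genes belong to the VASA_XPb cluster was not analysed here.

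**Figure D5:**
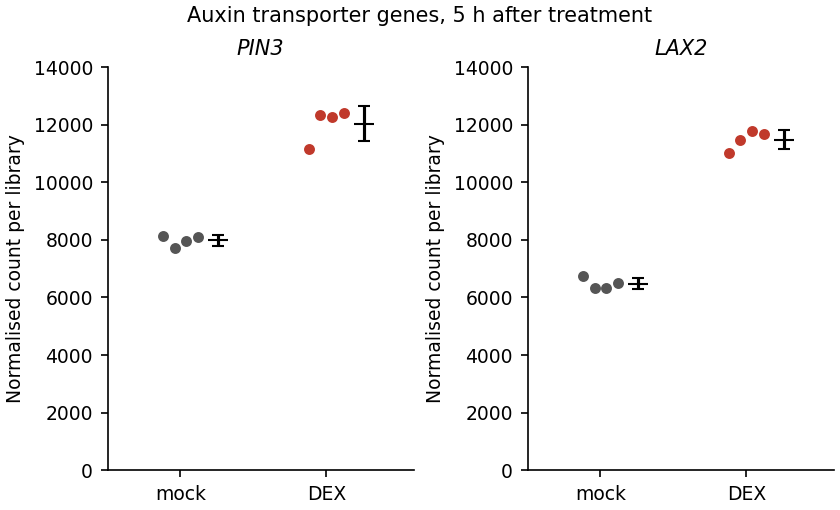
Normalised counts of *PIN3* and *LAX2* in each of the 4 mock and 4 DEX libraries (points), with the mean and SD of each treatment (bars). The DEX libraries of *PIN3* lie around 12042 and those of *LAX2* around 11485, all above the mock libraries.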

With three SMXL7^d53^-GR-inducible and 13 SMXL7^d53^-GR-repressible genes specifically expressed in xylem parenchyma (VASA_XPb cluster), including the auxin transporter genes *PIN-FORMED 3* and *LIKE AUXIN RESISTANT 2* (Supplementary Data 2, Supplementary Data 4), we also identified candidates regulating the ratio of vessels and xylem parenchyma downstream of SL signalling. Along these lines, when reducing the activity of the HD ZIP-III transcription factor family, an established group of auxin-dependent xylem regulators, by inducing *miRNA165a* expression targeting all five *HD ZIP-III* mRNAs^17,37^, the difference in vessel formation observed between wild type and the *SMXL7*_*pro*_*:SMXL7*^*d53*^*-mVenus* line, disappeared (Fig. 4 g–j). This argued for an essential role of the HD ZIP-III transcription factors downstream of the SL signalling pathway and for an influence of SL signalling on canonical regulators of xylem development.

**Fig. 4:**
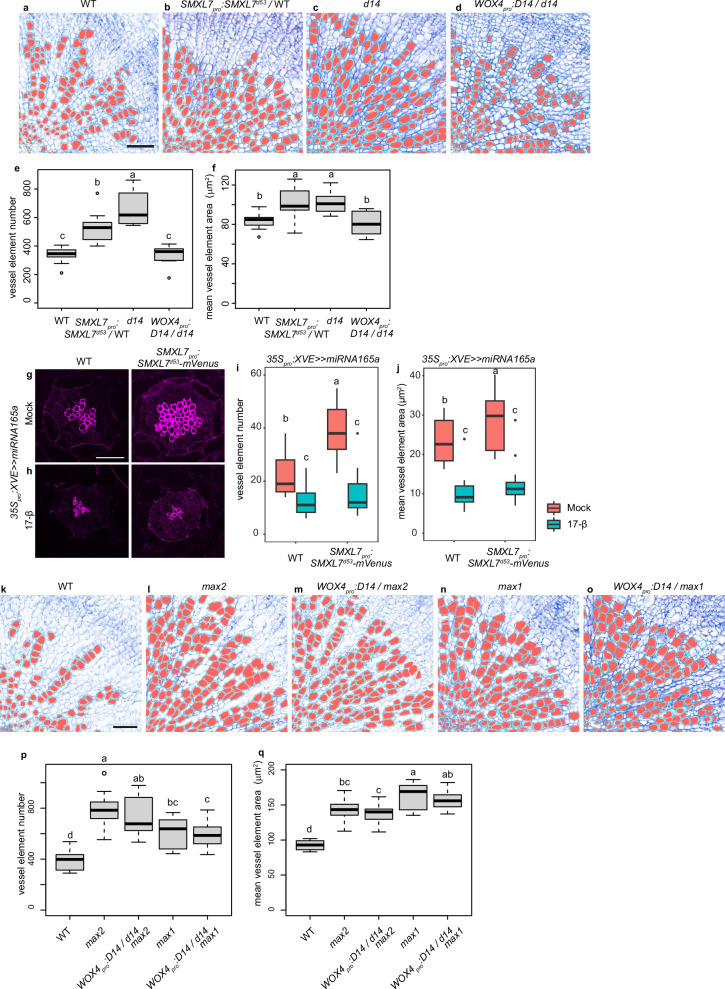
Analysis of *SMXL7*_*pro*_*:SMXL7*^*d53*^*-mVenus*, *WOX4*_*pro*_*:D14/d14*, *WOX4*_*pro*_*:D14/max2*, and *WOX4*_*pro*_*:D14/max1* plants. **a**–**d** Toluidine blue-stained hypocotyl cross-sections from 5-week-old wild type (**a**, **b**) and *d14* (**c**, **d**) plants carrying a *SMXL7*_*pro*_*:SMXL7*^*d53*^*-mVenus* (**b**) or *WOX4*_*pro*_*:D14* (**d**) transgene. **e**, **f** Quantification of vessel element number per section (**e**) and mean vessel element area size per section (**f**) comparing wild type, *d14*, lines carrying *WOX4*_*pro*_*:D14* transgenes in the *d14* background and lines carrying a *SMXL7*_*pro*_*:SMXL7*^*d53*^*-mVenus* transgene. *n* = 11 (WT), 13 (*SMXL7*_*pro*_*:SMXL7*^*d53*^*-mVenus*/WT), 12 (*d14*) and 9 (*WOX4*_*pro*_*:D14*/d14) plants for each genotype. This assay was conducted in parallel with the *brc1* vessel element analysis, and both share the same wild-type data. **g**, **h** Basic Fuchsin-stained hypocotyl cross-sections from 2 week-old *35S*_*pro*_*:XVE* > *>miRNA165a* transgenic plants in wild type (**g**) and *SMXL7*_*pro*_*:SMXL7*^*d53*^*-mVenus* background (**h**), following *miRNA165a* induction by 17β-Estradiol (17-β) in 5-day-old seedlings. **i**, **j** Quantification of vessel element number per section (**i**) and mean vessel element area size per section (**j**). *n* = 17 (WT, Mock), 22 (WT, 17-β), 17 (*SMXL7*_*pro*_*:SMXL7*^*d53*^*-mVenus*, Mock) and 25 (*SMXL7*_*pro*_*:SMXL7*^*d53*^*-mVenus*, Mock, 17-β) plants for each group. **k**–**o** Toluidine blue-stained hypocotyl cross-sections from five-week-old wild type (**k**), *max2* (**l**), *max2* plants carrying a *WOX4*_*pro*_*:D14* transgene (**m**), *max1* (**n**) and *max1* plants carrying a *WOX4*_*pro*_*:D14* transgene (**o**). **p**, **q** Quantification of vessel element number per section (**p**) and mean vessel element area size per section (**q**). *n* = 8 (WT), 11 (*max2*), 11 (*WOX4*_*pro*_*:D14/max2*), 10 (*max1*) and 13 (*WOX4*_*pro*_*:D14/max1*) plants for each genotype. Statistical groups are indicated by letters and were determined by a one-way ANOVA with post-hoc Tukey-HSD (95% CI). Vessel elements were automatically identified using ImageJ and subsequent manual correction (marked in red) (a–d, k–o). Scale bar represents 50 μm. Source data are provided as a Source Data file. For box plot definition, please see “Statistics and reproducibility” section.

Furthermore, indicating a vascular-associated role of SL signalling, *d14* mutants did not show an increased vessel phenotype when they carried a transgene expressing *D14* under the control of the cambium- and early xylem-specific *WOX4* promoter (*WOX4*_*pro*_*:D14*) (Fig. 4a, c–f). The same transgene had no effect in *max2* or *max1* mutants, demonstrating that the effect of *D14* depended on endogenous SL signalling and biosynthesis (Fig. 4k–q). Together with the observation that application of GR24^4DO^ specifically decreased vessel formation in wild type and *max1* but not in *d14* (Supplementary Fig. 13), we concluded that SL-signalling negatively regulates vessel formation during radial plant growth in cambium-derived cells and in an *SMXL6;7;8*-dependent fashion.

### Vessel development influences transpiration

Relative water content is reduced in *d14* and *max2* mutants^38–40^ and increased in *smxl6,7,8* triple mutants when grown in water-deprived pots^41^, suggesting that SL signalling optimises water usage. Confirming this role, water usage was increased in *d14* and *max2* mutants and reduced in *smxl6;7;8* mutants (Supplementary Fig. 14a). ABA-induced closure of stomata, the main transpiration site in plants, is slower in SL signalling deficient mutants and proposed as one cause for their reduced drought resistance^38–40^. Indeed, stomatal conductance was elevated in *d14* and *max2* mutants and lower in *smxl6;7;8* mutants compared to wild-type plants under both well-watered and water-deficiency conditions (Supplementary Fig. 14b), demonstrating that transpiration is reduced by SL signalling. In contrast, *brc1* mutants showed a stomatal conductance like wild type again demonstrating that enhanced branching does not cause higher transpiration (Supplementary Fig. 14c). Moreover, we found a similar reduction of stomatal conductance in *d14;smxl6;7;8* and *max2;smxl6;7;8* mutants compared to *smxl6;7;8* mutants (Supplementary Fig. 14c) indicating that D14 and MAX2 require their downstream targets SMXL6, SMXL7 and SMXL8 for affecting transpiration. Interestingly, we found that *d14* mutants carrying a *WOX4*_*pro*_*:D14* transgene showed normal transpiration rates and no altered stomata density (Supplementary Fig. 15a, b), indicating that this effect depended on SL signalling in vascular tissues. In accordance with previous reports^39,40^, stomata density was not changed in *d14* and *max2* mutants and only slightly enhanced in *smxl6;7;8* mutants (Supplementary Fig. 15b–e). Moreover, cuticle thickness was comparable between wild type and *d14* (Supplementary Fig. 15f), arguing against altered stomata density or cuticle defects as reasons for altered transpiration in SL-related mutants.

Further supporting an impact of vessel development on water usage, induction of a DEX-inducible and auxin-insensitive version of the AUXIN RESPONSE FACTOR (ARF) transcription factor MONOPTEROS (MP, also known as ARF5) expressed under the control of the cambium-associated *PXY* promoter (*PXY*_*pro*_*:GR-MPΔIII/IV*^11,42,43^) resulted in a significant increase of vessel formation (Fig. 5a, b) and, at the same time, in elevated stomatal conductance in both well-watered and water deficiency condition (Fig. 5d). This effect was observed although stomata density was not significantly affected upon induction (Supplementary Fig. 15g, h). Interestingly, in wild type activation of auxin signalling by inducing MPΔIII/IV increased vessel number but reduced their size, while in *smxl6;7;8* mutants, only the vessel number increased (Fig. 5a–c). This observation indicated that, in contrast to a common but independent effect of SL and auxin signalling on vessel number, both pathways have an interconnected effect on vessel size. Based on these findings, we rationalised that SL signalling restricts water usage in plants by modulating vessel formation and, consequently, water transport capacity. Supporting this idea, application of carboxyfluorescein diacetate (CFDA) to roots, used to study long distance transport along the xylem^44^, resulted in higher fluorescence intensity in hypocotyls of *d14* mutants than in wild type (Fig. 5e, f).

**Fig. 5:**
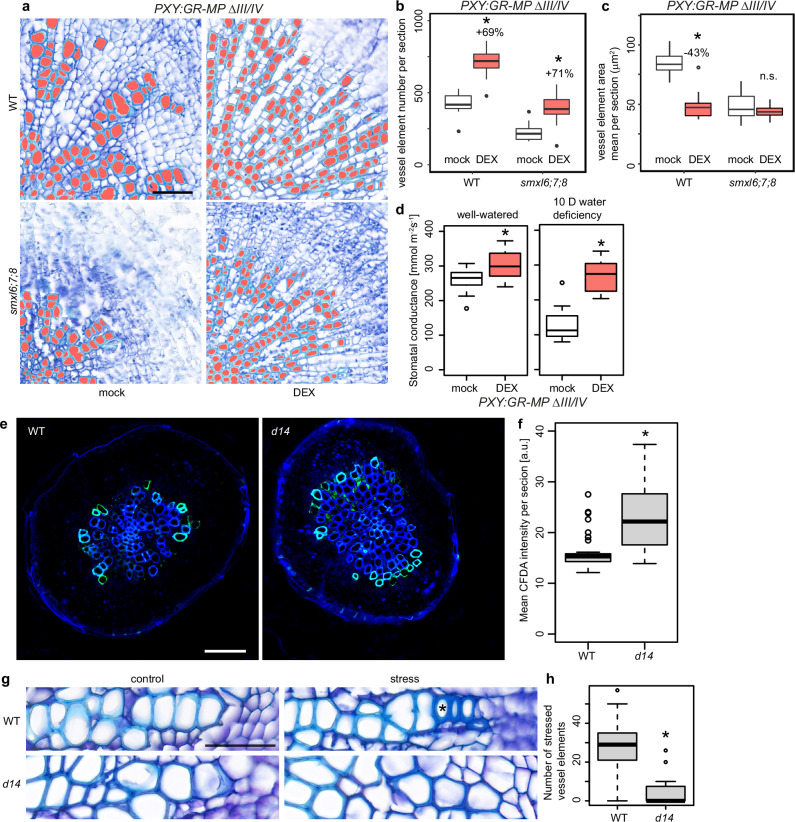
Effect of altered vessel formation on water usage and stomatal conductance. **a** Toluidine blue-stained hypocotyl cross-sections of five-week-old plants carrying a *PXY*_*pro*_*:GR-MPΔIII/IV* transgene in wild type or in *smxl6;7;8* triple mutants. Plants were treated with mock or DEX solutions for the last two weeks. Vessels were automatically identified using ImageJ and subsequent manual correction (marked in red). Scale bar represents 100 μm. **b**, **c** Vessel element numbers per section (**b**) and individual vessel element area mean per section (**c**) in response to DEX treatment comparing wild type and *smxl6;7;8* mutants as shown in (**a**). *n* = 12 (WT, Mock), 16 (WT, DEX), 14 (*smxl6;7;8*, Mock), 16 (*smxl6;7;8*, DEX) plants for each group. Asterisks indicate *p* < 0.01 in the post-hoc Bonferroni correction after one-way ANOVA for the effect of treatment for each genotype. *p* = 6.8e-09 (WT, **b**), *p* = 3.6e-05 (*smxl6;7;8*, **b**), *p* = 2.9e-09 (WT, **c**), *p* = 0.35 (*smxl6;7;8*, **c**). **d** Quantification and comparison of stomatal conductance in *PXY*_*pro*_*:GR-MPΔIII/IV* plants treated with mock or DEX solution under well-watered or water-deficiency (10 days) conditions. Stomatal conductance of three leaves was measured per plant using an SC1 Leave prometer. *n* = 15 plants for each condition. The asterisk indicates significance when the two-sided Welch’s t-test was applied, *p < 0.01, *p* = 2.8e-03 (well-watered), *p* = 4.9e-09 (10 days water deficiency). **e** Hypocotyl cross sections of wild type and *d14* plants after CFDA application. Xylem autofluorescence shown in blue and CFDA-derived signal in green. **f** Quantification of CFDA signal intensity between WT and *d14* in hypocotyl cross sections shown in (**e**). Scale bar indicates 50 µm. *n* = 33 plants (wild type) and 23 plants (*d14*). *p* = 6.5e-05 (two-sided Welch’s *t*-test). **g** Toluidine blue-stained hypocotyl vessel elements of five-week-old plants subjected to a soil-based water deficiency treatment. Vessels were automatically identified using VesselWizard and subsequent manual correction. Stress-related vessels are marked with asterisks. Scale bar represents 100 μm. **h** Quantification of stressed vessel element number between wild type and *d14*. The asterisk indicates significance when the two-sided Welch’s t-test was applied, *p < 0.01, *p* = 2.1e-06. *n* = 21 plants (wild type) and 15 plants (*d14*). Source data are provided as a Source Data file. For box plot definition, please see “Statistics and reproducibility” section.

To further explore the effect of reduced water availability on vessel formation and the role of SL-signalling in this process, we subjected wild-type and *d14* plants for two weeks to a soil-based water deficiency treatment. As a result, smaller vessels with a thicker cell wall were formed in wild type, while only very few of those were formed in *d14* mutants (Fig. 5g, h). Likewise, when we reduced water availability for plants by adding 9% polyethylene glycol (PEG_8000_) to hydroponic cultures^45^, fewer vessel elements with thickened cell walls were generated in *d14* than in wild type (Supplementary Fig. 14d, e). These observations showed that SL signalling promotes structural changes in vessel elements when plants experience water deficiency.

## Discussion

Taken together, by starting off with a cell-resolved transcriptome analysis of radially growing Arabidopsis organs, we revealed that SL signalling modifies the number and size of vessel elements produced during cambium-dependent radial growth. The possibility to modulate vessel anatomy in response to environmental cues like drought^46^, can be assumed to be an important fitness trait and has, so far, been described as being mediated by ABA signalling during longitudinal growth^47^. We did, however, neither observe any alteration of primary vessel element formation in primary *d14* roots (Supplementary Fig. 16a), nor an increase of cambium-derived vessel formation in *aba deficient 2* (*aba2*) mutants (Supplementary Fig. 16d, f), impaired in ABA biosynthesis^48^ and showing higher stomatal conductance^49^. Moreover, the formation of cambium-derived vessel elements was not altered in mutants displaying an increased stomatal density and a resulting increase in stomatal conductance^50,51^ (Supplementary Fig. 16e, f), arguing against a positive effect of enhanced transpiration on vessel formation. These findings suggest that ABA- and SL-signalling pathways fulfil distinct functions with regard to their effect on vessel formation during primary and secondary development, respectively. Based on the observation that increased vessel formation by enhancing auxin signalling also leads to enhanced transpiration, there is indeed the possibility that increased stomatal conductance in SL-related mutants is a result of enhanced vessel element formation and an associated increase in water transport along the vascular system.

Interestingly, SL biosynthesis is enhanced in rice roots in drought conditions^52^ indicating that the pathway has the potential to lead to structural changes when plants experience growth, to possibly anticipate harsh conditions in the future. Depending on distinct ecological or agricultural niches plants have adapted to, it may be advantageous to establish a weaker or stronger impact of SL signalling on vessel element formation to cope with distinct environmental regimes.

## Methods

### Plant material

All plant lines used in this study were *Arabidopsis thaliana* (L.) Heynh. plants of the accession Columbia (Col-0). The single and higher order mutants of *d14-1* (WiscDsLoxHs137_07E), *smxl6-4* (SALK_049115), *smxl7-3* (WiDsLox339_C04), *smxl8-1* (SALK_025338C), *max1-1*, and *max2-1* were obtained from Dave Nelson^53,54^ (UC Riverside, US) and Ottoline Leyser^55^ (SLCU, Cambridge, UK). The *35S*_*pro*_*:XVE* > *>miRNA165a* line was received from Ari Pekka Mähönen^17^ (University of Helsinki, Finland). The *brc1-2* (SALK_091920) mutant was ordered from NASC and was characterised previously^35,56–58^. *Strigo-D2*^26^, *PXY*_*pro*_*:ER-ECFP-HDEL*^59^, *PXY*_*pro*_*:H4-GFP;SMXL5*_*pro*_*:H2B-RFP*^11^, *SMXL7*_*pro*_*:SMXL7*^*d53*^*-VENUS*^27^, *PXY*_*pro*_*:Myc-GR-bdl*^42^, *MP*_*pro*_*:ER-EYFP-HDEL*^42^, and *PXY*_*pro*_*:GR-MPΔIII/IV*^42^ transgenic lines were described previously. Other transgenic lines were generated through the floral dipping method using *Agrobacterium tumefaciens*^60^. The *aba2-11* mutant^48^ was obtained from Mikael Brosché (University of Helsinki, Finland). *epf1-1* (SALK_137549)^61^ and *epf2-3* (SALK_047918)^62^ single and double mutants and *tmm-1* (SALK_011958)^63^ mutants were kindly donated by Christopher Grefen (University of Bochum, Germany). *PFA1*_*pro*_*:PFA1-GFP*^64^ lines were obtained from Tatsuo Kakimoto (Osaka University, Japan).

### Vector construction

The *WOX4*_*pro*_*:D14* (*pVJ13*) construct was generated using In-Fusion cloning (Takara Bio) using the amplified *D14* coding region and BamHI-digested *pTOM49*^13^. Other plasmids were generated using the GreenGate cloning system^65,66^. *SMXL7*^*d*53^ in pGGC (*pJZ60*) was mutagenised based on the template of the *SMXL7* CDS in pGGC (*pKR07*) according to the manual of the QuickChange Site-Directed Mutagenesis Kit (Agilent, Santa Clara, USA). See Supplementary Data 5 for oligo sequences used for molecular cloning and Supplementary Data 6 for each module used during the cloning process.

### Growth conditions

Arabidopsis seeds were surface sterilised by 70% ethanol containing 0.02% Tween-20, stratified at 4 °C for 2-3 days in the dark, and sown on 0.8% w/v agar in 1/2 Murashige and Skoog (MS) medium supplemented with 1% w/v sucrose. Seedlings were grown in short-day conditions (SD; 10 h light and 14 h darkness) at 21–22 °C. For morphological observations and reporter activity analyses, five-day-old seedlings were transferred to pots filled with a 4:1 mixture of soil and vermiculite. After 21 days, plants were transferred to long day conditions (LD; 16 h light and 8 h darkness) at 21–22 °C. Plants for stomatal conductance measurements were grown for six weeks in SD conditions (8.5 h light and 15.5 h darkness).

### Single-nucleus RNA-seq analysis

Hypocotyls were dissected and collected in petri dishes incubated on ice. 2 ml of 1× nuclei isolation buffer (CelLytic™ PN Isolation/Extraction Kit, Sigma #CELLYTPN1) supplemented with 20 µl RiboLock RNase inhibitor 40 U/µL (Thermo Fisher #EO0381) and Hoechst 33342 at 10 µg/ml final concentration were prepared and a minimum amount of buffer was applied to submerge the collected hypocotyls^10^. Hypocotyls were chopped using razor blades (Wilkinson Sword) for up to 5 min and then gently shaken at 4 °C for 15 min. Samples were then filtered through a 50 µm filter (CellTrics, Sysmex #04-004-2327) and passed to a low-protein-binding tube (Eppendorf #0030108132).

For 10x genomics application, 50,000 nuclei were sorted into 33 µl collection buffer (10 µl PBS (Corning, #21-040-CV), 5 µl BSA (Thermo Fisher, #AM2616), 6 µl RNAse inhibitor (Thermo Fisher, #AM2682), 12 µl RNAse inhibitor (Thermo Fisher, #AM2694)), modified from a previous report^67^, by a BD FACSAria IIIu cell sorter (Becton Dickinson) using a 100-µm sort nozzle (see Supplementary Fig. 1). A sheath pressure of 35 psi and a drop drive frequency of 60 kHz were applied. 43.2 µl of sorted nuclei solution was applied to a Chromium Next GEM Chip without dilution and Chromium Next GEM Single Cell 3’ GEM, Library & Gel Bead Kit (v3.1) was used to generate libraries following the manufacturer’s instructions. Nuclei concentration was monitored by a fluorescent cell counter (Thermo Fisher, Countess 3 FL) using the DAPI channel to obtain approximately 200 nuclei/µl. Libraries were sequenced using a NextSeq (Illumina) machine at high output mode.

For initial wild-type analyses, about 100 hypocotyls from a *PXY*_*pro*_*:H4-GFP;SMXL5*_*pro*_*:H2B-RFP* line collected four weeks after germination were used. Sequencing reads were mapped to the Arabidopsis genome (with H4GFP and H2BRFP transgene sequences added) using STAR (2.7.8a)^68^ with the “--alignIntronMax 10000 --alignMatesGapMax 10000” option. “GeneFull” option was used in STAR solo to include reads mapped to introns. Seurat^69^ (4.0.6, 4.1.0 or 4.3.0) was used for further analysis. Cells with nCount_RNA between 1201 and 9999 and a mitochondrial genome read fraction of less than 20% were kept for further analysis. Clustering and UMAP were generated using default settings of Seurat with the parameters “dims = 1:15, resolution =1.2, algorithm =2”. Monocle 3 (1.3.1)^70^ was used for trajectory analysis and the region around the CSC cluster was selected as the root node for pseudotime calculation.

For wild type and *d14* mutant analysis, about 200 hypocotyls collected 19 days after germination were used. Sequencing reads were mapped to the Arabidopsis nuclear genome with cell ranger (6.0.1, 10x genomics) using the “--include-introns” and “--alignIntronMax 10000 --alignMatesGapMax 10000” alignment options. nCount_RNA between 1501 and 14999 were kept for comparing wild type and *d14* mutants. Clustering was carried out using parameters “dims = 1:15, resolution =1.2, algorithm =2”, and UMAPs were generated after randomly resampling 500 nuclei from each genotype.

For VASA-seq analysis^21^, about 100 hypocotyls from a *PXY*_*pro*_*:H4-GFP;SMXL5*_*pro*_*:H2B-RFP* line were collected four weeks after germination to obtain 1134 ‘cambium region’ nuclei (three 384-well plates). Additional 100 hypocotyls were used for collecting 1134 ‘all region’ nuclei (three 384-well plates) (see Supplementary Fig. 1). Single nuclei were sorted into individual wells of 384-well plates containing well index oligos purchased from Single Cell Discoveries B.V. (Utrecht, The Netherlands), using the index sorting mode of the BD FACSAria IIIu cell sorter, recording the fluorescence signal of each nucleus (Supplementary Data 7). Multi-well plates were frozen and further processed according to the VASA-seq protocol^21^ of Single Cell Discoveries with the following modifications. (1) In the end, repair and polyA reactions, our added mix per well contained 7.5 μM ATP and 3.75 mU of polyA polymerase. (2) We used 6 μl of ExoSAP after in vitro transcription. (3) The composition of our 2.5× RNaseH buffer used during the rRNA depletion step was 125 mM Tris-HCl pH 7.5, 250 mM NaCl, 10 mM MgCl_2_. Sequencing reads were similarly mapped to the Arabidopsis genome (with H4GFP and H2BRFP transgene sequences added) using STAR with the same options mentioned above. Well barcodes were obtained from Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/; Accession ID: GSE112438, celseq2_bc.csv.gz). Fluorescent signals were combined in Seurat with a 150 offset value to avoid negative values in the 488 nm and 561 nm channels, and all nucleus data were merged. Cells with nCount_RNA values between 1201 and 14,999, a mitochondrial genome read fraction lower than 20%, fluorescent signals in the 405 nm and 488 nm channels lower than 75,000 were kept for further analysis. Clustering and UMAP were performed with parameters “dims = 1:15, resolution =1.8, algorithm =2”.

Basic statistics of all single-cell analyses can be found in Supplementary Data 1. Marker genes for each cluster were generated by using the *FindAllMarkers* function in Seurat (Supplementary Data 2) (only.pos = TRUE, min.pct = 0.25, logfc.threshold = 0.25, test =“wilcox”, return.thresh = 0.01). Seurat object files for each dataset are deposited at Gene Expression Omnibus under accession code GSE224928. Phytohormone responsive genes^24,25^ and marker genes for cell clusters generated by single cell transcriptome analyses^8,9,71^ were curated from previous reports and integrated in Seurat by using the AddModuleScore function (Supplementary Data 3). Differential expression was tested by the Steel-Dwass test using an R script (http://aoki2.si.gunma-u.ac.jp/R/src/Steel-Dwass.R) authored by Shigenobu Aoki (Gunma University, Japan).

### Confocal microscopy

Hypocotyl samples were fixed overnight at 4 °C in  4% (w/v) PFA dissolved in PBS. The tissue was washed twice with PBS, optionally embedded in 5% low gelling temperature agarose, sectioned by razor blades (Wilkinson basic), and then stained with 0.1% DirectRed 23, 0.1% Renaissance SR2200 (Renaissance Chemicals Ltd, UK) or 10 μg/ml Hoechst 33342 for 5 min at room temperature. Excess staining was removed by clearing the sample in 1× PBS. Confocal microscopy experiments were carried out on a Leica TCS SP8 (Leica Microsystems Mannheim, Germany). 458 nm, 514 nm and 561 nm lasers were used to excite mTurquoise2 (CFP), YFP (mVenus), and mCherry/Direct Red, and emissions were detected at 465–509 nm, 524–540 nm and 571–630 nm, respectively. Hoechst 33342 and Calcofluor White, together with lignin in differentiated xylem vessel elements, were visualised using a 405 nm laser, and collection of the emission at 410–450 nm. Basic Fuchsin was visualised using a 561 nm laser by STELLARIS 8 (Leica Microsystems, Mannheim, Germany) or Leica TCS SP8 (Leica Microsystems, Mannheim, Germany), collecting the emission in a range of 586–650 nm. Imaging of promoter reporter lines for cluster annotation validation and in situ hybridisation was carried out on an LSM 710 (Carl Zeiss Microscopy GmbH, Oberkochen, Germany) or on a STELLARIS 8 (Leica Microsystems, Mannheim, Germany). 405 nm, 488 nm and 561 nm lasers were used to excite Renaissance SR2200, GFP, Direct Red 23 and ATTO550, respectively.

### Hybridisation chain reaction (HCR)-based in situ hybridisation

Arabidopsis hypocotyls from four-week-old plants were fixed overnight at 4 °C in 4% (w/v) PFA. After washing off the fixative, sections were produced manually and immediately transferred to 100% methanol for more than 5 min. Hybridisation and amplification were carried out with ISHpalette Short hairpin amplifier ATTO550-S41 (#IPL-R-S41, Nepa Gene Co., Ltd., Ichikawa, Japan) according to the manufacturer’s instructions. See Supplementary Data 5 for oligo sequences used as probes for each gene.

### Strigo-D2 ratio analysis

False colour images were generated using ImageJ by calculating intensity ratios of each pixel from mVenus and mCherry channels after being Gaussian Blurred and subtracting background signals. For calculating the ratio value of each nucleus, nuclear regions were detected by using the Particle Analyzer function in ImageJ after masking the nuclear region through thresholding. Then, nuclear mVenus and mCherry signal intensity were measured and intensity ratios were determined. Nuclei within cambium, phloem, and xylem zones, as well as in developing vessel elements, were manually defined as follows: around six cell layers counting from the vessel element border toward the organ periphery were defined as the cambium zone. Nuclei distal to the cambium were defined as phloem, and the nuclei proximal to the cambium were defined as xylem. The enlarged nuclei within the xylem region were considered to be located in developing vessel elements.

### Histological analyses

The harvested hypocotyls from five week-old (3 weeks SD+2 weeks LD) plants or four week-old plants subjected to two weeks of water deficiency treatment (SD conditions) were infiltrated by 70% ethanol for at least three days at 4 °C before being paraffin embedded by the Leica ASP200 S processor (Leica Microsystems, Mannheim, Germany). After embedding in paraffin, the microtome RM2235 (Leica Microsystems, Mannheim, Germany) was used to produce 10-μm-thick sections. The sections were harvested from the upper part of the hypocotyl, 1 mm below the leaf primordia. Dried sections were deparaffinized, stained with 0.05% toluidine blue (#52040, AppliChem, Darmstadt, Germany) and fixed by Micromount Mounting Media (Leica Microsystems; Mannheim, Germany) on microscope slides (Thermo Scientific; Waltham, USA). Slides were scanned using the Pannoramic SCAN II scanner (3DHistech, Budapest, Hungary) and analysed by the CaseViewer 2.2 software (3DHistech, Budapest, Hungary). Vessel elements were either automatically detected using a developed vessel-counting macro in Fiji or the VesselWizard tool, both established for this purpose^72^ and corrected manually to eliminate false positives or negatives (using the Wand Tool in Fiji).

### Dexamethasone and estradiol treatment

For *SMXL7*_*pro*_*:SMXL7*^*d53*^*-GR* induction by DEX, a stock solution of 25 mM DEX was dissolved in DMSO, and a 15 μM working solution was freshly prepared by diluting the stock solution with tap water. Control treatments contained an equivalent amount of solvent. Plants were initially grown in SD conditions for three weeks without treatment, and treatment was started when plants were transferred to LD conditions by watering twice a week with either 50 ml 15 μM DEX or mock solution per pot until harvest. For estradiol induction of *35S:XVE* > *>miRNA165a* expression^17^, a 20 mM stock solution of 17β-Estradiol (Sigma-Aldrich, E2758) was prepared in DMSO and stored at −20 °C. Five-day-old seedlings were transferred to plates supplemented with either 5 μM 17β-Estradiol or an equal volume of DMSO until they reached two weeks of age. Hypocotyls were harvested and fixed in 4% PFA at 4 °C. Cross-sections, 200 μm thick, were obtained using a Vibratome (Leica VT1000 S) after embedding the samples in low-melting agarose (Sigma-Aldrich, A9414). The sections were stained overnight at 4 °C with 0.0 2% Basic Fuchsin in ClearSee.

### GR24^4DO^ application

2 µM GR24^4DO^ (StrigoLab S.r.l., c/o Dept. of Chemistry, Turin University, Italy) was prepared through a 5000× dilution of a stock solution (10 mM GR24^4DO^ dissolved in acetone). Seedlings were initially grown on plates containing solid 1/2 MS medium with 1% sucrose supplemented for five days (SD conditions) without treatment, subsequently transferred to culture vessels (C1958, PhytoTechLabs, USA) supplemented either with 2 μM GR24^4DO^ or mock solution containing an equivalent amount of acetone, grown in SD condition and harvested four weeks after germination for histological analyses.

### RNAseq and qRT-PCR analysis

#### RNAseq

DEX (Sigma-Aldrich, USA) was dissolved in DMSO as a 25 mM stock solution and stored at −20 °C. The working concentration of DEX was 15 μM diluted from the stock solution by tap water. The DEX-based induction of *SMXL7*_*pro*_*:SMXL7*^*d53*^*-GR* lines was conducted by directly watering 15 μM DEX or an equal volume of DMSO (mock) to four-week-old plants (three weeks SD conditions, then transferred to LD conditions) grown on soil. After five hours of incubation, the hypocotyls from DEX- and mock-treated plants were immediately harvested and ground using a pestle and mortar after being immersed in liquid nitrogen. RNA was isolated using the RNeasy Mini Kit (QIAGEN, Netherlands) and genomic DNA contamination was removed by referring to the protocol of the TURBO DNA-free™ Kit (Thermo Scientific; USA). Subsequent clean-up of RNA was performed by using RNeasy Mini Kit. 1.2 µg of total RNA/sample was used for library preparation using NEBNext Ultra II RNA Library Prep Kit for Illumina (NEB) using the polyA mRNA workflow and Unique Dual Index primers (NEB). 12 cycles of amplification were performed, and the libraries were sequenced using NextSeq 550 (Illumina). Obtained reads were mapped by STAR-2.7.8a with “--alignIntronMax 10000 --alignMatesGapMax 10000 --outFilterMultimapNmax 1” option. Reads per gene were counted by summarizeOverLaps function (GenomicAlignments v1.30.0)^73^ with “mode = “union”, ignore.strand = TRUE” option. 

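The 3 thresholds of the differential expression analysis were applied to the edgeR results one after another. An adjusted p under 0.01 alone was reached by 2320 genes with higher and 1850 genes with lower counts after DEX, so that 55.6% of these genes were higher. Adding the minimum mean normalised count left 2204 higher and 1766 lower genes, while adding only the fold change threshold left 1103 and 470. The share of induced genes among the calls thus rose mostly with the fold change threshold. A further 116 induced and 84 suppressed genes passed the p-value and fold change thresholds with a mean normalised count of 50 or less. In data simulated from the means and library sizes of these libraries, with 200 changed genes among 21178 tested, the edgeR test recovered 198 changed genes with 2 false calls. Every simulated change was 2-fold or larger and all other genes were left unchanged. The simulation thus does not cover changes near the fold change threshold.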

Differentially expressed genes were detected using DESeq2 (v1.34.0)^74^ applying a threshold of “baseMean>50, |log2FoldChange|>0.585, padj<0.01”. Functional enrichment analysis was performed using g:GOSt (version: e111_eg58_p18_f463989d)^75^.

#### qRT-PCR

Hypocotyls of four-week-old wild-type and *d14* mutant plants grown on soil were harvested. Total RNA was extracted using the method mentioned above. cDNA synthesis was performed according to the instructions of the Thermo Revert Aid Kit (Thermo Scientific; Waltham, USA). Real-time PCR assays were conducted using SYBR Green Mix (Thermo Scientific; Waltham, USA) and gene-specific primers (Supplementary Data 5) on a qTOWER3 thermal cycler and using the *EF1-a* (*AT5G60390*) gene as an internal reference.

### Water deficiency treatments

To grow plants under comparable conditions, each pot contained 70 g of soil. For watering, pots were placed in petri dishes to soak 25 ml of water overnight from below. Next, 20 ml of nematode-containing solution was added to each pot from above. For pot weight measurement, pots were kept in petri dishes during subsequent watering (20 ml every week during the first three weeks and 25 ml twice a week for the last two weeks). Pot weight was measured starting five weeks after germination for the consecutive 12 days. For histological analysis of stress-related phenotypes, plants were grown well watered for two weeks (20 ml every week), before water deficiency treatment was applied for two weeks. The control group was kept in well-watered conditions during the treatment.

### Stomatal conductance measurements

Wild type, *d14*, *max2* and *smxl6;7;8* plants were grown in growth chambers with sufficient watering for four weeks, followed by water deficiency treatments for 12 days. During the first three weeks, plants were watered with 20 ml every week during the first three weeks and 30 ml twice a week for the next three weeks. DEX or mock-treated *PXY*_*pro*_*:GR-MPΔIII/IV* plants were not watered for 10 days after the DEX or DMSO treatment. Stomatal conductance of wild type, *d14*, *max2* and *smxl6;7;8* plants was measured after 12 days of water deficiency treatment and DEX or mock-treated *PXY*_*pro*_*:GR-MPΔIII/IV* plants were analysed after 10 days of water deficiency treatment. For the measurements, the SC-1 Leaf Porometer (METER Environment®, Meter Group, Pullman, US) was clipped on the abaxial side of the leaf. The 9th, 10th and 11th produced leaves of wild type, *smxl6;7;8*, DEX or mock-treated *PXY*_*pro*_*:GR-MPΔIII/IV* plants and three well expanded upper leaves from *d14* or *max2* mutants were chosen for the measurement. The SC-1 Leaf Porometer was used according to the user manual. Single measurements were temporarily randomised across the course of the day and across genotypes.

### Stomata imprints

Water deficiency-treated plants used for the stomatal conductance measurement were taken to imprint the abaxial leaf side for stomata density quantification (stomata/mm^2^). For the imprint, a small drop of instant adhesive glue (UHU Sekundenkleber blitzschnell; UHU, Bühl, Germany) was placed on a Superfrost™ Microscope slide, and the leaf was gently pressed on the glue for two seconds. The imprints were visualised using a Contrast Microscope DMIRB microscope with a 20× objective and the bright field mode. Five images of the central leaf regions of each imprint were taken. The number of stomata was counted using Fiji.

### CFDA application

Roots of three-week-old plants (grown on plates) were cut 2 cm below the hypocotyl, and 5 µl of 1 mM CFDA (5(6)-Carboxyfluorescein diacetate N-succinimidyl ester, Sigma-Aldrich, USA) or DMSO were applied. After 30 min, hypocotyls were harvested, fixed with 4% PFA and embedded in 9% low-gelling temperature agarose. 100 µm thick vibratome sections were used for confocal microscopy.

### Basic Fuchsin staining

To observe xylem strands in roots, five-day-old seedlings were stained and fixed in 0.2% (m/v) Basic Fuchsin dissolved in ClearSee^76,77^ (10% xylitol, 15% sodium deoxycholate, and 25% urea) solution overnight. Next, the fuchsin solution was removed, and samples were washed once with ClearSee for 30 min. Subsequently, seedlings were stored in ClearSee solution and analysed.

### Statistics and reproducibility

All the measurements were done on distinct samples. Statistical tests were applied in a two-sided mode. Box plots indicate the 25th (Q1, box limit), 50th (median, centre line) and 75th (Q3, box limit) percentiles and whiskers indicate the value range or up to the 1.5× interquartile range from the Q1 or Q3 limit, respectively. Data points beyond this range were plotted individually as outliers. Statistical analyses were carried out using R (v4.0.4 or v4.0.5), ggplot2 (v3.3.3), or Python (v3.10.7), pandas (v1.5.0), rstatix (v0.7.2) and seaborne (v0.12.0).

No statistical methods were used for sample-size calculation. Sample sizes have been maximised according to practical considerations. No data were excluded from the analyses except in snRNA-seq analysis, nuclei with a low number of molecules detected were excluded from further analysis according to the standard pre-established analysis pipeline. All the findings were confirmed by usually three but at least two replicates. snRNA-seq analyses were not replicated using the exact same method and type of samples, however, findings were confirmed in each analysis using different technologies and types of samples, suggesting their universality. Plant pot positions were randomised in possible cases, however, randomisation was not applied to all the experiments due to practical reasons (enhanced physical handling of plants). Covariates were controlled by applying the exact same conditions (growth substrate, temperature, light) to all individuals. The investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The raw sequencing data of snRNA-seq and bulk RNA-seq analyses, and Seurat object files of snRNA-seq data generated in this study have been deposited at NCBI’s Gene Expression Omnibus database under accession code GSE224928 or GSE270808. The authors declare that all other data supporting the findings of this study are mentioned in the main text or the supplementary materials. Source data are provided with this paper.

# Supplementary material for: Strigolactones optimise plant water usage by modulating vessel formation
**Source:** Nat Commun. 2025 Apr 28;16:3854. doi: 10.1038/s41467-025-59072-y
**Supplement:** Supplementary file 1 — Supplementary information

## **Supplementary Information for**

### **Strigolactones optimise plant water usage by modulating vessel formation**

Jiao Zhao<sup>1,\*</sup>, Dongbo Shi<sup>1,2,3,\*</sup>,, Kiara Kaeufer<sup>1\*</sup>, Changzheng Song<sup>1</sup>, Dominik Both<sup>1</sup>, Anna Lea Thier<sup>1</sup>, Hui Cao<sup>2</sup>, Linus Lassen<sup>2</sup>, Xiaocai Xu<sup>4</sup>, Yuki Hamamura<sup>5</sup>, Laura Luzzietti<sup>1</sup>, Tom Bennett<sup>6</sup>, Kerstin Kaufmann<sup>4</sup>, Thomas Greb<sup>1</sup>, correspondence: , 

\*These authors contributed equally to this work.

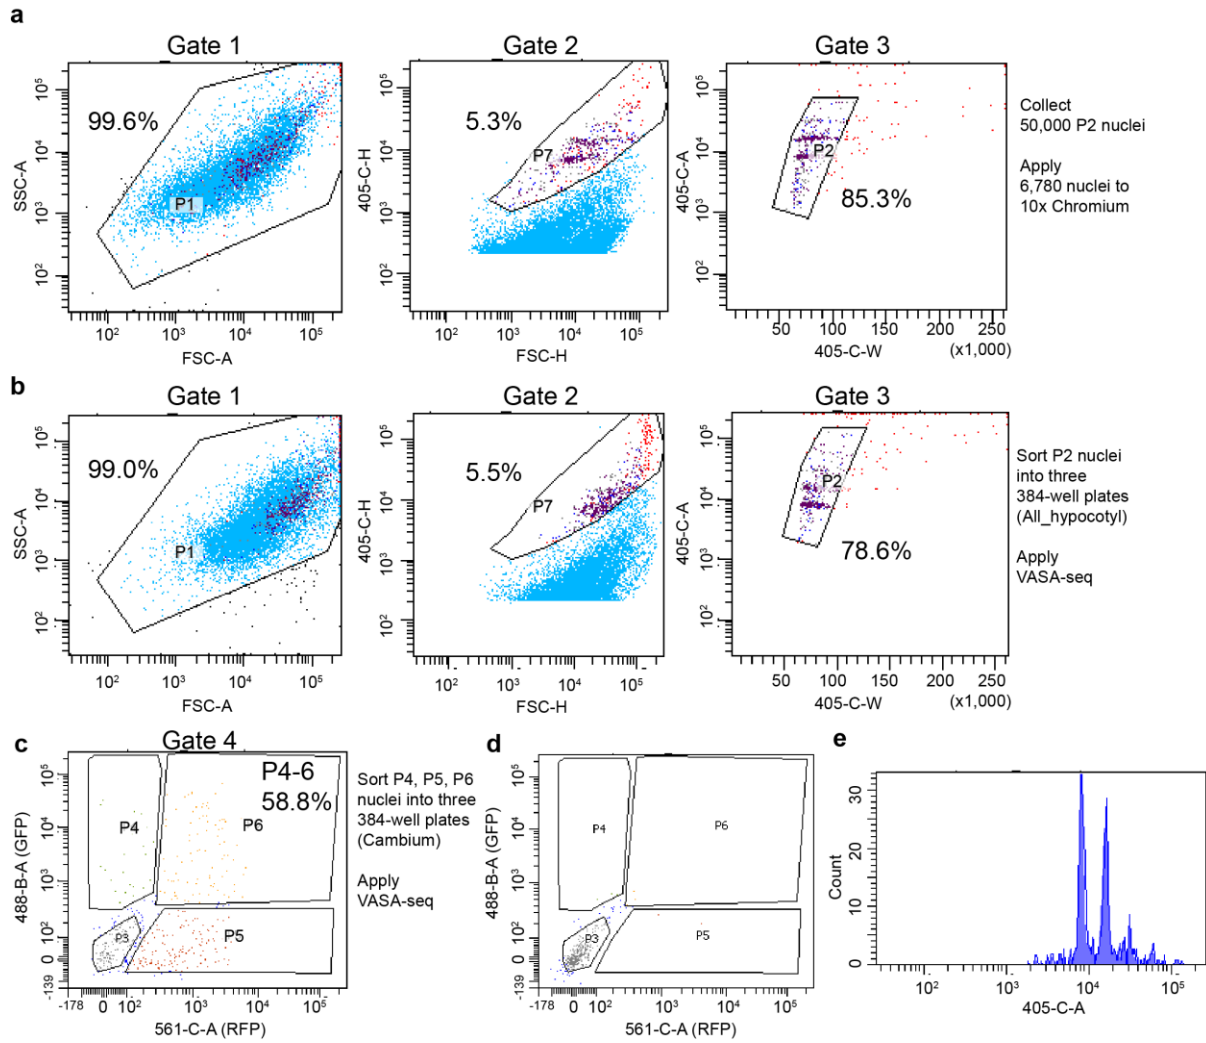

### Supplementary Fig. 1: FACS gate settings for nucleus purification.

**a**, Gate setting and dot plot of the FACSaria cell sorter for nucleus purification and 10x Chromium application. Nuclei were purified through Gate P1, P7 and P2 in a sequential manner. The percentages of each population compared to the parent population are indicated. FSC: forward scatter; SSC: side scatter; 405-C: fluorescence excited by 405 nm laser (hoechst nucleus staining); -A: area; -H: height; -W: width. **b–c**, Gate setting and dot plot of the FACSaria cell sorter for nucleus purification and VASA-seq application. Nuclei were purified through Gate P1, P7 and P2 in a sequential manner. Individual P2 nuclei were sorted into single wells of three 384-well plates as ‘nuclei from the whole hypocotyl’ (**b**). (**c**) P2 nuclei were further gated by fluorescence intensity, and individual GFP-positive/RFP-negative (P4), GFP-negative/RFP-positive (P5), or GFP-positive/RFP-positive (P6), nuclei were collected into single well of three 384-well plates as ‘cambium nuclei’. *PXY<sub>pro</sub>:H4-GFP;SMXL5<sub>pro</sub>:H2B-RFP* plants were prepared independently for (**b**) and (**c**). **d**, Dot plot of the FACSaria cell sorter obtained from wild type plants using the same gate settings as used in (**c**) as a control. **e**, Histogram of hoechst signals of P2 nuclei demonstrating nucleus integrity.

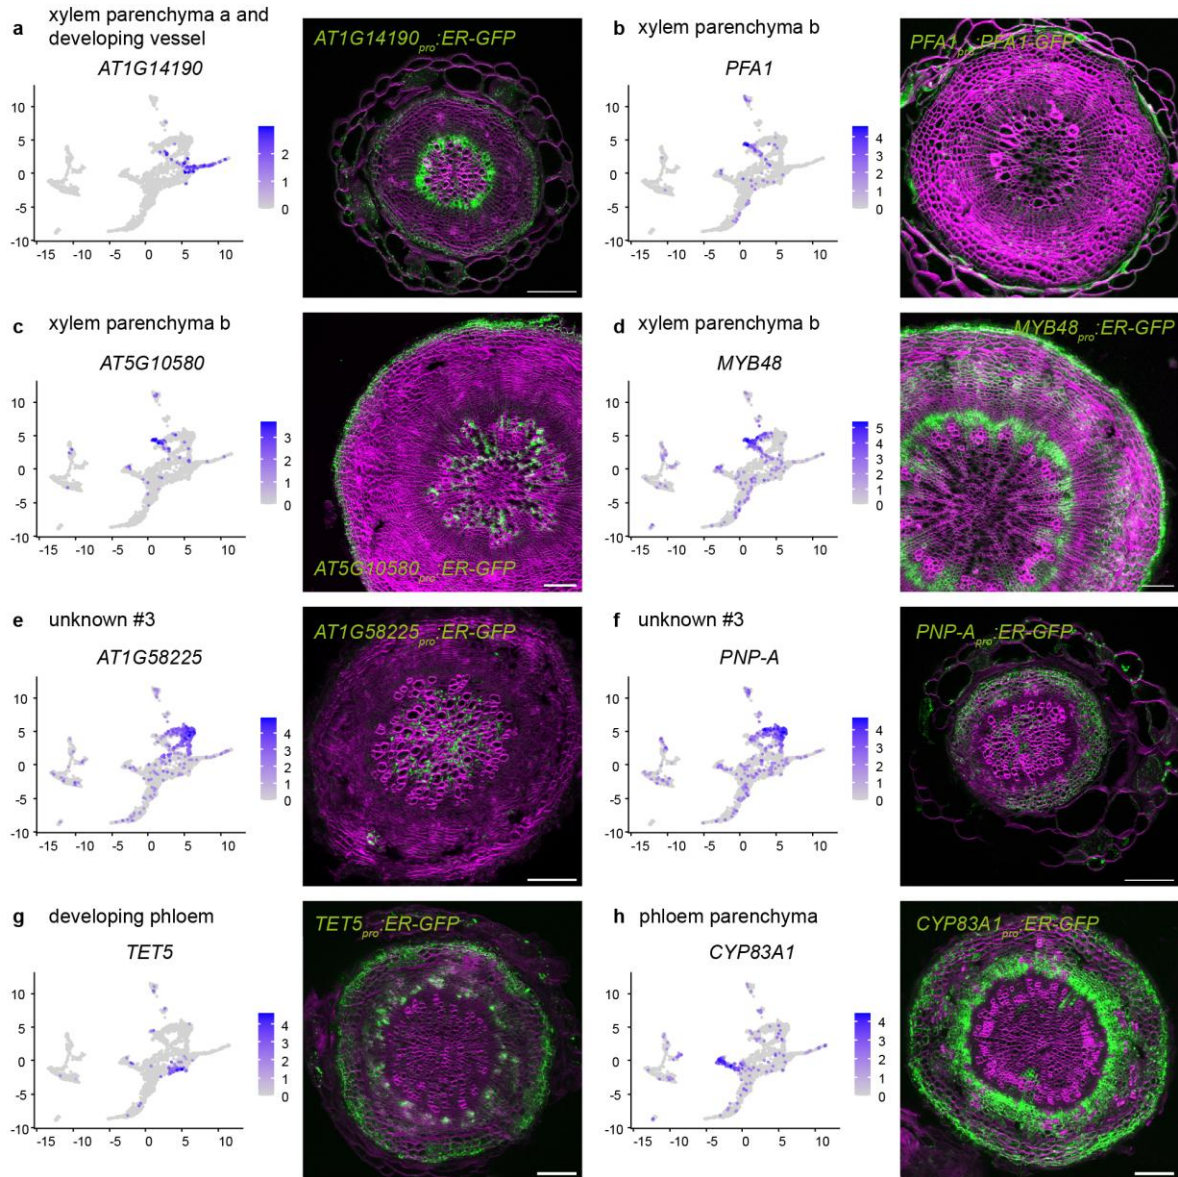

**Supplementary Fig. 2: Activity of transcriptional or translational reporters for vascular cluster-specific genes identified in the 10x snRNA-seq dataset.**

**a–h**, Transcript abundance in the UMAP plot (left; see Fig. 1 for annotation) and maximum intensity projection of confocal images obtained from hypocotyl cross-sections of plants carrying promoter reporter transgenes (right): Xylem parenchyma a and developing vessel cluster (**a**, *AT1G14190*), xylem parenchyma b cluster (**b**, *PERICYCLE FACTOR TYPE-A (PFA)1/AT1G31050*, **c**, *AT5G10580*, **d**, *MYB48/AT3G46130*), unknown #3 cluster (**e**, *AT1G58225*, **f**, *PLANT NATRIURETIC PEPTIDE A (PNP-A)/AT2G18660*), developing phloem cluster (**g**, *TETRASPANIN (TET)5/AT4G23410*), phloem parenchyma (**h**, *CYTOCHROME P450, FAMILY 83, SUBFAMILY A (CYP83A)1/AT4G13770*). GFP signals are shown in green. Cell walls were stained by Direct Red 23 or Renaissance SR2200 and are shown in magenta. Scale bars represent 100  $\mu\text{m}$ .

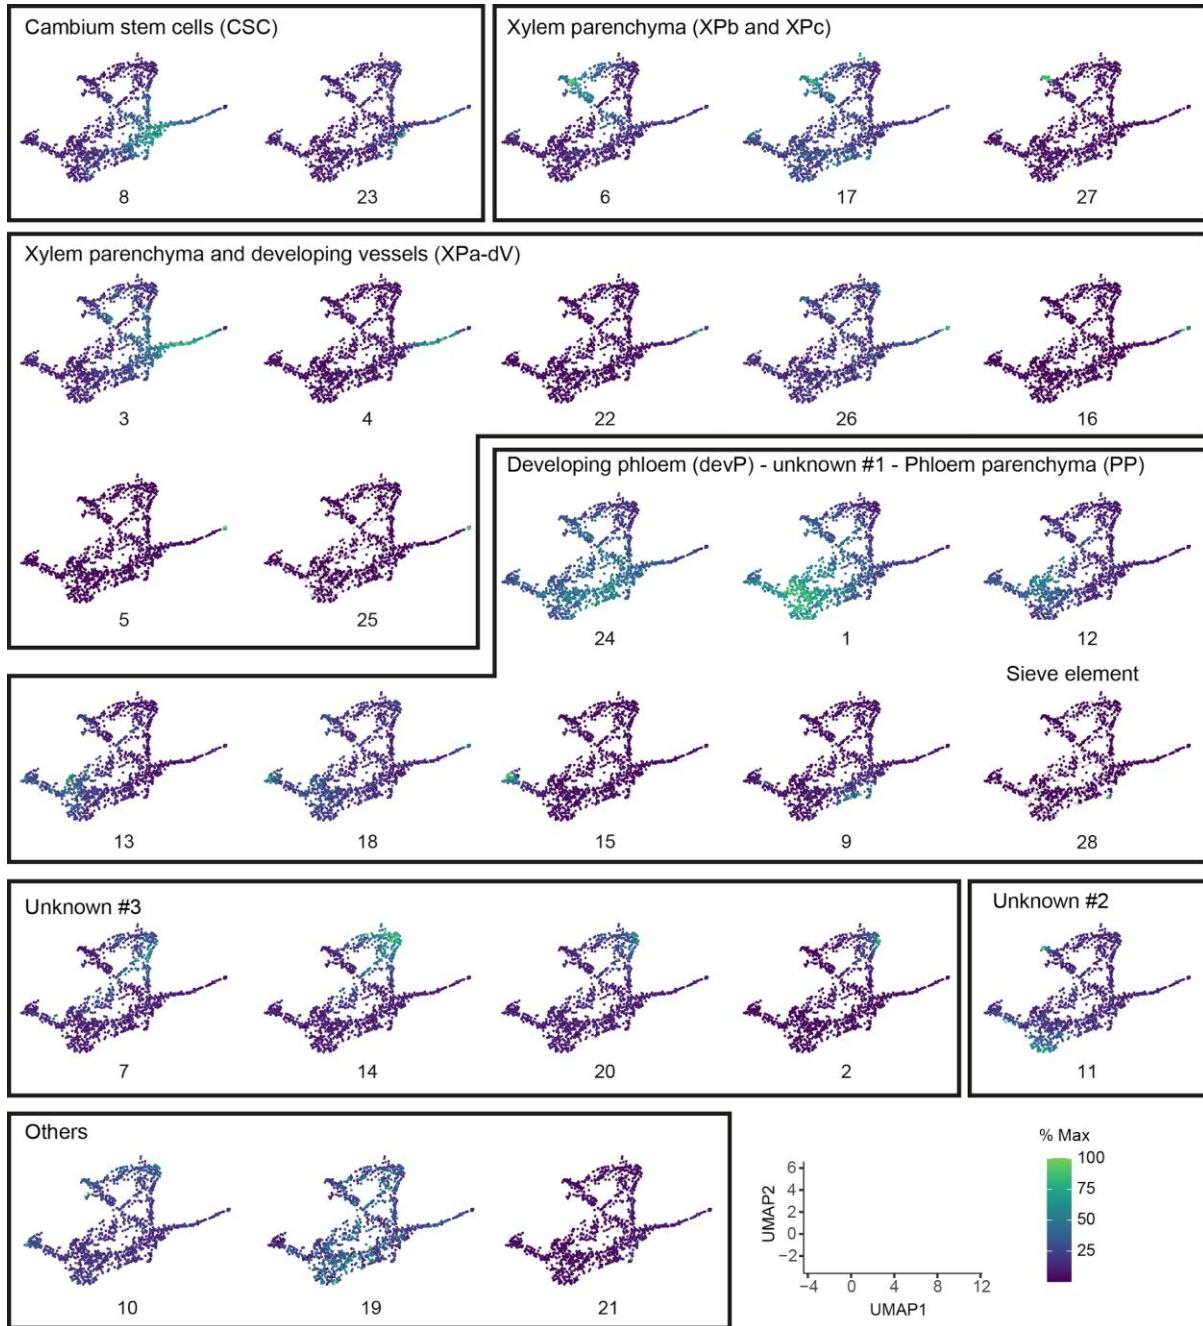

**Supplementary Fig. 3: Detailed gene clustering analysis based on the 10x snRNA-seq dataset taking the pseudotime trajectory analysis into account.**

Genes were categorised in 28 modules based on the detected expression patterns in cambium-related cells. The aggregate transcript abundance of all the genes categorised in each gene module is shown in each UMAP plot and the ID number of the gene module is labelled at the bottom of each UMAP plot. Transcript abundance is shown in a colour-scale by the percentage of the abundance in the cell with the highest value. See Fig. 1 for UMAP annotation. See Supplementary Data 2 for gene lists of each module.

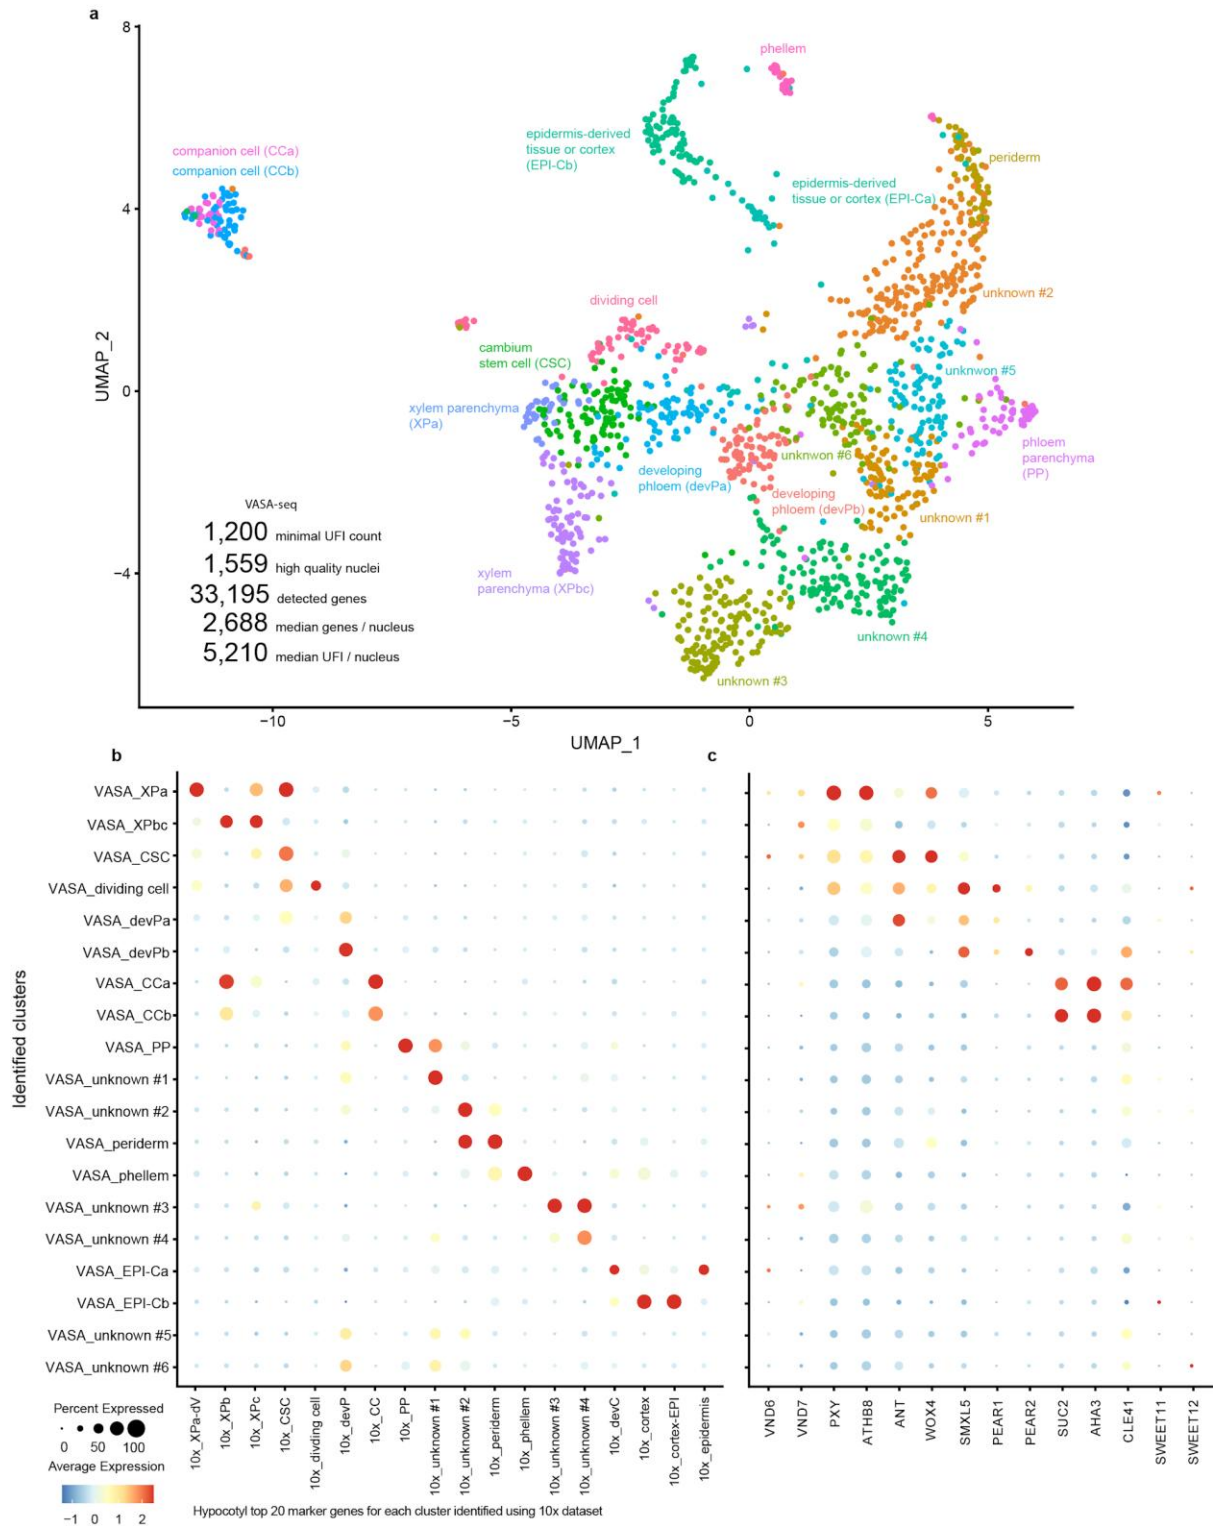

### Supplementary Fig. 4: Identification of hypocotyl cell types using VASA-seq.

**a**, UMAP plot of VASA-seq analysis using 1,559 hypocotyl nuclei organised in 19 clusters obtained through unsupervised clustering. **b–c**, Dot plots showing the expression of tissue-specific genes identified by 10x Chromium analysis (Supplementary Data 1, 2) (**b**) and previously characterised tissue-specific marker genes (**c**), validating the annotation of cluster identities. The size of circles represents the percentage of cells with expression (percent expressed), whereas the colour indicates the scaled average expression (average expression). XP: xylem parenchyma; CSC: cambium stem cells; devP: developing phloem; CC: companion

cells; PP: phloem parenchyma; EPI-C: epidermis-cortex. Source data are provided as a Source Data file.

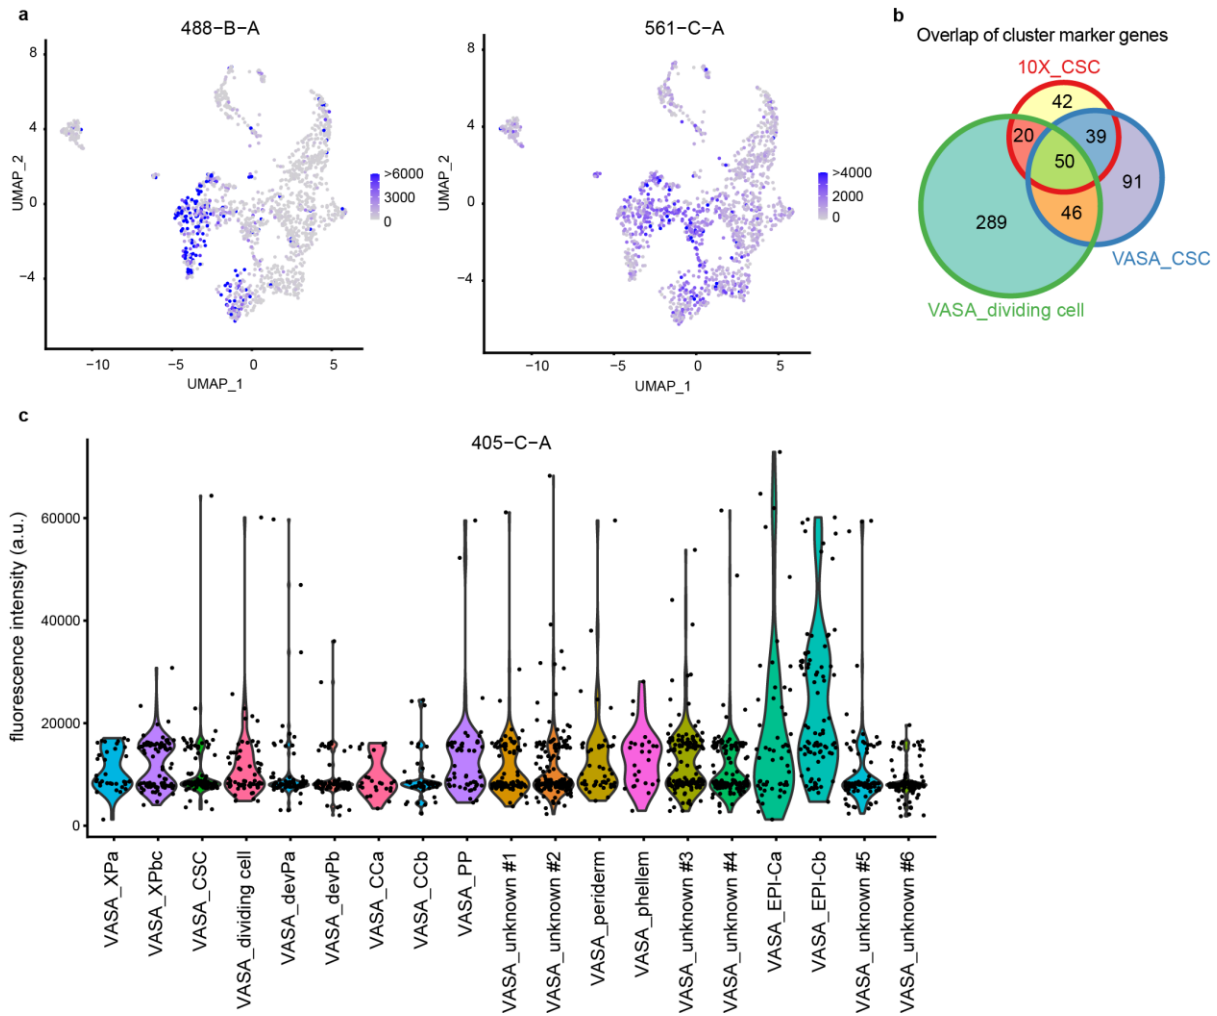

**Supplementary Fig. 5: Nucleus fluorescence detected during VASA-seq analyses and CSC-specific marker genes.**

**a**, UMAP plots showing the fluorescence intensity of nuclei collected from *PXY<sub>pro</sub>:H4-GFP;SMXL5<sub>pro</sub>:H2B-RFP* plants captured during the sorting and excited by 488 nm (GFP, left) or 561 nm (RFP, right) laser light, respectively. **b**, Venn diagram showing the overlap of cluster-specific marker genes identified in the 10X\_CSC, VASA\_CSC and VASA\_dividing cell clusters. **c**, Violin plot showing the Hoechst nuclear fluorescence signal excited by 405 nm laser light for each nucleus cluster. Source data are provided as a Source Data file.

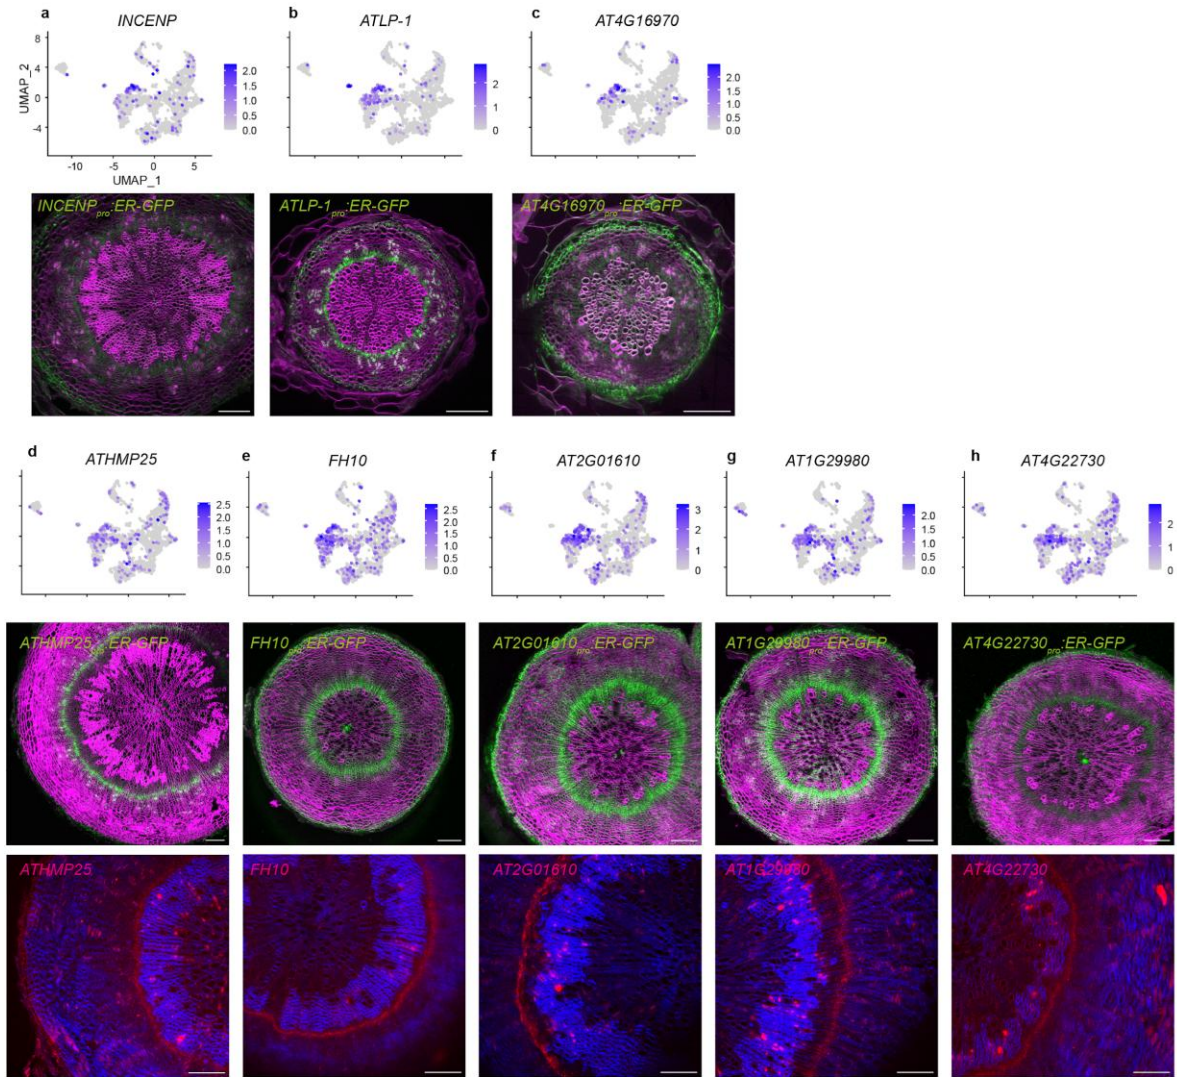

**Supplementary Fig. 6: Activity of transcriptional reporters and hybridization chain reaction (HCR)-based *in situ* hybridization for cambium-related genes identified in 10x and VASA snRNA-seq dataset.**

**a–h**, Transcript abundance in the UMAP plot of the VASA-seq dataset (top; see Supplementary Fig. 4 for annotation) and maximum intensity projection of confocal images (bottoms) obtained from hypocotyl cross-sections of plants carrying promoter reporter transgenes (GFP, shown in green) and/or *in situ* hybridization (shown in red) of each gene listed below. **a**, *INNER CENTROMERE PROTEIN (INCENP)*/AT5G55820; **b**, *THAUMATIN-LIKE PROTEIN (ATLP)1*/AT1G18250; **c**, AT4G16970; **d**, *HEAVY METAL ASSOCIATED PROTEIN (ATHMP)25*/AT3G06130; **e**, *FORMIN HOMOLOGY (FH)2*/AT3G07540; **f**, AT2G01610; **g**, AT1G29980; **h**, AT4G22730. Cell walls were stained by Direct Red 23 and Renaissance SR2200 and are shown in magenta and blue, respectively. Scale bars represent 100  $\mu$ m.

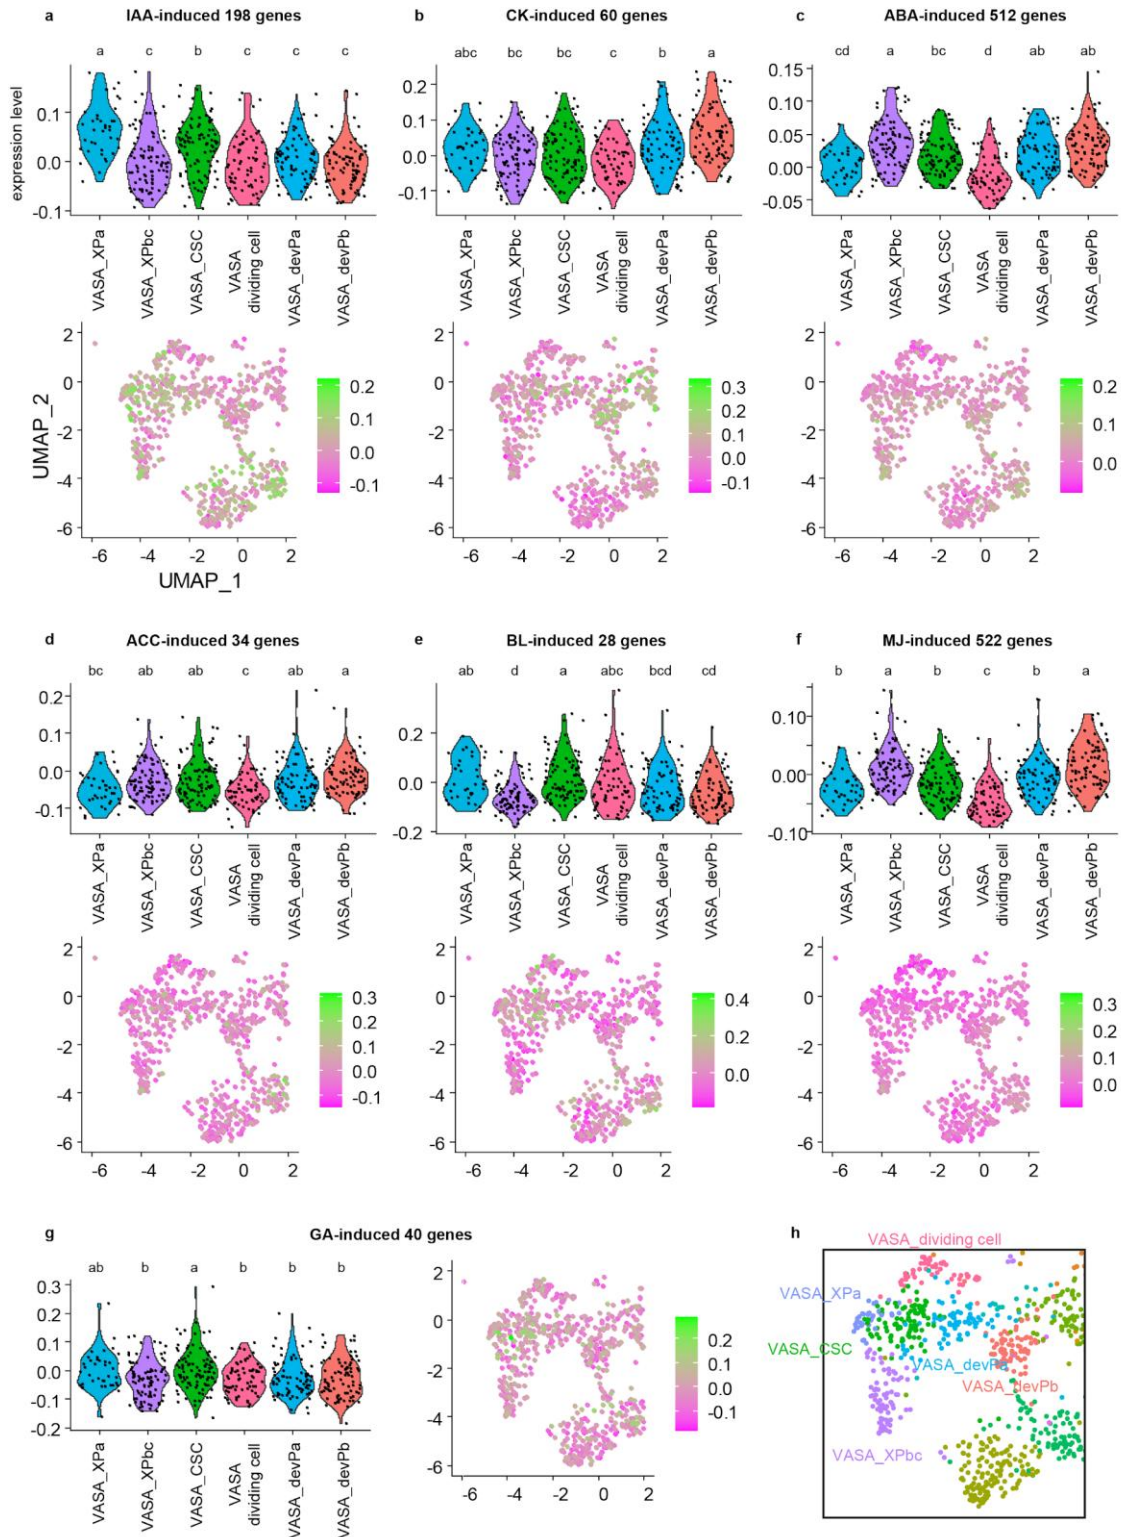

**Supplementary Fig. 7: Expression of phytohormone-inducible genes in cambium-related clusters identified in the VASA-seq analyses.**

**a–g**, Violin plot (top) and UMAP visualisation (bottom) of transcript abundance of 198 indole 3 acetic acid (IAA; auxin)-inducible genes (**a**), 60 zeatin (CK; cytokinin)-inducible genes (**b**), 512 abscisic acid (ABA)-inducible genes (**c**), 34 1-amino-cyclopropane-1-carboxylic acid (ACC; ethylene precursor)-inducible genes (**d**), 28 brassinolide (BL; brassinosteroid)-

inducible genes, 522 brassinolide (BL; brassinosteroid)-inducible genes (**e**), methyl jasmonate (MJ; jasmonate)-inducible genes (**f**) and 40 gibberellic acid 3 (GA)-inducible genes (**g**) curated from Nemhauser et al., 2006<sup>24</sup> in the cambium-related cell clusters. The result of the Steel-Dwass test for multiple comparisons is indicated by letters ( $p < 0.05$ ). Gene lists used in this analysis can be found in Supplementary Data 3. **g**, A close-up of the UMAP generated during VASA-seq cluster identification (Supplementary Fig. 4) is shown as a reference. Source data are provided as a Source Data file.

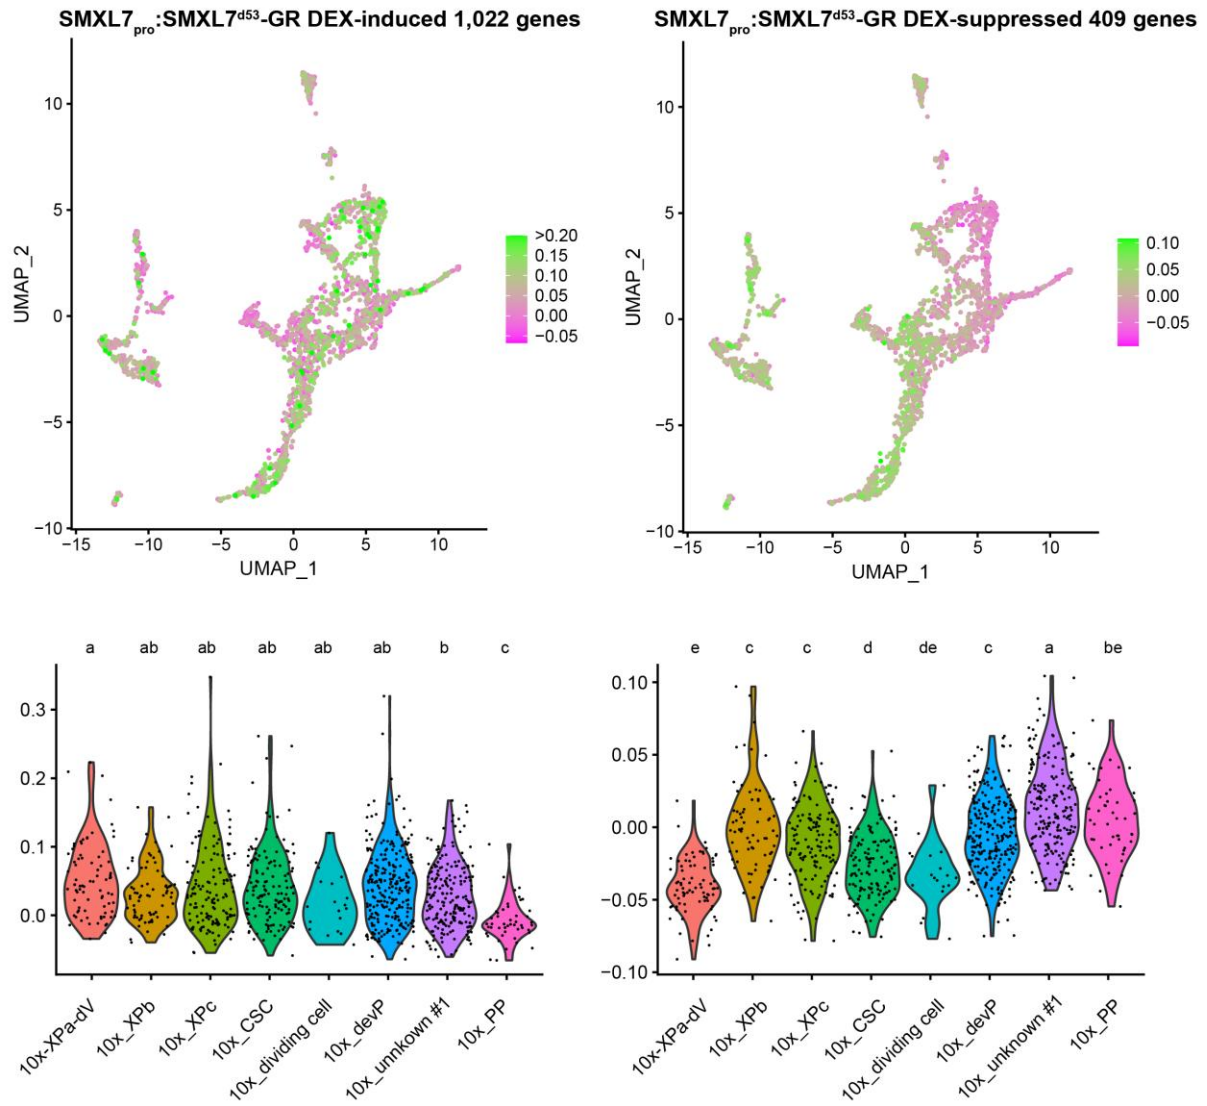

**Supplementary Fig. 8: Expression of *SMXL7<sub>pro</sub>:SMXL7<sup>d53</sup>-GR* DEX-induced genes and *GR24<sup>4DO</sup>*-suppressed genes in 10x snRNA-seq dataset.**

Transcript abundance of *SMXL7<sub>pro</sub>:SMXL7<sup>d53</sup>-GR* DEX-induced genes and *GR24<sup>4DO</sup>*-suppressed genes is shown in UMAP visualisation (top) and violin plot (bottom). Statistical groups determined by the Steel-Dwass test for multiple comparisons are indicated by letters ( $p < 0.05$ ). Source data are provided as a Source Data file.

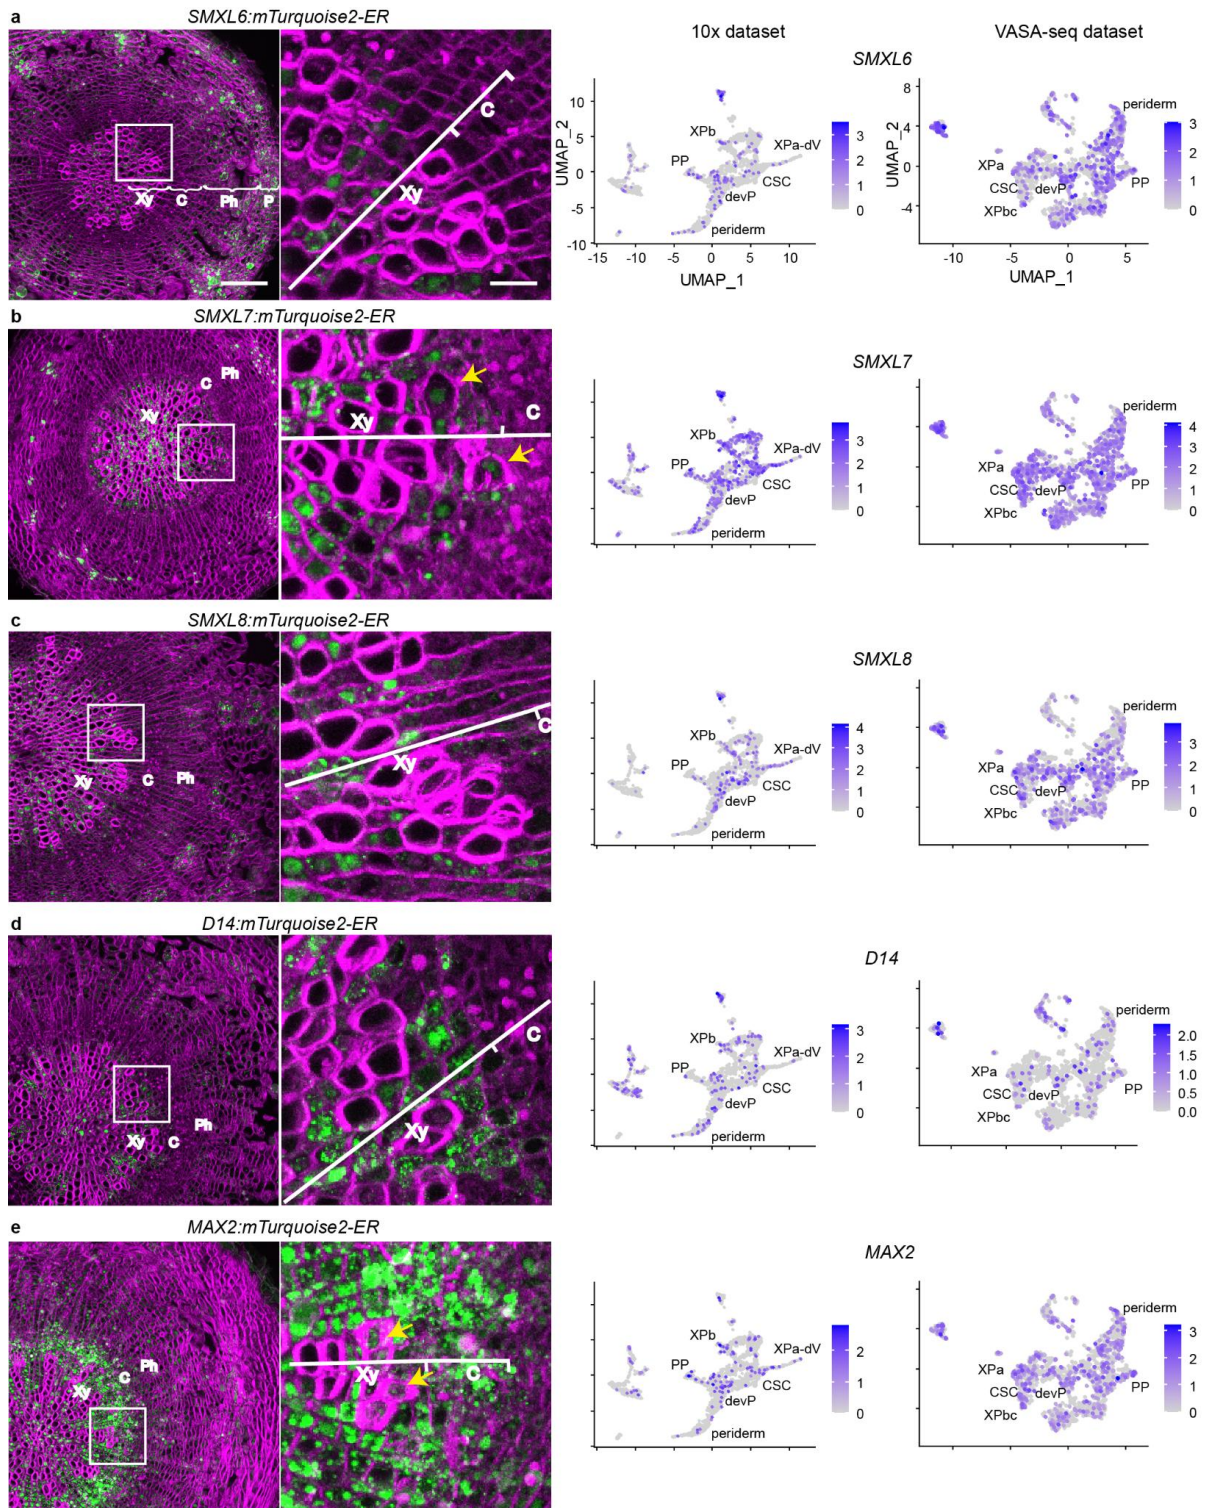

**Supplementary Fig. 9: Activity of transcriptional reporters for genes involved in SL signalling in hypocotyl sections and expression patterns detected in snRNA-seq datasets.** **a–e**, Maximum intensity projection of confocal images obtained from hypocotyl cross-sections of four week-old plants carrying *SMXL6<sub>pro</sub>:mTurquoise2-ER* (**a**), *SMXL7<sub>pro</sub>:mTurquoise2-ER* (**b**), *SMXL8<sub>pro</sub>:mTurquoise2-ER* (**c**), *D14<sub>pro</sub>:mTurquoise2-ER* (**d**), or *MAX2<sub>pro</sub>:mTurquoise2-ER* (**e**) transgenes, respectively (left). mTurquoise2 signals are shown in green. Cell walls were stained by Direct Red 23 and are shown in magenta. Magnified images of white squared regions are shown on the right of each figure. Yellow arrows indicate developing vessel elements. Scale

bars represent 100  $\mu\text{m}$  on the left images, and 20  $\mu\text{m}$  in the magnified images on the right. White lines indicate the corresponding domains of cambium and xylem. Xy: xylem; C: cambium; Ph: Phloem; P: Periderm. Transcript abundance of each gene in the UMAP plot of 10x and VASA-seq datasets are shown on the right, respectively. Abbreviations for annotated clusters are XP: xylem parenchyma; CSC: cambium stem cell; devP: developing phloem; PP: phloem parenchyma. See Fig. 1 and Supplementary Fig. 4 for detailed annotation.

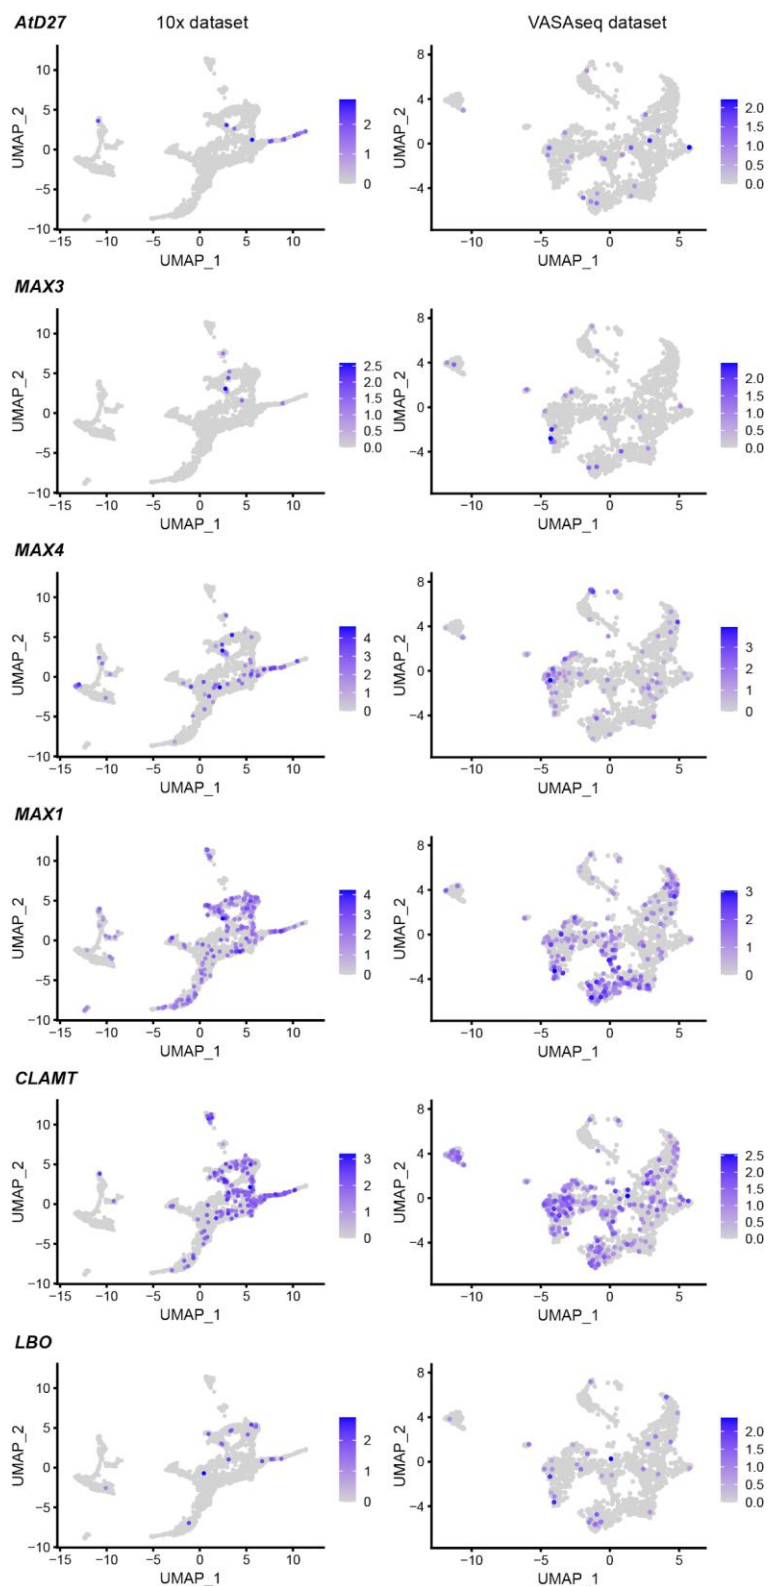

**Supplementary Fig. 10: Expression patterns of SL biosynthetic genes detected in snRNA-seq datasets.**

Transcript abundance of each SL biosynthetic gene in the UMAP plot of 10x and VASAsseq dataset are shown on the right, respectively. *AtD27*: Arabidopsis *DWARF27* (*AT1G03055*); *MAX3* (*AT2G44990*); *MAX4* (*AT4G32810*); *MAX1* (*AT2G26170*); *CLAMT*: Carlactonoic Acid Methyltransferase (*AT4G36470*); *LBO*: Lateral Branching Oxidoreductase (*AT3G21420*). See Fig. 1 and Supplementary Fig. 4 for detailed annotation.

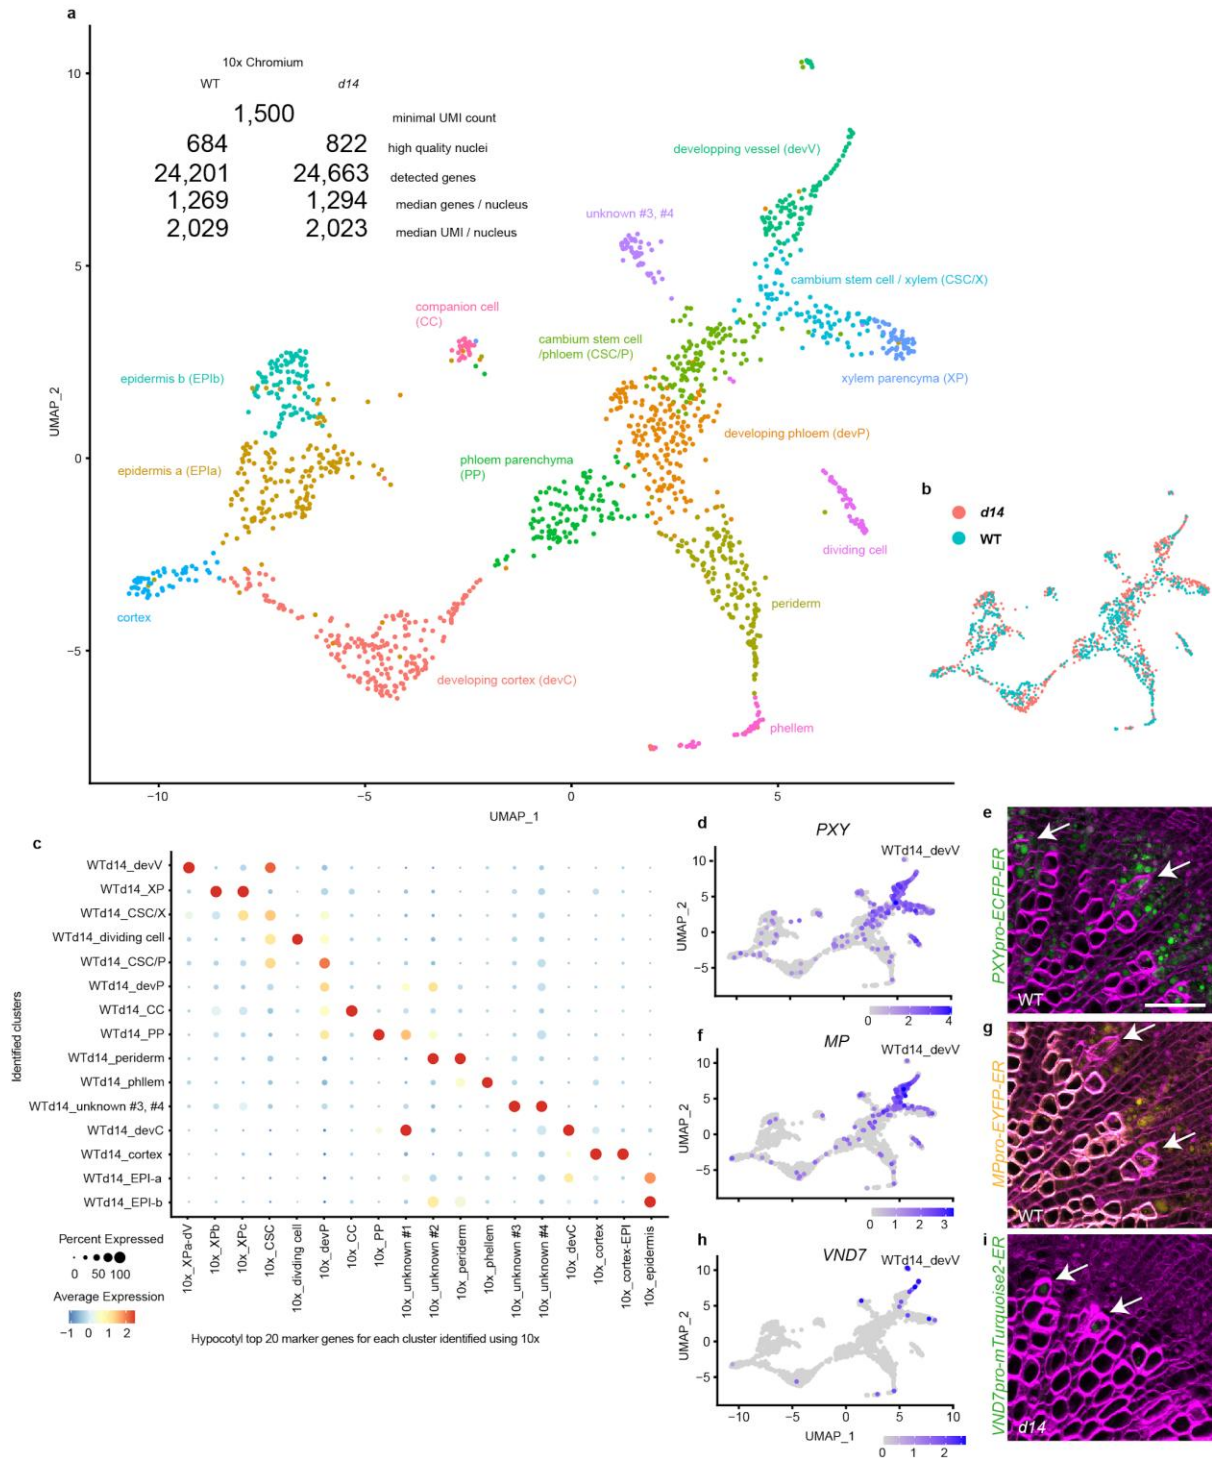

**Supplementary Fig. 11: Identification of hypocotyl cell types applying 10x Chromium on wild type and *d14* mutants.**

**a**, UMAP plot of snRNA-seq analysis using in total 1,506 nuclei collected from wild type and *d14* mutants organised in 15 clusters obtained through unsupervised clustering. **b**, UMAP plot colour-coded by genotype. **c**, Dot plot showing the expression of tissue-specific genes identified by 10x Chromium analysis (Supplementary Data 2,, Supplementary Data 3). The size of the circles represents the percentage of cells with expression (percent expressed), whereas the colour indicates the scaled average expression (average expression). Abbreviations for annotated clusters are devV: developing vessel; XP: xylem parenchyma; CSC/X: cambium stem cell/xylem; CSC/P: cambium stem cell/phloem; devP: developing phloem; CC:

companion cell; PP: phloem parenchyma; devC: developing cortex; EPI: epidermis. **d, f, h**, Transcript abundance of the *PXY*, *MP* and *VND7* genes in the UMAP plot shown in **(a)**. **e, g, i**, Hypocotyl cross-sections from plants carrying *PXY<sub>pro</sub>:ECFP-ER* (**e**), *MP<sub>pro</sub>:EYFP-ER* (**g**) or *VND7<sub>pro</sub>:mTurquoise2-ER* transgenes (**e, g**: wild type; **i: d14**) (**i**). Arrows indicate developing vessel elements. Scale bar represents 50  $\mu\text{m}$ . Source data are provided as a Source Data file.

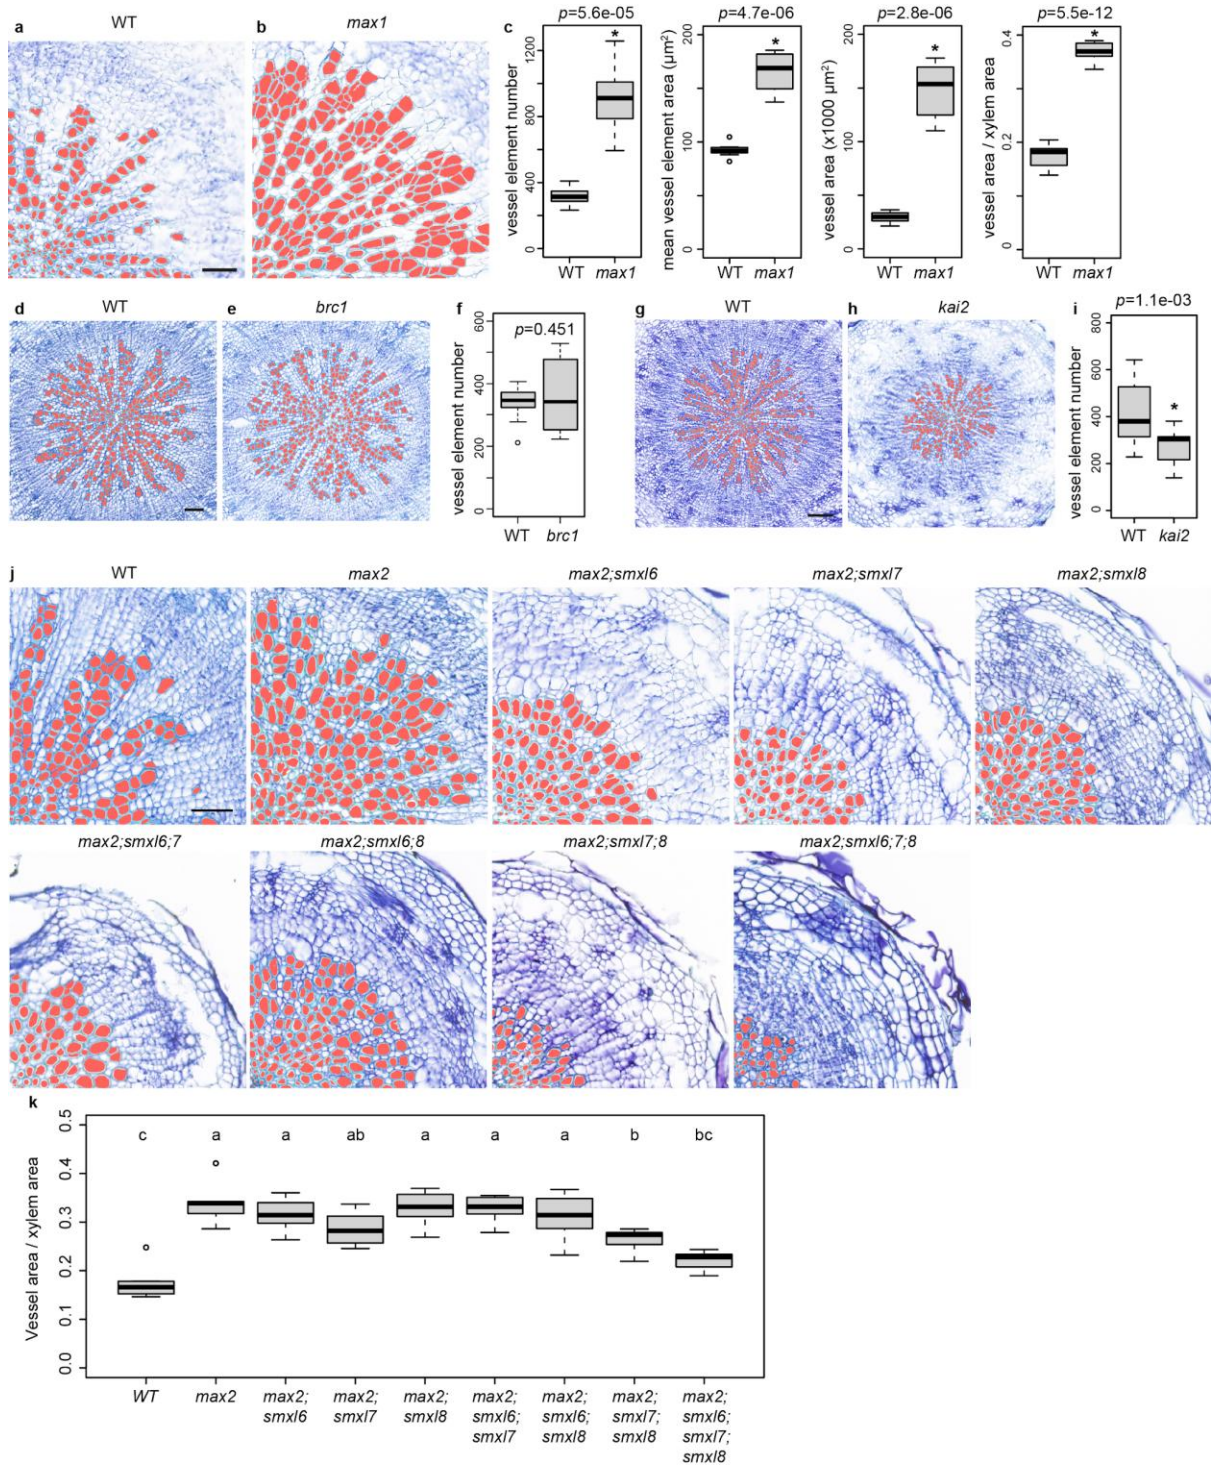

**Supplementary Fig. 12: Histological analysis of *max1*, *brc1* mutants and higher order of *max2*, *smxl6*, *smxl7* and *smxl8* mutants.**

**a–b**, Toluidine blue-stained hypocotyl cross-sections from five week-old wild type (**a**) and *max1* (**b**) mutant plants. **c**, Quantification of the vessel element numbers per section, the average area of individual vessel elements, the total vessel area per section and the ratio between the vessel element area and the total xylem area in different genotypes.  $n=9$  (wild type) and  $n=8$  (*max1*). **d**, **e**, Toluidine blue-stained hypocotyl cross-sections from five week-old wild type (**d**) and *brc1* (**e**) plants. **f**, Quantification of vessel elements per section comparing wild type and *brc1* plants.  $n=11$  (wild type) and  $n=10$  (*brc1*).  $p$  value was determined by the two-sided Welch's t-test (**c**, **f**) and asterisks indicate  $p<0.01$ . **g**, **h**, Toluidine blue-stained hypocotyl

cross-sections from five week-old wild type (**g**) and *kai2* (**h**) plants. **i**, Quantification of vessel elements per section comparing wild type and *kai2* plants.  $n=15$  for each genotype.  $p$  value was determined by the two-sided Welch's t-test. This assay was conducted in parallel with the Fig. 3e vessel element analysis, and both share the same wild type data. **j**, Toluidine blue-stained hypocotyl cross-sections from five week-old wild type (WT), *max2* and higher order mutants in various combinations. Scale bar represents 50  $\mu\text{m}$  (**a**, **d**, **j**) or 100  $\mu\text{m}$  (**g**), respectively. **k**, Quantification of the ratio between the vessel element area and the total xylem area in each mutant.  $n=6$  (wild type), 5 (*max2*), 10 (*max2;smxl6*), 8 (*max2;smxl7*), 8 (*max2;smxl8*), 6 (*max2;smxl6;7*), 12 (*max2;smxl6;8*), 13 (*max2;smxl7;8*), and 7 (*max2;smxl6;7;8*) plants. Statistical groups are indicated by letters and were determined by a one-way ANOVA with post-hoc Tukey-HSD (95 % CI). Source data are provided as a Source Data file.

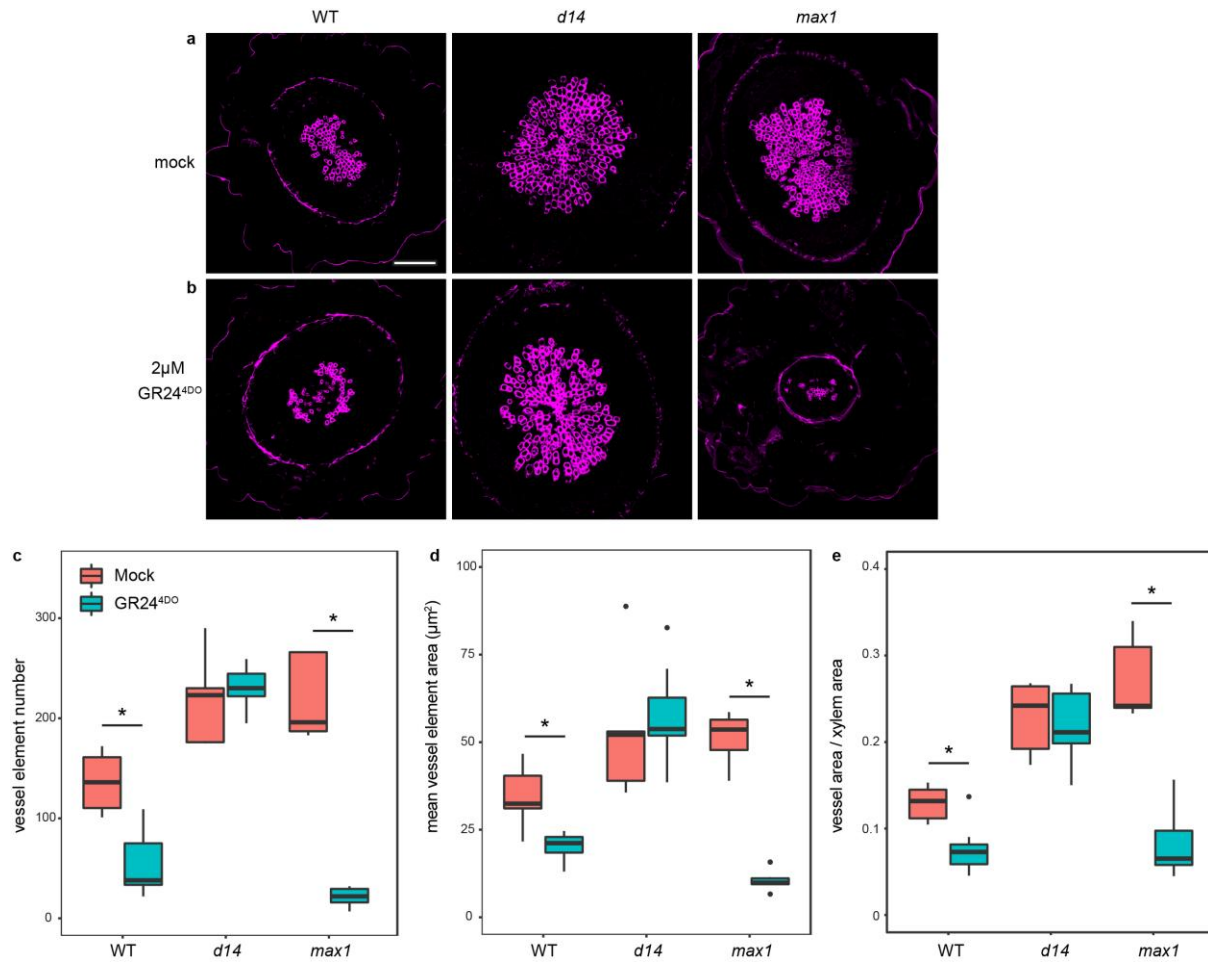

**Supplementary 13: Histological analysis of the GR24<sup>4DO</sup> effect on vessel formation in WT, *d14*, and *max1* mutants.**

**a, b**, Appearance of four week-old plants after application of 2 μM acetone (a) or GR24<sup>4DO</sup> (b) in wild type, *d14*, and *max1* mutants. Scale bar represents 100 μm. The cross sections were stained with 0.02 % Basic Fuchsin supplemented in ClearSee to stain lignified vessel elements and observed by using 561 nm laser light. Lignified vessel elements were captured and displayed in magenta. The peripheral periderm was stained as well due to suberin deposition.

**c–e**, Quantification of vessel elements per section (c), mean of individual vessel element area in distinct sections (d) and vessel area / xylem area ratio (e) comparing plants treated with 2 μM acetone and GR24<sup>4DO</sup>. n=6 (Mock-treated wild type), 8 (GR24<sup>4DO</sup>-treated wild type), 5 (Mock-treated *d14*), 7 (GR24<sup>4DO</sup>-treated *d14*), 5 (Mock-treated *max1*), 8 (GR24<sup>4DO</sup>-treated *max1*) plants. Asterisks indicate *p*<0.05 determined by the two-sided Welch's t-test. *p* values and source data are provided as a Source Data file.

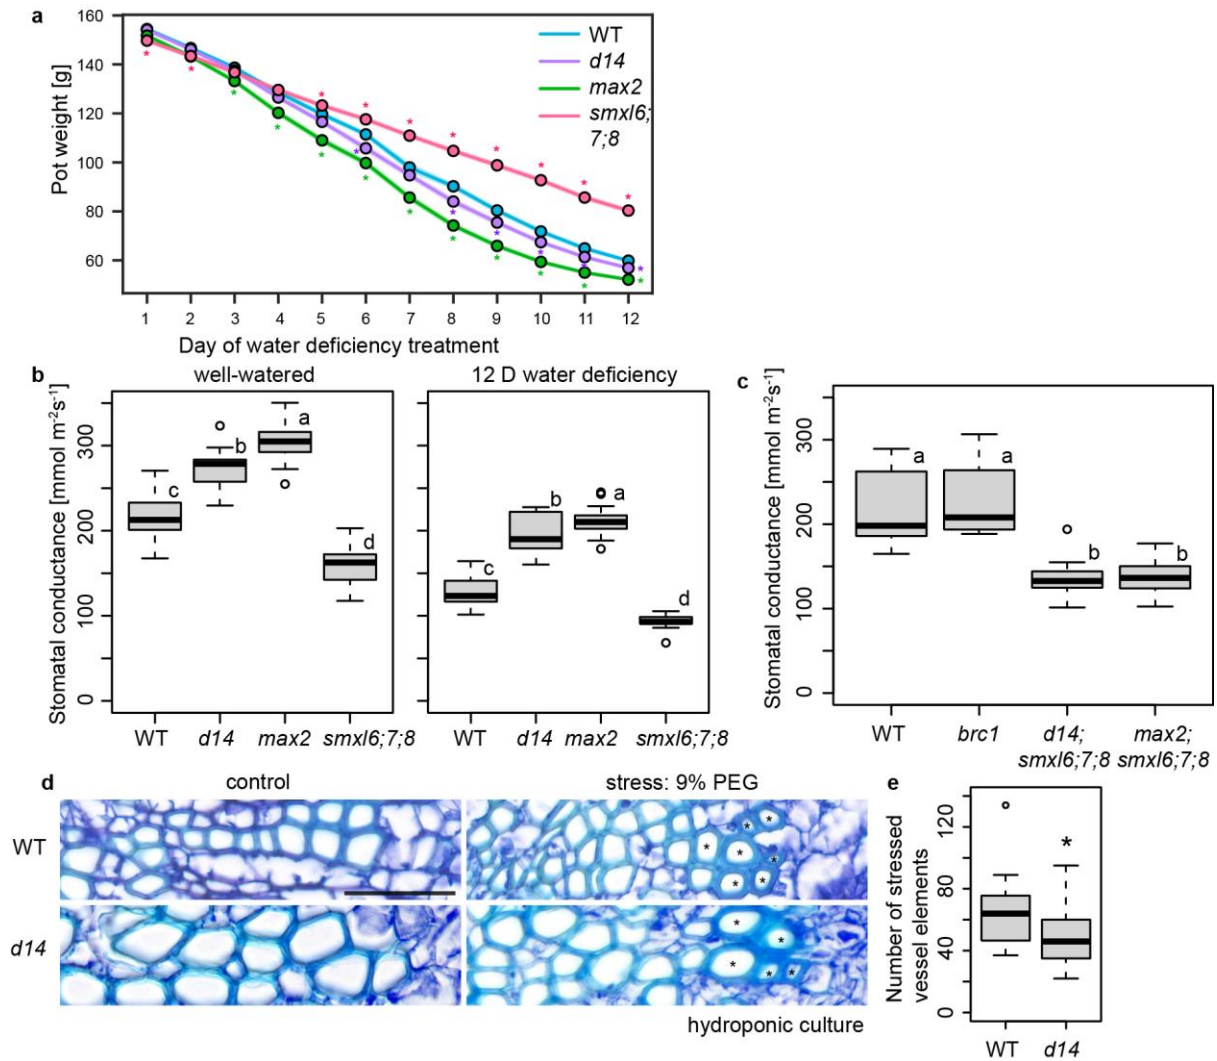

**Supplementary Fig. 14: Effect of altered SL-signalling on water usage and stomatal conductance and drought response of vessel elements**

**a**, Pot weight changes when growing wild type (WT), *d14*, *max2* and *smxl6;7;8* plants during water deficiency treatments. Measurements were analysed by t-test at each timepoint comparing mutant genotypes to wild type. Asterisks indicate significance ( $p < 0.01$ , source Dataset).  $n=109$  (WT),  $n=111$  (*d14*),  $n=109$  (*max2*),  $n=108$  (*smxl6;7;8*). Results from three independent experiments are included. **b**, Quantification and comparison of stomatal conductance found in wild type, *d14*, *max2* and *smxl6;7;8* plants under well-watered conditions.  $n=18$  (wild type, *d14* and *smxl6;7;8*),  $n=19$  (*max2*) and 12 days (12 D) after initiating water deficiency treatments  $n=18$  (wild type and *d14*),  $n=19$  (*max2*),  $n=17$  (*smxl6;7;8*). Conductance was measured on three leaves per plant. Plot shows average conductance of the three leaves per plant. **c**, Stomatal conductance measurement in WT, *brc1*, *d14;smxl6;7;8*, and *max2;smxl6;7;8*. Conductance was measured on three leaves per plant. Plot shows average conductance of the three leaves per plant.  $n=15$  plants each. A  $p$  value of two-sided Welch's t-test is shown. **d**, Xylem vessel of four-week old WT and *d14* grown under well watered control conditions (left) and subjected to a two-week water deficiency treatment (right) is shown. Asterisks indicate stress related vessels, appearing upon water deficiency. Scale bar indicates 40  $\mu\text{m}$ . **e**, Quantification of the number of stress-related vessel elements in WT and *d14*.  $n=19$  plants (WT),  $n=22$  plants (*d14*).  $p=0.019$  (two-sided Welch's t-test). Statistical groups are indicated by letters and were determined by a one-way ANOVA with post-hoc Tukey-HSD (95% CI). Source data are provided as a Source Data file.

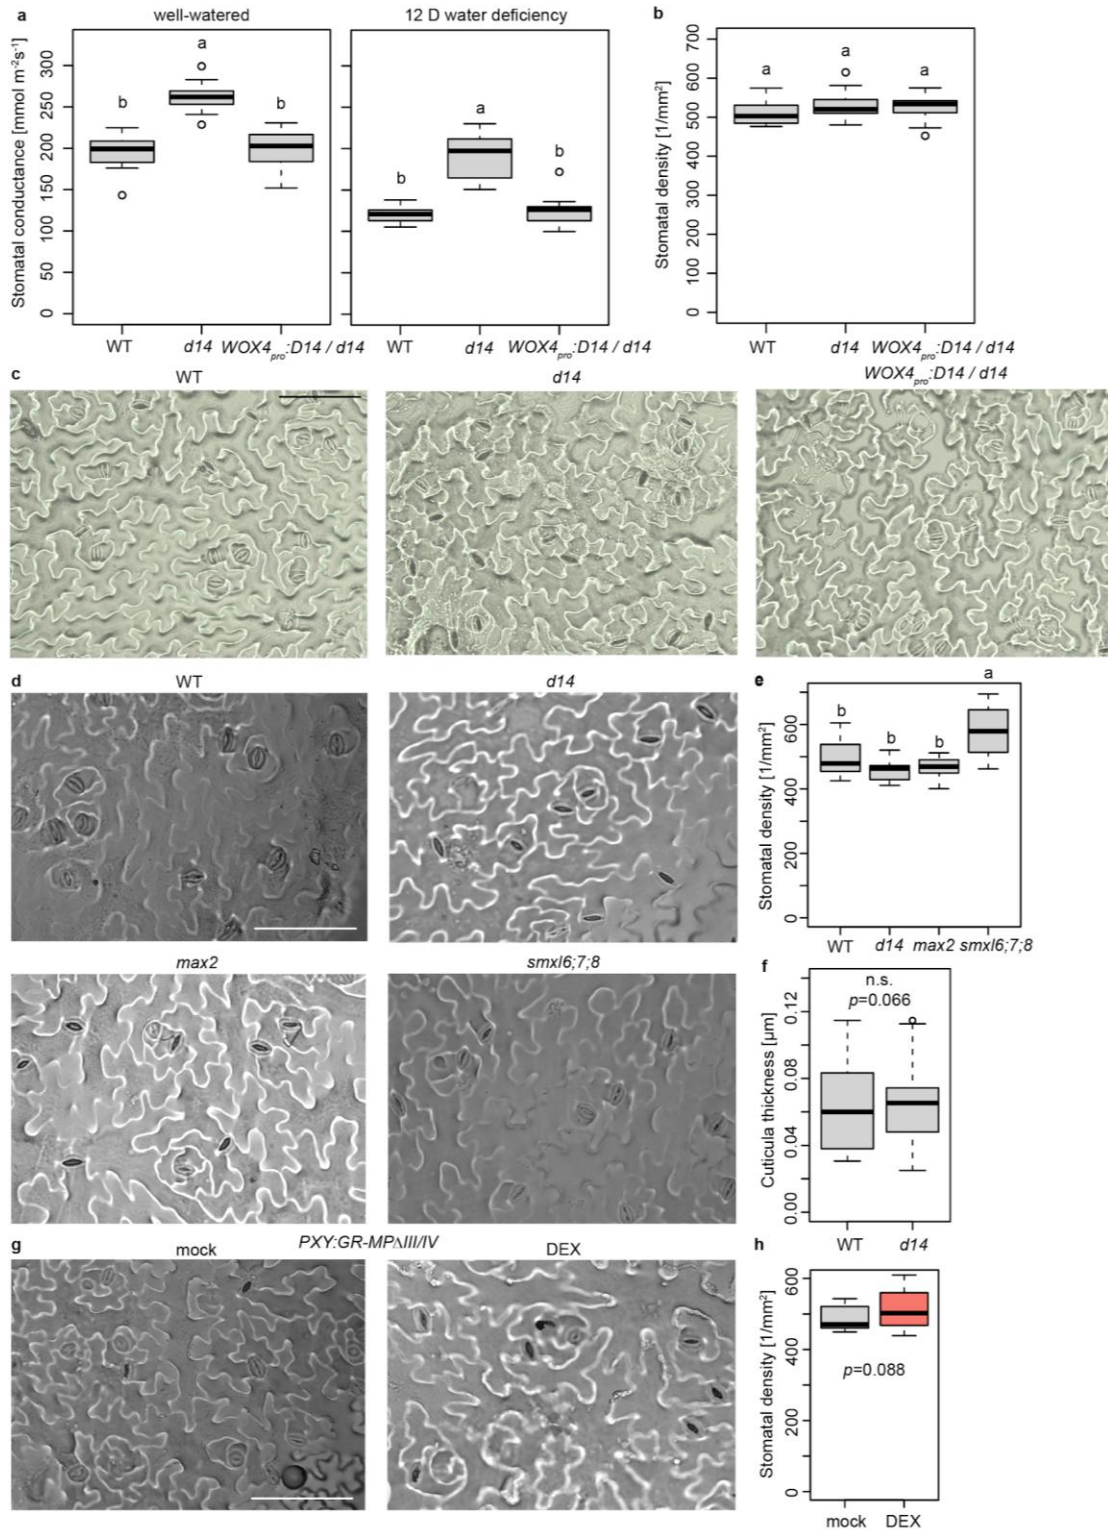

**Supplementary Fig. 15: Stomata density analysis in SL-signalling mutants and upon auxin signalling modulation in vascular tissues.**

**a**, Quantification and comparison of stomatal conductance found in wild type, *d14*, and  $WOX4_{pro}:D14/d14$  plants under well-watered conditions,  $n=16$  (wild type),  $n=15$  (*d14* and  $WOX4_{pro}:D14/d14$ ), and 12 days (12 D) after initiating water deficiency treatments,  $n=17$  (wild type),  $n=15$  (*d14* and  $WOX4_{pro}:D14/d14$ ). Conductance was measured on three leaves per plant. Plots show average conductance of the three leaves per plant. **b**, Stomatal density (stomata per  $\text{mm}^2$ ) comparing genotypes shown in (c).  $n=17$  (wild type)  $n=15$  (*d14* and  $WOX4_{pro}:D14/d14$ )

obtained from three independent experiments. **c**, Photomicrographs of the abaxial leaf surface of the same plants used for the 12 D water deficiency stomatal conductance measurement of wild type, *d14*, and *WOX4<sub>pro</sub>:D14/d14* plants. Size bar indicates 50  $\mu$ m. **d**, Photomicrographs of the abaxial leaf surface of wild type, *d14*, *max2*, and *smxl6;7;8*. Same plants used for stomatal density analysis as for the 12 D water deficiency stomatal conductance measurement. Size bar indicates 50  $\mu$ m. **e**, Stomatal density (stomata per mm<sup>2</sup>) comparing genotypes shown in (**d**). n=16 (wild type and *smxl6;7;8*), n=18 (*max2*), n=17 (*d14*) obtained from three independent experiments. **f**, Quantification of cuticle thickness of WT and *d14*. An average of three measurements from one image is shown. n=13 images from four plants (wild type), n=24 images from six plants (*d14*). A *p* value of Welch's t-test is shown. **g, h**, Photomicrographs and stomatal density on the abaxial leaf surface of mock- or DEXx-treated plants carrying a *PXY<sub>pro</sub>:GR-MPΔIII/IV* transgene. n=14 (mock), n=16 (DEX) plants obtained from three independent experiments. *p* value from two-sided Welch's t-test is shown. Statistical groups are indicated by letters and were determined by a one-way ANOVA with post-hoc Tukey-HSD (95 % CI). Size bar indicates 50  $\mu$ m. Source data are provided as a Source Data file.

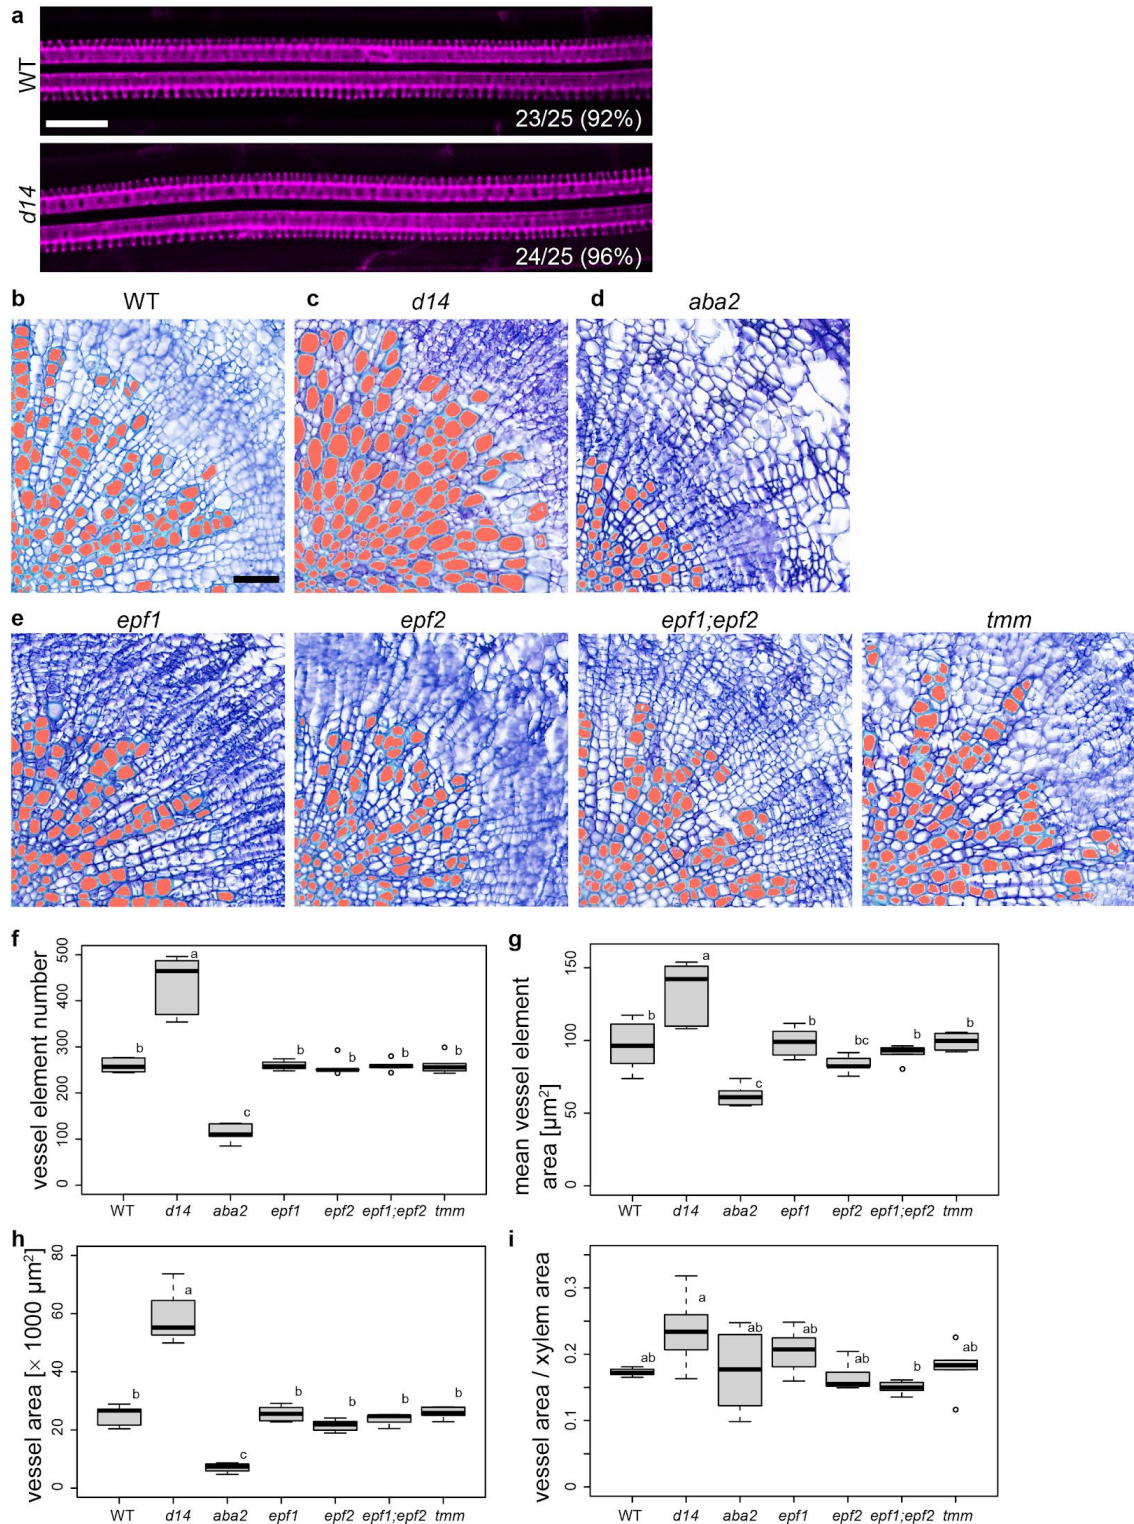

**Supplementary Fig. 16: Primary vessel development in *d14* mutants and cambium-derived vessel formation in ABA signalling- and stomata-related mutants.**

**a**, Morphology of xylem strand in wild type and *d14* roots five days after germination. Xylem strands were visualised by Basic Fuchsin staining. The proportion indicates the frequency of plants observed with two metaxylem and two protoxylem strands. The scale bar represents 20  $\mu\text{m}$ . **b–e**, Toluidine blue-stained hypocotyl cross-sections from five week-old wild type (WT, **b**) and *d14* (**c**), ABA biosynthesis mutant *aba2-11* (**d**) and stomata-related mutants (**e**)

including *epidermal patterning factor 1* (*epf1*), *epf2*, *epf1;epf2*, and *too many mouths* (*tmm*). Scale bar represents 50  $\mu\text{m}$ . **f–i**, Quantification of the vessel element numbers per section (**f**), the average area of individual vessel elements (**g**), the total vessel area per section (**h**) and the ratio between the vessel element area and the total xylem area (**i**) in each mutant shown in (**b–e**). n=5 (wild type), 6 (*d14*), 6 (*aba2*), 5 (*epf1*), 5 (*epf2*), 5 (*epf1;epf2*) and 6 (*tmm*). Statistical groups are indicated by letters and were determined by a one-way ANOVA with post-hoc Tukey-HSD (95 % CI). Source data are provided as a Source Data file.

# Supplementary material for: Strigolactones optimise plant water usage by modulating vessel formation
**Source:** Nat Commun. 2025 Apr 28;16:3854. doi: 10.1038/s41467-025-59072-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

Supplementary Data 1 Basic statistics of single nucleus (sn) RNA-seq analyses presented in this study.

Supplementary Data 2 Annotation and marker genes detected for each cluster in all the snRNA-seq analyses presented in this study.

Supplementary Data 3 Gene lists used in snRNA-seq analyses obtained from previous studies and the current study.

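Each column of this table is a list of genes by locus identifier. Among them are the hormone-inducible lists used for Fig. 3k, with 198 genes for IAA, 60 for CK, 512 for ABA, 34 for ACC, 28 for BL and 522 for MJ. All of the IAA, CK, ACC and BL genes, 510 of the ABA genes and 518 of the MJ genes are in the count table of the *SMXL7*_*pro*_*:SMXL7* d53*-GR* libraries. The lists share genes, and 147 of the IAA, 416 of the ABA and 427 of the MJ genes are on none of the other 5 lists. Further columns hold 20 marker genes for each of 18 clusters of the 10x dataset.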

Supplementary Data 4 Normalised read counts and results of DESeq2 analyses of significantly differentially expressed genes upon DEX induction in *SMXL7<sub>pro</sub>:SMXL7<sup>d53</sup>-GR* (baseMean>50, |log2FoldChange|>0.585, padj<0.01).

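For each gene, this table gives the normalised count in every library, their mean (baseMean), the log2 fold change of DEX against mock with its standard error, the Wald statistic, the p-value and the adjusted p. The copy at hand holds 1293 rows, 1022 induced and 271 suppressed, and lacks the remaining suppressed genes. In the deposited table of normalised counts, the raw counts are divided by a size factor per library, between 0.802 and 1.46, equal to the factors that DESeq2 gave from the deposited raw counts. DESeq2 run on the deposited counts called all 1293 of these genes, and its log2 fold changes differed from the table's by at most 5e-06. With edgeR, 1235 of them were called, and the largest difference from the table's log2 fold changes was 0.099.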

Supplementary Data 5 Oligo sequences used in this study.

Supplementary Data 6 Vector construction strategy used in this study.

Supplementary Data 7 Fluorescence signal of each nucleus for each multiwell plate obtained during FANS for VASA-seq analysis.

# Supplementary material for: Strigolactones optimise plant water usage by modulating vessel formation
**Source:** Nat Commun. 2025 Apr 28;16:3854. doi: 10.1038/s41467-025-59072-y
**Supplement:** Supplementary file 10 — Reporting Summary

Last updated by author(s): Mar 18, 2025

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection Leica LAS X, ImageJ (v1.53c), qPCRsoft, BD FACSDiva

Data analysis Rstudio (v1.4.1106), R (v4.0.4, v4.0.5), STAR (2.7.8a), Cell Ranger (v6.0.1), Seurat (v4.0.6, v4.1.0, v4.3.0), Steel-Dwass test (<http://aoki2.si.gunma-u.ac.jp/R/src/Steel-Dwass.R>), ggplot2 (v3.3.3), DESeq2 (v1.34.0), rstatix (v0.7.2), g:GOST (version: e111\_eg58\_p18\_f463989d), Python (v3.10.7), pandas (v1.5.0) and seaborn (v0.12.0), Microsoft Excel 2016  
Custom codes are deposited at [https://github.com/thomasgreb/Zhao-et-al\\_SL-vessels](https://github.com/thomasgreb/Zhao-et-al_SL-vessels)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data for each plot are provided with this paper. The raw sequencing data of snRNA-seq and bulk RNA-seq analyses, and Seurat object files of snRNA-seq data

generated in this study have been deposited at NCBI's Gene Expression Omnibus database under accession code GSE224928 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE224928] or GSE270808 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE270808]. The authors declare that all other data supporting the findings of this study are mentioned in the main text or the supplementary materials.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | n/a |
| Reporting on race, ethnicity, or other socially relevant groupings | n/a |
| Population characteristics                                         | n/a |
| Recruitment                                                        | n/a |
| Ethics oversight                                                   | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used for sample-size calculation. Sample sizes have been maximized according to practical considerations.                                                                                                                                                                                |
| Data exclusions | In snRNA-seq analysis, nuclei with a low number of molecules detected were excluded from further analysis according to the standard pre-established analysis pipeline.                                                                                                                                               |
| Replication     | All the findings were confirmed by usually three but and at least two replicates. snRNA-seq analyses were not been replicated using the exactly same method and type of samples, however, the findings were confirmed in each analysis using different technology and type of samples suggesting their universality. |
| Randomization   | Plant pot positions were randomized in possible cases, however, randomization was not applied to all the experiments due to practical reasons (enhanced physical handling of plants). Covariates were controlled by applying the exact same conditions (growth substrate, temperature, light) to all individuals.    |
| Blinding        | Blinding was not possible as phenotypic differences between lines allowed immediate identification.                                                                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Plants             |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

- | No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

Seed stocks

All plant lines used in this study were *Arabidopsis thaliana* (L.) Heynh. plants of the accession Columbia (Col-0). Sources of more specific plant material are described in the Methods section.

Novel plant genotypes

Novel transgenic lines were generated through the floral dipping method using *Agrobacterium tumefaciens*. More details are provided in the Methods section.

Authentication

Obtained and newly generated transgenic lines were authenticated by PCR on genomic DNA applying informative and distinct primer combinations for amplification. To avoid misinterpretation of genetic effects due to second-site mutations, independent mutants were analyzed in which different components of investigated pathways were disrupted, whenever possible.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Hypocotyls were dissected and collected in petri dishes incubated on ice. 2 ml of 1x nuclei isolation buffer (CellLytic™ PN Isolation/Extraction Kit, Sigma #CELLYTPN1) supplemented with 20 µl RiboLock RNase inhibitor 40 U/µL (ThermoFisher #EO0381) and Hoechst 33342 at 10 µg/ml final concentration were prepared and a minimum amount of buffer was applied to submerge the collected hypocotyls. Hypocotyls were chopped using razor blades (Wilkinson Sword) for up to 5 min and

transferred on a gentle shaker at 4°C for 15 min. Samples were then filtered through a 50 µm filter (CellTrics, Sysmex #04-004-2327) and passed to a low protein binding tube (Eppendorf #0030108132). A sheath pressure of 35 psi and a drop drive frequency of 60 kHz were applied.

Instrument

BD FACSAria™ IIIu cell sorter

Software

BD FACSDiva™

Cell population abundance

Single nuclei were sorted in each well of multi-well plate for VASA-seq analysis, or 50,000 nuclei were sorted in a sample tube for 10x Chromium analysis. Nuclei concentration was determined using fluorescence microscopy.

Gating strategy

Gating strategy is described in Extended Data Figure 1. The signature of endoduplication in Hoechst staining was used to set the gates for the nuclei. The gate for GFP+ and/or RFP+ nuclei was set using wild type as a reference.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

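Hypocotyls of 4-week-old *SMXL7*_*pro*_*:SMXL7* d53*-GR* plants were profiled by RNA sequencing 5 h after watering with 15 µM DEX or with mock solution, with 4 libraries per treatment. Treatments and replicate numbers were taken from the sample labels, and all 8 columns of the count table were assigned. The single-nucleus datasets of the paper have no file among the data used here and were not analysed here.

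The authors deposited raw counts of reads per gene. They mapped the reads with STAR, kept reads with 1 place in the genome, and counted them with summarizeOverlaps in union mode without regard to strand. The genome build and annotation used for these reads are not stated in the paper's text or the labels. A second deposited table holds signal values, normalised counts that the authors made by dividing the raw counts by a DESeq2 size factor for each library. It was used only to compare these factors with those found here, and its values entered no test. The count table has 37573 rows. All of them were matched by locus to the gene names of the RefSeq annotation of TAIR10.1, which was used only for names, neighbouring and overlapping genes, GC content and gene length. None of the rows names a chloroplast or mitochondrial gene, and 0 rows name no gene.

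The counts per library were 82549978, 50801608, 85953231 and 49220724 for mock replicates 1 to 4, and 48811185, 63996960, 54738255 and 47976811 for DEX replicates 1 to 4. The 10 most abundant genes took 3.52 ± 0.164% of the counts in mock and 3.29 ± 0.0687% in DEX libraries (mean ± SD, n = 4). Between replicates, the counts differed by more than sampling noise, with a chi-square per gene between 6.25 and 25.2 for pairs of libraries of the same treatment, and the biological coefficient of variation was 0.0662. The number of libraries thus limits the precision of a fold change more than the depth does, except for genes with few counts.

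DEX was compared with mock by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalisation, genes kept by filterByExpr, robust dispersion estimates and no replicate block. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Genes were called at a Benjamini-Hochberg adjusted p under 0.01, a log2 fold change past 0.585 and a mean TMM-normalised count over 50, the thresholds of the paper's methods. Fisher's exact test, one-tailed for enrichment and Bonferroni corrected over 6 lists, compared the calls with hormone-inducible lists of Supplementary Data 3 against the tested genes with a mean over 50. The gibberellin and GR24 4DO lists are not in the copy of Supplementary Data 3 at hand. Whole lists were compared with camera (preset correlation 0.01) and fry of limma 3.58.1 on log2 CPM values with a prior count of 2. These lists were the 6 hormone-inducible lists, the 18 lists of 20 markers of 10x clusters, and 3 own lists of clock, shoot tissue and photosynthesis genes.

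The genes named in the text were chosen from those of a rule. It covers the SMXL family, genes of SL signalling and biosynthesis, *KAI2*, *PIN3*, *LAX2*, the HD ZIP-III genes, *VND6*, *VND7*, *IRX3*, *MP*, *WOX4*, *PXY* and *ANT*. It adds the 10 induced and 10 suppressed genes with the largest changes among calls without overlap between treatments, the 3 genes with the smallest p in each enriched hormone list, and the members of the 3 own lists. The rule gives 109 genes. The alternatives and the search for outlying libraries covered 82 of them, not all of which are named in the text.

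The tests were tested on simulated data before use, with counts drawn from the means and library sizes of these libraries and 200 genes changed by known amounts. The edgeR test recovered 198 of them with 2 false calls among 21178 tested genes, and DESeq2 recovered 200 with 4 false calls among 20876. A list of 60 genes with 30 raised members was found by Fisher's test, camera and fry, with all 30 members called. Every simulated change was 2-fold or larger, and genes were drawn independently of each other. Changes near the fold change threshold and lists of genes that move together were thus not covered.

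These lists, this rule and the following alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0 in place of edgeR, other size factors, other filters on low counts, other thresholds, a test against the fold change threshold, other backgrounds and genes of 1 list only for Fisher's test, camera with an estimated correlation, a replicate block, and leaving out each of the 8 libraries in turn. A further 4 alternatives were chosen after seeing the data: libraries thinned to 47976811 counts, mock replicates 2 and 4 only, trends with GC content and gene length removed, and calls without genes that overlap another gene. All 35 splits of the 8 libraries into 4 and 4 were fitted in the same way. The match of exons to other genes used blastn 2.17.0 with matches of at least 75 bases, of which the one with the highest identity was kept. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.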

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

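The tests of overlapping genes, and of other splits of the libraries for the SL genes and for genes with low mean counts, were chosen only after the result was seen. Outlying libraries were sought in 170 groups of 4 libraries, for 82 genes in each treatment and for the total count, the share of the 10 most abundant genes and the number of genes with counts. In 14 groups (8.24%), 1 library stood apart from the other 3 by Dixon's test, where chance gives 1 in 20, or 8.5 groups. No library total was among them. DEX replicate 3 was the highest for *BHLH92* (295 normalised counts), AT3G01830 (703), AT1G56060 (352) and AT4G33720 (189). DEX replicate 1 was the highest for AT5G33370 (151) and *SPCH* (232) and the lowest for *PIN3* (11149), DEX replicate 2 the highest for *SMXL7* (25084), and DEX replicate 4 the lowest for *GER3* (273). Mock replicate 1 was the lowest for AT5G52020 (65.6) and AT3G45700 (141), mock replicate 2 the lowest for *AIR3* (68.5), and mock replicate 4 the highest for *SMXL3* (679) and the lowest for *GI* (3458). Because all groups come from the same 8 libraries, a share of 8.24% cannot be told apart from chance. Without DEX replicate 3, the log2 fold change of *BHLH92* was 3.36, that of AT1G56060 was 3.20 and that of AT4G33720 was -2.34. AT4G33720 had an adjusted p of 0.00419 with all libraries, of 2.7e-07 without DEX replicate 3, and between 0.0102 and 0.0173, above the threshold, without any other single library. Without DEX replicate 3, 901 genes were induced and 350 suppressed. No biological explanation was tested for single libraries.

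Genes of the SMXL family, of SL signalling and of SL biosynthesis changed after DEX treatment, which the paper does not discuss for this experiment. Of 17 such genes other than *SMXL7*, counting *KAI2*, which the paper assigns to karrikin signalling, 7 were called. The log2 fold changes were 1.87 for *SMXL2*, -0.69 for *SMXL6*, -1.63 for *BRC1*, 1.12 for *D27*, 1.85 for *MAX3*, 1.38 for *MAX4* and 0.98 for *LBO*. The other 34 splits of the 8 libraries into 4 and 4 gave 0 calls of any kind, so the splits were compared at an unadjusted p under 0.05, which 14 of the 17 genes reached in the real split and at most 2 in any other, so that 1 of 35 splits gave as many. With all libraries thinned to the smallest total, all 7 genes remained called, which argues against the deeper sequencing of mock replicates 1 and 3. The same 7 genes remained called after trends with GC content and gene length were removed. Reads of paralogs are also an unlikely source, since matches of 75 bases or more to the exons of other genes were at most 91.8% identical over their length. Reads with several places in the genome were also left out by the authors. Parts of a match were not examined. Exons of 5 of the 7 genes overlap no other gene. *MAX4* overlaps AT4G32820 over 15.7% of its exon bases, and AT4G32820 itself did not differ beyond the spread between replicates (log2 fold change -0.076, adjusted p = 0.184). *D27* shares 2.13% of its exon bases with AT1G03050, which had at most 10.1 normalised counts in any library, against a rise of 167 for *D27*, so its reads are an unlikely source. What stays open is an effect of DEX on plants without the transgene, for which there are no libraries, and, for *BRC1* and *SMXL6*, which fell, less attached shoot tissue in the DEX libraries, which was not tested for these 2 genes. For the 5 induced genes, a response to SMXL7 d53 activity is a hypothesis, found and tested on the same libraries, that this design cannot separate from a response to DEX itself.

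Below the minimum mean count of the paper's methods, 200 further genes passed the p-value and fold change thresholds, 116 induced and 84 suppressed, with a median mean normalised count of 32.0. As the other splits of the 8 libraries gave 0 calls, all 2132 tested genes below this minimum were compared at an unadjusted p under 0.05. It was reached by 641 of them in the real split and by at most 154 in any other, so that 1 of 35 splits gave as many. When all libraries were thinned to the smallest total, 162 of the 200 genes (81%) still passed both thresholds, which argues against unequal depth as the whole source. GC content, gene length and reads of paralogs were not weighed for these genes, and no biological explanation was tested.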

How the results depend on the processing

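The number of called genes stayed within 1.5 times the reported 987 induced and 386 suppressed genes under DESeq2 (1022 and 409), under DESeq2's size factors, upper-quartile normalisation and total counts in edgeR, without a minimum mean count, with at least 10 counts in every library, and at an adjusted p under 0.05. The share of induced genes ranged from 65.3% to 72.2% over 4 scalings, and the median log2 fold change of all genes was -0.0061 with TMM and lowest, at -0.055, with upper-quartile normalisation. The fold change threshold changed the counts by its own construction. Without it, 2204 genes were induced and 1766 suppressed, at a threshold of 1 the counts were 537 and 101, and in a test against 0.585 they were 531 and 72. Across the 8 fits that each left out 1 library, between 901 and 994 genes were induced and between 327 and 426 were suppressed. In the 4 alternatives chosen after seeing the data, between 795 and 1004 genes were induced and between 311 and 368 suppressed.

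The enrichment of the IAA, ABA, MJ and BL lists among DEX-induced genes kept its direction and its side of the threshold under every alternative tried for it. That of the ACC list, 4.02-fold in the reported test, fell to 1.23-fold (adjusted p = 1) at a log2 fold change threshold of 1 and to 3.64-fold (adjusted p = 0.277) with genes of 1 list only, and ranged from 2.89-fold to 4.26-fold across the 8 fits that each left out 1 library. The CK list among DEX-induced genes went from 1.08-fold to 0.722-fold with the replicate block, to 0.995-fold with genes of 1 list only, and to between 0.740-fold and 1.49-fold with 1 library left out. Among DEX-suppressed genes, where 1 list passed in the reported test, 2 passed with DESeq2 (MJ at 1.87-fold, adjusted p = 0.0431), 0 at a threshold of 1, and 4 with all genes of the count table as background (IAA 3.44-fold, ABA 2.67-fold and MJ 2.82-fold joined CK). With 1 library left out, 0 passed without mock replicate 3 or 4 or DEX replicate 1, 2 or 3, and 1 passed without each of the others. At a threshold of 1, the CK list was at 3.51-fold (adjusted p = 1), and the IAA and BL lists held 0 suppressed genes. With genes of 1 list only, the BL list also held 0. With 1 library left out, the CK list ranged from 2.46-fold to 5.26-fold and the MJ list from 1.15-fold to 2.21-fold, the highest value being that without mock replicate 1, where it passed (adjusted p = 0.00490). The ACC list, with 0 suppressed genes in the reported test, was at 1.61-fold with DESeq2, 1.71-fold with the replicate block and between 0 and 2.02-fold with 1 library left out. These lists hold few suppressed genes, and the causes were not tested.

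As whole sets, 4 of the 6 hormone lists passed in the reported test, 0 with an estimated correlation and 2 with genes of 1 list only. With an estimated correlation, the adjusted p was 0.0728 for the IAA list (median log2 fold change 0.42), 0.228 for ABA (0.11), 0.253 for ACC (0.17) and 0.111 for BL (0.14), as that test allows for genes that move together. With genes of 1 list only, the medians of ACC (0.12) and BL (0.069) no longer passed. The fry test also passed for CK (-0.067), towards lower values, and for MJ (-0.0072), towards higher values despite its median, and the MJ list passed camera with total counts only (median -0.052), again towards higher values relative to other genes. The MJ median ranged from -0.026 to 0.019 with 1 library left out. Of the own lists, 2 passed in the reported test and 0 with an estimated correlation, where shoot tissue stood at -0.56 and photosynthesis at -0.40 (adjusted p = 0.223 for both). The clock list passed under fry (0.12) and without mock replicate 1 (0.13, adjusted p = 0.0299), and ranged from 0.089 to 0.13 with 1 library left out. Of the lists of 10x cluster markers, 5 passed in the reported test, 0 with an estimated correlation and between 3 (without mock replicate 4) and 8 (without mock replicate 3) with 1 library left out.

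Signs of values near 0 changed under some alternatives. Scaling by total counts only lowered the median log2 fold change of all genes from -0.0061 to -0.052, and this shift of all genes alike turned values near 0 negative. The medians of the 10x lists unknown #1, cortex-epidermis and PP became -0.045, -0.035 and -0.0012 with it, and the log2 fold changes of *SMXL5*, *KAI2*, *IRX3*, *ANT*, *LHY* and *YAB2* became -0.028, -0.038, -0.034, -0.036, -0.0056 and -0.042. With 1 library left out, the medians of the 10x lists CC, PP, XPc and cortex-epidermis ranged from -0.063 to 0.012, from -0.0059 to 0.17, from -0.029 to 0.014 and from -0.055 to 0.061, and *SMXL5* ranged from -0.012 to 0.051, *KAI2* from -0.052 to 0.061, *IRX3* from -0.053 to 0.054, *ANT* from -0.020 to 0.035 and *YAB2* from -0.034 to 0.040, and the causes of these changes were not tested. With DESeq2, 5 further genes (*SMXL4*, *SMXL8*, *CNA*, *MP* and *CAB1*) had an adjusted p under 0.01. With total counts only, 3 results (the 10x list unknown #2, *REV* and *KNAT1*) no longer passed and 1 (*SMXL4*) newly passed, and with fry, 3 further 10x lists passed and 1 (dividing cell) no longer did. With at least 10 counts in every library, the 10x list unknown #3 no longer passed. With 1 library left out, between 3 and 6 of the named genes and 10x lists no longer passed and between 0 and 3 newly passed. *REV* was lost in 7 of the 8 fits, *WOX4* in 6 (adjusted p up to 0.0295), and *KNAT1* and *RBCS1A* in 4 each (up to 0.0156 and 0.0162).

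The replicate numbers do not pair the libraries. The correlations of the deviations of same-numbered mock and DEX libraries were 0.014, 0.049, 0.072 and -0.0098, and the labels and the paper name no shared batch. With the replicate number as a block, 983 genes were induced and 387 suppressed, of which 957 and 364 were among the reported calls. Under the block, the median of the 10x list unknown #1 became -0.0036, *LOX3*, AT4G33720 and *REV* had an adjusted p above 0.01, and *MP* had one below it.

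Lowering the depth lost a larger share of the genes below the minimum mean count than of the called genes. With libraries thinned to 47976811 counts, 923 of the induced and 335 of the suppressed genes were again called, or 91.6% of the calls. Of the 200 genes below the minimum mean count, 162 (81%) still passed both other thresholds. The losses among called genes were not divided by mean count.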

Differences from the paper's values

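The counts of DEX-induced and DEX-suppressed genes and the log2 fold changes of Supplementary Data 4 for the named genes did not differ from the values found here by more than the limits set for a difference. The adjusted p-values of Fig. 3k, given there as a negative log10, differed for 6 values, 1 among DEX-induced and 5 among DEX-suppressed genes. For MJ-inducible genes among DEX-induced genes, the value found here was 25.4 against the paper's, about 44 in Fig. 3k, read by eye. Among DEX-suppressed genes, it was 0.447 for MJ against the paper's about 4.3, 1.56 for CK against about 2.4, 0.441 for ABA against about 1.9, 0.546 for IAA against about 1.3, and 0.212 for BL against about 0.5, all of the paper's values in Fig. 3k, read by eye. The panel was read again, on an enlarged image, after the values found here were known, and the second reading is the one given. By the first, rougher reading, the ACC list among DEX-induced genes differed as well, at 1.72 here against the paper's about 3 in Fig. 3k, read by eye, and came within 1.5 times with all genes of the count table as background (2.86).

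Of the alternatives set before the data were examined, the one with all genes of the count table as background gave 44.2 for MJ among DEX-induced genes, and 2.64 for CK, 2.26 for ABA, 1.56 for IAA and 0.698 for BL among DEX-suppressed genes, each within 1.5 times the paper's value. With DESeq2 in place of edgeR, the counts were the paper's 1022 and 409. With all genes of the count table as background, the values for IAA and ABA among DEX-induced genes were 57.6 and 58.5, against the paper's about 58 for both in Fig. 3k. For MJ among DEX-suppressed genes, no alternative closed the gap, and the highest value, with all genes as background, was 2.68. The remaining differences also lay within 1.5 times in single fits for CK (all tested genes as background, 1.62, and without mock replicate 2, 1.81, or DEX replicate 4, 1.73), for IAA (without mock replicate 1, 1.13, mock replicate 3, 0.992, or DEX replicate 1, 1.19) and for BL (without DEX replicate 2, 0.335). The paper's text and figure legend do not name the background of this test.

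In Fig. 3k, MJ ranks first among the lists tested on DEX-suppressed genes, whereas here CK had the smallest adjusted p (0.0273) and MJ did not pass the threshold (adjusted p = 0.357). MJ also ranked first here with all genes of the count table as background (2.68 against 2.64 for CK) and without mock replicate 1 (2.31 against 1.13 for IAA). Fig. 3k also places ABA level with IAA among DEX-induced genes, whereas here IAA had the higher value (45.2 against 38.8), except with all genes of the count table as background (57.6 against 58.5).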

Other observations

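The tests of the clock genes, of other splits for single lists as whole sets, of attached shoot tissue, of shoot tissue and photosynthesis genes with mock replicates 2 and 4 only, and of *SMXL7* were chosen only after the result was seen. Among the 35 splits of the 8 libraries into 4 and 4, only 1, the real one, gave as many induced genes, and 1 gave as many suppressed genes. The other 34 splits gave 0 calls in either direction, with a median of 678 and at most 2490 genes at an unadjusted p under 0.05, against 8900 in the real split. With all libraries thinned to the smallest total, 91.6% of the calls were kept, which argues against the deeper sequencing of mock replicates 1 and 3 as their source. The excess of induced genes remained after trends with GC content and gene length were removed (73.2% induced) and under the least favourable of 4 scalings (65.3% induced). As for a harvest at another time of day, 0 of the 12 clock genes were called, which argues against a large difference in time. A small difference is not excluded, since it could change these genes by less than the fold change threshold. Of the 12 clock genes, 6 had an unadjusted p under 0.05 and 3 an adjusted p under 0.01 in edgeR's test. Those 3 were *GI* and *LUX*, higher by 0.20 and 0.47, and *RVE8*, lower by 0.19. The change of *LUX* was the largest, and this gene shares 17.8% of its exon bases with another gene. *CCA1* and *LHY* changed by 0.09 and 0.04, the latter turning negative with total counts only. As a whole, the clock list had a median of 0.12 and did not pass the threshold of camera (adjusted p = 0.0661), but it passed under fry (adjusted p = 0.00868). Camera tests for a shift of the list in 1 direction, so it can miss genes that move in opposite ones. An effect of DEX on plants without the transgene cannot be separated from that of SMXL7 d53 in this design.

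The enrichment of the IAA, ABA, ACC, BL and MJ lists among DEX-induced genes, and of the CK list among DEX-suppressed genes, was reached in 1 of the 35 splits each, which follows from the lack of calls in the other splits. For IAA, ABA and MJ, genes on several lists do not explain it, since among genes of 1 list only the enrichment was 7.30-fold, 3.88-fold and 2.95-fold and passed the threshold. For ACC it did not pass with these genes (3.64-fold with 3 genes, adjusted p = 0.277), so genes shared with other lists stay open there. Nor does the mean count of the list genes explain the enrichment of IAA, ABA and MJ, as 10000 random lists matched on mean count held at most 21, 43 and 42 DEX-induced genes, against 70, 103 and 89 in the lists (permutation test, p = 1e-04 each, the smallest that this number of lists can give). The mean count was not tested for ACC, BL and CK. As whole sets, 6 of the 35 splits gave as many hormone lists past the threshold of camera. For single lists, 1 of 35 splits gave as small a p for IAA and 1 for BL, but 2 did for ABA and 6 for ACC. For IAA and BL, the shift of the whole list thus stands apart from all other groupings of the libraries. For ABA and ACC, these counts cannot decide. Every other split with 4 hormone lists past the threshold grouped 3 libraries of 1 treatment with 1 of the other. Such splits keep part of the difference between DEX and mock. Splits with 2 mock and 2 DEX libraries in each group gave at most 3 lists.

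Shoot tissue genes were lower in DEX libraries. Of 13 tested genes of leaf, stomatal and meristem tissue, 10 were lower, with a median log2 fold change of -0.56 (camera, adjusted p = 0.00428), and 6 were called, among them *TMM* (-1.68), *SPCH* (-1.41), *EPF2* (-1.07), *FAMA* (-0.84) and *FIL* (-0.70). *YAB2* did not change (0.00, SE 0.06; -0.04 with total counts only), and *STM* and *KNAT1* rose by 0.53 and 0.22. All 15 photosynthesis genes were lower, with a median of -0.40 (camera, adjusted p = 7.6e-06), and the most abundant, *CAB1*, went from 222592 ± 32994 to 169051 ± 21896 normalised counts (mean ± SD, n = 4) and *RBCS1A* from 70697 ± 10311 to 51592 ± 3516. Genes of these families are up to 94.3% identical in their exons, so their single values are uncertain. The shift of the shoot tissue list was reached in 3 of the 35 splits and that of the photosynthesis list in 8, and 7 of the 35 splits gave as many of the 3 own lists past the threshold. Apart from the real split, these 7 all grouped 3 libraries of 1 treatment with 1 of the other. They keep part of the difference between DEX and mock, so the number of lists cannot decide on chance. Trends with GC content or gene length are unlikely sources, since with these removed the medians were -0.54 for the shoot tissue and -0.38 for the photosynthesis list. The deeper sequencing of mock replicates 1 and 3 is unlikely to be the whole source, since the medians were -0.57 and -0.40 with thinned libraries, and -0.65 and -0.30 with mock replicates 2 and 4 only. The latter change of the photosynthesis list lies just within the limit of 0.1 set for this test, so a part played by these 2 libraries is not excluded. Less attached shoot tissue in the DEX libraries and an effect of the treatment cannot be told apart, because either would lower these genes. The mean normalised count was over 50 for 12 of the 14 shoot tissue genes and for all 15 photosynthesis genes. It comes from these same libraries, so it cannot show whether hypocotyl cells or attached shoot tissue gave the reads.

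*SMXL7* had lower counts after DEX (log2 fold change -0.44). A response of the endogenous gene and one of the transgene cannot be told apart, because the count table holds a single value for both. No biological explanation was tested.

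Neighbouring genes were often induced together. Among 10681 pairs of neighbours whose exons overlap no other gene, both genes were induced in 89 pairs, against a mean of 28.3 and at most 52 in 10000 permutations of the calls (p = 1e-04, the smallest that this number of permutations can give). Over all 19152 pairs the numbers were 121 and 50.7. Reads of overlapping genes are therefore an unlikely source of these pairs. Of the 89 pairs, 64 lie on the same strand, 14 are divergent and 11 are convergent. Among all 10681 pairs considered, these numbers were 6193, 2304 and 2184, so most of those pairs also lie on the same strand. Related genes in tandem remain a possible explanation that was not tested.

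In the number of lists past the threshold, marker lists of 10x clusters did not stand apart from other groupings of the libraries. With camera, 5 of 18 lists passed the threshold, and 18 of the 35 splits gave as many. The median log2 fold changes were 0.28 for XPa-dV, 0.15 for CSC, 0.28 for unknown #3, -0.24 for unknown #2 and -0.13 for dividing cell, and 2, 4, 12, 11 and 15 of the 35 splits gave as small a p for these lists. Splits that group 3 libraries of 1 treatment keep part of the difference between DEX and mock, so the low counts for XPa-dV and CSC cannot decide. The medians of the other 13 lists lay between -0.23 and 0.10.

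Values for regulators of xylem and cambium that the paper studies in other experiments are as follows. Of the HD ZIP-III genes, *ATHB8* was induced, from 4968 ± 341 to 8514 ± 600 normalised counts (mean ± SD, n = 4; log2 fold change 0.78, adjusted p = 1.1e-06 from edgeR's quasi-likelihood test), while *REV*, *PHV*, *CNA* and *PHB* changed by 0.17, 0.13, 0.14 and -0.05. The exons of *PHV* are 95.7% identical to AT5G32670 over 209 bases, and the adjusted p of *REV*, 0.00653, rose above 0.01 without any 1 library other than DEX replicate 4, up to 0.0219 without mock replicate 2. *VND6* was lower (-0.45, adjusted p = 3.4e-04), and *VND7* and *IRX3* did not differ beyond the spread between replicates (0.17 and 0.01, adjusted p = 0.253 and 0.907). *MP*, *PXY*, *ANT* and *WOX4* changed by 0.18, 0.15, 0.01 and -0.21. The adjusted p of *WOX4*, 0.00731, stayed under 0.01 only without mock replicate 2 or DEX replicate 3 when 1 library was left out, and the values of *IRX3* and *ANT* turned negative with libraries scaled by total counts only, where *REV* had an adjusted p of 0.0375.

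DEX-induced genes of the MJ list alone varied more between DEX libraries than those of the IAA list alone, with median SDs of 0.174 and 0.136 on the log2 scale for 59 and 44 genes. Counting noise is an unlikely source, since random groups of induced genes with the same mean counts had a mean of 0.135 for this median (permutation test with 10000 groups, p = 0.0033, across genes, which are not independent replicates). The difference between the MJ and IAA lists itself was not tested. In mock libraries the medians were 0.207 and 0.171. No biological explanation was tested.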
